# Apple miRNAs and tasiRNAs with novel regulatory networks

**DOI:** 10.1186/gb-2012-13-6-r47

**Published:** 2012-06-15

**Authors:** Rui Xia, Hong Zhu, Yong-qiang An, Eric P Beers, Zongrang Liu

## Abstract

**Background:**

MicroRNAs (miRNAs) and their regulatory functions have been extensively characterized in model species but whether apple has evolved similar or unique regulatory features remains unknown.

**Results:**

We performed deep small RNA-seq and identified 23 conserved, 10 less-conserved and 42 apple-specific miRNAs or families with distinct expression patterns. The identified miRNAs target 118 genes representing a wide range of enzymatic and regulatory activities. Apple also conserves two *TAS *gene families with similar but unique *trans*-acting small interfering RNA (tasiRNA) biogenesis profiles and target specificities. Importantly, we found that miR159, miR828 and miR858 can collectively target up to 81 *MYB *genes potentially involved in diverse aspects of plant growth and development. These miRNA target sites are differentially conserved among *MYB*s, which is largely influenced by the location and conservation of the encoded amino acid residues in MYB factors. Finally, we found that 10 of the 19 miR828-targeted *MYB*s undergo small interfering RNA (siRNA) biogenesis at the 3' cleaved, highly divergent transcript regions, generating over 100 sequence-distinct siRNAs that potentially target over 70 diverse genes as confirmed by degradome analysis.

**Conclusions:**

Our work identified and characterized apple miRNAs, their expression patterns, targets and regulatory functions. We also discovered that three miRNAs and the ensuing siRNAs exploit both conserved and divergent sequence features of *MYB *genes to initiate distinct regulatory networks targeting a multitude of genes inside and outside the *MYB *family.

## Background

The discovery of RNA interference in the late 1990s [1] prompted a revolution in RNA biology, and the unveiling of small RNA (sRNA)-mediated gene regulatory pathways has profoundly shaped our understanding of the complexity of gene regulation. In eukaryotes, sRNAs have been found to control cellular metabolism, growth and differentiation, to maintain genome integrity, and to combat viruses and mobile genetic elements [2]. These regulatory sRNAs have been classified into at least six groups, including microRNAs (miRNAs), heterochromatic small interfering RNAs (hc-siRNAs), *trans*-acting small interfering RNAs (tasiRNAs), natural antisense small interfering RNAs (nat-siRNAs), repeat-associated small interfering RNAs (ra-siRNAs), and in metazoans, the piwi-interacting RNAs (piRNAs) [3-7].

miRNAs are derived from single-stranded RNA precursors that are transcribed by RNA polymerase II to generate self-complementary fold-back structures (stem-loop or hairpin) processed subsequently by DICER-like 1 (DCL1) in association with other protein factors [6,8]. Distinct from miRNA biogenesis, small interfering RNAs (siRNAs) are generated from long double-stranded RNAs that are converted from single-stranded RNAs by plant RNA-dependent RNA polymerases (RDRs), which usually give rise to transcript-wide, distinct siRNA species from both strands dependent on the choice of DCL proteins involved [8]. Biogenesis of predominant small 21-nucleotide siRNAs requires RDR6 and DCL4 while that of predominant 24-nucleotide siRNAs requires RDR2 and DCL3 [9,10]. miRNAs and siRNAs are incorporated into different RNA-induced silencing complexes (RISCs) [11], where one of the Argonaute (AGO) factors catalyzes sequence-specific endonucleotic cleavage of targeted gene transcripts [12,13] in the cases of miRNAs and 21-nucleotide siRNAs [11], or translational repression occasionally for some miRNAs [14], or induction of DNA methylation in the case of 24-nucleotide siRNAs [15,16]. The biogenesis of tasiRNAs exploits both miRNA and 21-nucleotide siRNA biogenesis pathways, and requires all the factors necessary for miRNA and 21-nucleotide siRNA production, including DCL1, RDR6 and DCL4 as well as other protein factors [5,17]. In *Arabidopsis*, the transcript from a *trans*-acting siRNA (*TAS*) gene is first cleaved by one of three specialized miRNAs (miR173, miR390 and miR828), and then either the 3'-cleaved (in the case of miRNA828, miR173) or the 5'-cleaved transcript fragments (in the case of miR390) are converted into double-stranded RNAs by RDR6 and subsequently diced into phased 21-nucleotide siRNAs by DCL4 to generate multiple but distinct tasiRNA species, some of which are found to further guide sequence-specific cleavage of their targeted gene transcripts through the RISC [5,17-20]. To date, only four *TAS *gene families have been identified in *Arabidopsis *and their biogenesis has been extensively characterized [21].

In plants, miRNAs are the second most abundant sRNAs [22], acting as powerful endogenous regulators. For example, many distinct miRNAs target transcripts encoding an array of transcription factors that control plant development and phase transition in *Arabidopsis*, maize and woody species [23-25], while others are involved in stress response and disease resistance [26-28]. In humans, it is estimated that at least 30% of genes are regulated by miRNAs [29], further underscoring their fundamental importance. Whether a similar proportion of plant genes are subjected to miRNA-mediated regulation is unknown; however, a large number of miRNAs have been identified, characterized and reported in diverse plant species, including *Arabidopsis *[30,31], rice [32], maize [33], poplar [34,35], grape [36], soybean [37], orange [38] and peanut [39]. The latest release of published miRNAs (miRBase 17) contains over 15,000 miRNA gene loci in over 140 species, and over 17,000 distinct mature miRNA sequences [40]. Like many gene regulatory systems, miRNAs show both conservation and diversity among plant lineages. Many miRNAs are conserved in angiosperms or even embryophyta [41], while a significant number of miRNAs or miRNA families show species-specificity, reflecting their fast evolving, functionally diverging natures [11,41-43].

Apple (*Malus × domestica*) is a major temperate fruit crop worldwide. Its fruit is a widely consumed and rich source of phytochemicals, which may play a key role in reducing chronic disease risk in humans [44]. As a perennial species, apple undergoes many distinct developmental programs and inducible responses during its life cycle that cannot be easily replicated or investigated in annual model species such as *Arabidopsis*. For example, apple requires a long period of juvenility (5 to 7 years) before flowering [45] and its reproductive cycle lasts for nearly a year, as fruit forms from flower buds initiated during the previous summer. Its fruit development, which spans the spring, summer and fall seasons, comprises fruit enlargement, color changes, texture improvement and ripening, all of which are directly relevant to crop productivity and quality [45]. That apple trees produce fruit over a period spanning several decades is another important consideration for investigation of plant longevity. Thus, apple trees represent an important model for investigating the fundamental biology of a wide range of specialized strategies and programs to adapt or respond to seasonal and perhaps climatic changes as well as biotic and abiotic stress challenges while implementing multiple coordinated developmental events necessary for perennial fruit production. In addition to its importance as a new genomic model for tree fruit and Rosaceae studies, the discovery of genetic mechanisms that regulate fruit development and quality or stress responses and disease resistance could enhance the molecular breeding of apple for horticulturally important traits.

Although several groups have recently reported bioinformatic prediction and identification of a few miRNA families for apple [46,47], nearly all those reported are conserved miRNAs. Whether apple has evolved specific miRNAs and unique regulatory networks, which genes they target, if any, and what biological processes they regulate remain largely unknown. In this study, as part of a long-term goal to elucidate the role of miRNAs in apple, we exploited deep sequencing and computational and molecular analyses to comprehensively identify the conserved and apple-specific miRNAs and their targets, and characterized their expression in various tissues. We also delineated novel miRNA- and tasiRNA-mediated regulatory networks that modulate a large number of genes inside and outside the *MYB *family, which has not been reported in other species.

## Results

### Identification of conserved and less-conserved miRNAs in apple

A total of 59 million reliable reads were obtained from deep sequencing of leaf-, root-, flower- and fruit-derived sRNA libraries, and most of these reads (about 78% for redundant reads and 65% for unique reads) have at least one perfect match to the apple genome (Table S1 in Additional file 1). sRNAs from each library or tissue shared a more or less similar distribution pattern (Figures S1a-f in Additional file 2), with 24-nucleotide sRNAs (over 40%) being the most abundant followed by 21-nucleotide sRNAs, consistent with earlier findings in *Arabidopsis *[30], tomato [48], and soybean [37]. Those reads (46 million) that perfectly mapped to the apple genome were subjected to further analyses for miRNA identification. As a result, we identified 23 miRNAs or families (Figure 1a) that are conserved in both angiosperms and coniferophyta lineages [41]; we refer to these as conserved miRNAs in this study. These miRNAs bore a canonical stem-loop structure in their precursors (Table S2 in Additional file 1). 

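Small RNA was sequenced from 1 library each of leaf, root, flower and fruit. Leaf, flower and fruit came from orchard trees of the cultivar Golden delicious, with fruits collected 15 and 120 days after anthesis, and root came from seedlings that were 2 years old. Leaf and root were sequenced on the Illumina HiSeq 2000, flower and fruit on the SOLiD 4. Sequencing platform and library kit therefore change together with the step from vegetative to reproductive organs, and a difference between these pairs of libraries cannot be told apart from a difference between the platforms. Comparisons within a platform, leaf against root and flower against fruit, are for this reason given beside those across platforms. The authors removed adaptors with the CLC Genomic Workbench (version 4.9) and deposited, for each library, every distinct sequence (tag) with the number of reads that carried it. These read counts are raw, and the tags were 15 to 31 nucleotides long. The leaf library held 23889899 reads of 7617136 tags, the root library 20574303 reads of 5255961 tags, the flower library 5441401 reads of 2721355 tags and the fruit library 9283893 reads of 4441183 tags, and each of these totals equals the one in Table S1. Over the 4 libraries the sum was 59.2 M reads. Matching to the genome was not repeated here. The genome-matched totals are those of Table S1, which come to 80.2% of the reads in leaf, 78.3% in root, 74.1% in flower and 75.6% in fruit. RPM values were calculated from the read counts with these genome-matched totals, as the paper did, and sums over tissues are sums of the 4 RPM values. A single read was worth 0.0522 RPM in leaf, 0.0621 RPM in root, 0.248 RPM in flower and 0.143 RPM in fruit. A sequence without a read can still have had up to 0.157, 0.186, 0.744 and 0.428 RPM in leaf, root, flower and fruit, the limit that 3 counts set. Each tissue had 1 library and no replicate, so no difference between tissues was tested. Read counts are given with exact 95% Poisson intervals, shares of reads with exact (Clopper-Pearson) 95% binomial intervals, and ratios of RPM with exact conditional 95% intervals. A ratio compares the libraries, not the tissues. The intervals cover counting error only, because PCR copies were not separated from independent molecules.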

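In every library the 24-nucleotide class held the most reads, with 60.1% of the reads in leaf, 41.6% in root, 40.4% in flower and 56.7% in fruit. The 21-nucleotide class held 17.6%, 19.8%, 12.9% and 9.45% in the same order. It was the second most abundant class in 3 libraries. In fruit the 23-nucleotide class came second, with 11.17% of the reads (95% interval, 11.15 to 11.19%), above the 21-nucleotide class (95% interval, 9.44 to 9.47%). The 23-nucleotide share was 6.92% in leaf, 6.78% in root and 8.94% in flower. Reads of 15 to 19 nucleotides made up 1.58% in leaf, 4.49% in root, 18.7% in flower and 10.0% in fruit, so that the shortest reads were more frequent in the SOLiD libraries. Counting each tag once changed which class came second. The 23-nucleotide class was then second in all 4 libraries, with 11.8% of the tags in leaf, 11.1% in root, 11.3% in flower and 13.0% in fruit, while the 24-nucleotide class stayed first. The 24-nucleotide share moved most in root under this setting, to 61.4% of the tags. In flower it moved most with reads of 18 to 28 nucleotides only, to 47.3%, and in fruit with tags of at least 2 reads, to 61.1%. The paper, with the size distributions of Figure S1, states that the libraries were more or less alike, with the 24-nucleotide class on top and the 21-nucleotide class next.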

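Reads of a known miRNA family were counted as all tags identical to a sequence that Table S3 lists for the family. Table S3 lists 327 sequences, 282 of them in 22 conserved families. Summed over the 4 libraries, the RPM of the conserved families ranged from 20.8 for miR393, which had 186 reads, to 166426 for miR156, which had 2659262 reads. All conserved families together reached 52986 RPM in leaf, 179645 RPM in root, 31395 RPM in flower and 18150.5 RPM in fruit. Leaf was the library with the highest RPM for 6 families, root for 6, flower for 8 and fruit for 2. Restricting the count to the Table S2 sequences moved a total most, since that of miR159 fell from 13098 to 688 RPM. With all reads of each library as the denominator, family totals were between 0.743 and 0.802 times these values.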

Expression levels of the conserved miRNAs, as reflected by normalized reads (reads per million genome-matched reads (RPM)), showed a great variation among families in all four tissues. The highest read abundance (166,000 RPM) was detected for miR156 and was 5 to 16 times more than other relatively abundant miRNA families, including miR165/166, miR167, miR396, and miR159, whose total abundance ranged from 10,000 to 30,000 RPM (Figure 1a; Table S3 in Additional file 1). 

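The miR156 total came almost wholly from root, where 2568543 reads gave 159488 RPM (95% interval, 159293 to 159683) and made up 12.5% of all reads of the library. The most abundant of its 41 listed sequences, TGACAGAAGAGAGTGAGCAC, carried 64.0% of the family's RPM. Totals of the next families were 32444.5 RPM for miR167, 29624 RPM for miR165/166 and 22819.8 RPM for miR396, followed by miR159. The miR156 total was 5.13 times the highest and 12.7 times the lowest of these. miR167 and miR165/166 were highest in leaf, with 20561 and 18425 RPM. miR159 was highest in fruit, with 6882 RPM.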

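Of the conserved families, 5 had totals over 10000 RPM and 12 had totals under 1500 RPM. Between them stood miR172 with 4745 RPM, miR168 with 3597 RPM, miR399 with 3028 RPM, miR164 with 2069 RPM and miR162 with 1609 RPM. The highest of the 12 less abundant families was miR171 with 700.2 RPM. The totals of the families from miR162 to miR172 were thus 2.30 to 6.78 times the miR171 total. With all reads of a library as the denominator, 4 families exceeded 10000 RPM and 13 stayed under 1500 RPM.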

Although lower expression (between 1,500 and 4,000 RPM) was observed for the miR162, miR164, miR168, miR172 and miR399 families, their overall expression level was 3 to 20 times greater than any of the remaining 12 conserved miRNA families (Figure 1a; Table S3 in Additional file 1). 

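The miR156 family had 1331 reads in fruit, or 189.7 RPM (95% interval, 179.7 to 200.2), against 4109 RPM in leaf and 2639.5 RPM in flower. The root library had 841 times as much as the fruit library (95% interval, 797 to 888), a ratio across platforms. Within a platform, root had 38.8 times as much as leaf (38.5 to 39.1) and flower 13.9 times as much as fruit (13.1 to 14.7). The intervals are far from 1, but without replicates they do not include the variation between plants.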

Almost all miRNAs showed, to various degrees, differential expression among the tissues analyzed, with the greatest variation observed for miR156, which was expressed at an abundance of more than 150,000 RPM in root but only 184 RPM in fruit (Figure 1a). 

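Table S3 lists more than 1 sequence for 21 of the conserved families, with miR397 as the exception, and up to 43 for miR165/166 and miR396. By RPM, 18 of all 22 conserved families, miR397 among them, consisted mostly of 21-nucleotide reads. The 20-nucleotide reads were the majority in miR156 with 65.2% of the RPM, in miR319 with 56.5% and in miR394 with 69.9%. miR393 was mostly 22 nucleotides long (74.5%), and 36.4% of miR167 was also of that length. Among the less-conserved families, 97.9% of miR482 and 95.8% of miR828 were 22 nucleotides long. Of the listed sequences, 136 differ by 1 base from a member of the same family that was at least 50 times as abundant. The median of their abundance was 0.0883% of that member.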

Most of the conserved miRNA families comprised multiple species of different mature sequences (≤2 mismatches) and distinct length predominance (Tables S3 and S4 in Additional file 1).

**Figure 1:**
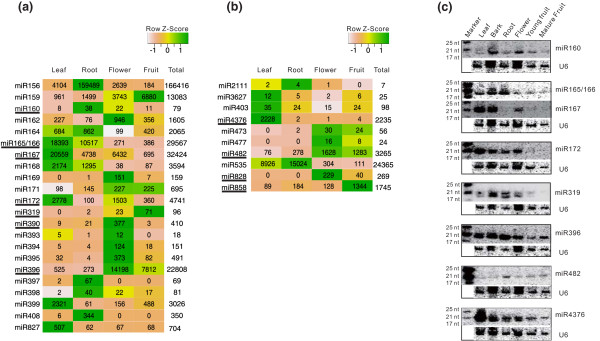
**Analysis of the identified conserved and less-conserved miRNA expression in apple tissues. (a, b) **Heat map and read abundance of the conserved (a) and less-conserved (b) miRNAs in four tissues. The read abundance was normalized and expressed as reads per million (RPM) of genome-matched reads in each tissue. Only reads having two or fewer mismatches to miRNA sequences were counted for this analysis. Read abundance is also denoted by color, as illustrated at the top-right corner of each panel. miRNAs selected for validation by RNA gel blot analysis are underlined. **(c) **RNA gel blot analysis of selected miRNAs in different tissues. Sizes of small RNA markers are indicated at left in nucleotides (nt). Blotting results from probing and reprobing the same filter were grouped together. The apple *U6 *gene serves as a loading control.

We also identified ten miRNAs or families that have a canonical stem-loop structure (Figure 1b; Table S2 in Additional file 1) and were reported in some plant species or families but are not widely conserved in both angiosperm and coniferophyta lineages [41]. They are referred to as less-conserved miRNAs in this study. Compared to the conserved miRNAs, most of the less-conserved miRNAs exhibited relatively lower expression, with the most notable exception being miR535, which was expressed at an abundance of more than 20,000 RPM (Figure 1b). However, these less-conserved miRNAs, like the conserved miRNAs, were differentially regulated among the tissues examined. For example, leaf- and root-biased expression was observed for miR535, while flower-biased expression was apparent for miR828 (Figure 1b). 

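The median total was 489 RPM over the 10 less-conserved families and 597 RPM over the conserved families. miR535 had 415008 reads and a total of 24366 RPM, the only less-conserved family over 20000 RPM. With all reads of each library as the denominator its total was 19230.2 RPM, under that bound. The next totals were 3268 RPM for miR482, 2235 RPM for miR4376, 1747 RPM for miR858 and 708 RPM for miR827. miR828 reached 269.7 RPM. The remaining 4 families had low totals, with 55.8 RPM for miR473, 25.5 RPM for miR3627, 24.5 RPM for miR477 and 7.35 RPM for miR2111.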

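miR535 had 8925 RPM in leaf and 15024 RPM in root, against 304 RPM in flower and 113 RPM in fruit. The leaf library had 29.3 times as much as the flower library (95% interval, 27.7 to 31.1). Within a platform the differences were smaller, 1.68-fold between root and leaf (1.67 to 1.69) and 2.69-fold between flower and fruit (2.46 to 2.94). miR828 had 923 reads in flower, or 229 RPM (95% interval, 214 to 244), and 286 reads in fruit, or 40.8 RPM. It had 2 reads in root and none in leaf. On the SOLiD, flower had 5.61 times as much miR828 as fruit (4.91 to 6.43). Across platforms the flower library had at least 1462-fold more than leaf and 1843 times as much as root (508.6 to 15238). Counting tags within 2 mismatches lowered the last ratio to 796.

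**Figure D1:**
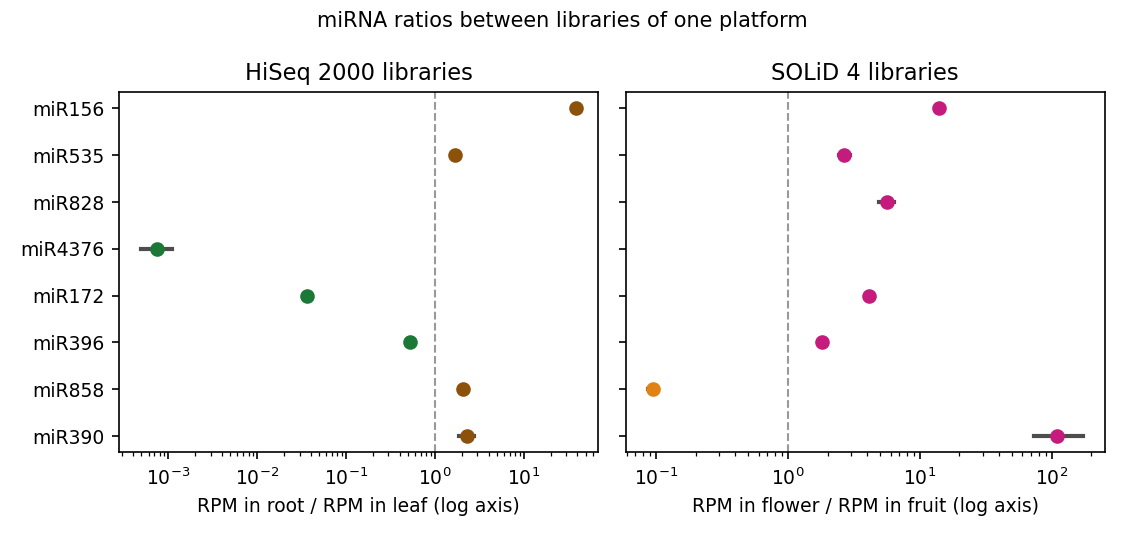
Ratio of RPM between the libraries of one platform, on logarithmic axes, with root over leaf (HiSeq 2000) on the left and flower over fruit (SOLiD 4) on the right. Each dot is one miRNA family, coloured by the library in which it was higher, and each bar is the exact 95% interval from read counts. The ratios of miR828 on the left and of miR4376 on the right were not computed, so they have no dot. Leaf had no read of miR828, and flower had 5 reads of miR4376. Within the SOLiD pair miR390 stands at 110 and miR156 at 13.9, and within the HiSeq pair miR156 stands at 38.8.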

Surprisingly, miR4376 exhibited virtually exclusive expression in leaf tissues where 2,228 RPM were detected in comparison with less than 4 RPM in other tissues.

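The sequence TACGCAGGAGAGATGACGCCG is the only one listed for miR4376. It had 42697 reads in leaf, or 2228 RPM (95% interval, 2207 to 2249). It had 27 reads in root (1.68 RPM, 1.10 to 2.44), 5 in flower (1.24 RPM, 0.402 to 2.89) and 28 in fruit (3.99 RPM, 2.65 to 5.77). Leaf had 1329 times as much as root within the HiSeq 2000 (95% interval, 913 to 2017). Across platforms it had 1797 times as much as flower (770.2 to 5536) and 558 times as much as fruit (386 to 840.2). When 20- to 22-nucleotide tags within 2 mismatches were included, these ratios fell to 577, 168 and 25.6, still above 1.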

To validate miRNA RPM data, we performed RNA gel blot analysis for selected miRNAs representing conserved, less-conserved and apple-specific (discussed below) examples in six different tissues, four of which (leaf, root, flower and fruit) could be compared to sRNA sequencing data (Figures 1c, 2, and 3c). We found that while blotting results for some miRNAs - miR828, miR858, miR390 (Figure 3c) and miR4376 (Figure 1c) - were reflective of the relative abundances of sequenced RNAs from these four tissues, many others displayed varying degrees of divergence between the two analyses. For example, miR172 RPM values and blot signals for leaf and flower were in agreement, while the blot signal for fruit, which should be nearly four-fold higher than for root, based on RPM values, was barely detectable. Additionally, miR396, which showed relative blot signal strength that was high for vegetative and low for reproductive tissues, revealed the opposite pattern through RNA sequencing (Figure 1a). 

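miR172 had 2777 RPM in leaf (95% interval, 2753 to 2801), 1504 RPM in flower (1466 to 1542), 362 RPM in fruit (348 to 376) and 102 RPM in root (97.2 to 107). Fruit had 3.55 times as much as root (3.33 to 3.77) and leaf 1.85 times as much as flower (1.80 to 1.90), and both of these ratios cross platforms. Within a platform, leaf had 27.2 times as much as root (25.9 to 28.6) and flower 4.15 times as much as fruit (3.97 to 4.35).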

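By sequencing, miR396 had 530.3 RPM in leaf and 279 RPM in root, on the HiSeq 2000, and 14199 RPM in flower and 7811 RPM in fruit, on the SOLiD 4. Flower had 26.8 times as much as leaf (95% interval, 26.2 to 27.3) and fruit 28.0 times as much as root (27.1 to 28.8). The libraries of one platform were close to each other, with 1.90-fold more in leaf than in root (1.83 to 1.97) and 1.82-fold more in flower than in fruit (1.80 to 1.84). The contrast between vegetative and reproductive libraries in miR396 therefore coincides with the change of platform and of library kit.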

At present we do not know why some RNA sequencing values were corroborated by RNA blots while others were not. However, contradictions between *in vivo *RNA levels and sequencing results for miRNAs have been previously reported for *Arabidopsis *[30] and grapevine [36]. Since the hybridization signal of RNA gel blotting is proportional to gene transcript abundance in general, the bias introduced against or for certain sequences or sequence motifs during either library construction or sequence amplification or deep sequencing may have contributed to the observed deviations.

**Figure 2:**
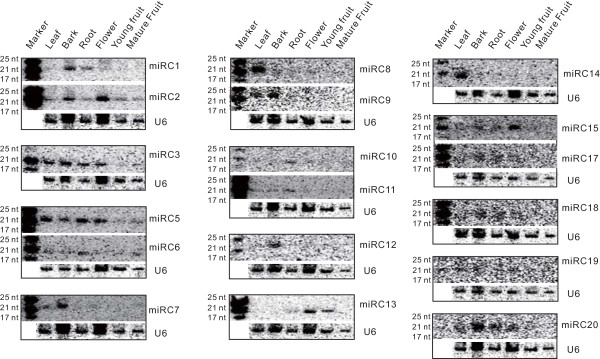
**Confirmation of apple-specific miRNA expression by RNA gel blot analysis**. RNA gel blot analysis was performed as described in Materials and methods with exposure time varying from a few hours to two to three days for some low-abundance miRNAs (miR18, miR19, miR20). The blotting results from the same filter were grouped together. Sizes of small RNA markers are indicated at left in nucleotides (nt). The apple *U6 *gene serves as a loading control.

**Figure 3:**
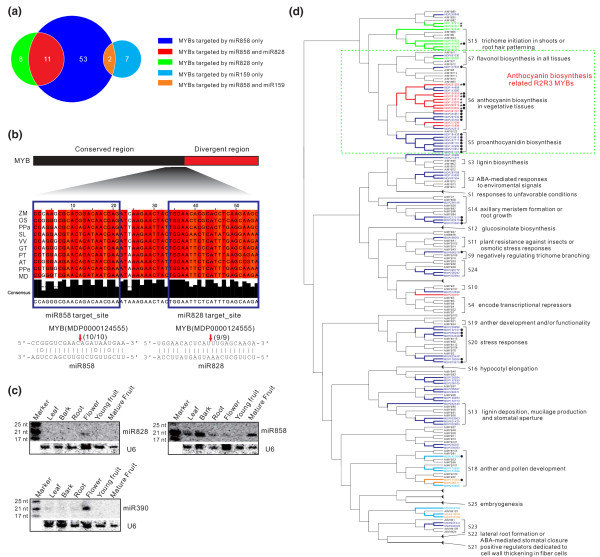
**Complex *MYB *regulatory network mediated by miR159, miR828, and miR858**. **(a) **Numbers of *MYB *genes targeted by apple miR159, miR828 and miR858. **(b) **Conservation of the region co-targeted by miR828 and miR858 among diverse plant species, including *Zea mays *(ZM; BT088210), *Oryza sativa *(OS; NM_001050499), *Physcomitrella patens *(PPa; XM_001781987), *Solanum lycopersicum*(SL; AK322126), *Vitis vinifera *(VV; XM_002269386), *Gossypium tomentosum *(GT; EU249416), *Populus trichocarpa *(PT; XM_002315854), *Arabidopsis thaliana *(AT; NM_116126), *Prunus persica *(PPe; ppa016135m), and *Malus × domestica *(MD; MDP0000124555). The sequence-conserved region in the *MYB *coding region is shown in black while the sequence-divergent region is shown in red. Pairing of miR828 and miR858 with their target sites in a representative *MYB *transcript is illustrated below. **(c) **RNA gel blot analysis of expression of miR390, miR828 and miR858 in various tissues. **(d) **Phylogenetic analysis and functional relationship between apple and *Arabidopsis *MYB factors. The tree was inferred using the neighbor-joining method and 1,000 bootstraps with MYB amino acid sequences and Clustal X2 software. The subgroup and function annotation were designated as described previously [56,58]. Subclans consisting of only *Arabidopsis *MYBs were collapsed are and denoted with black triangles. The *MYB *genes that are targeted by a specific miRNA or co-targeted by two miRNAs are denoted in a specific color as designated in (a). miR828-targeted *MYB*s capable of producing secondary siRNAs are marked with a star, and *MYB*s whose cleavage was confirmed by degradome analysis are marked with filled circles. ABA, abscisic acid; nt, nucleotide.

### Apple-specific miRNAs

Since numerous family- or species-specific miRNAs considered to be of a more recent evolutionary origin [11] have been identified in other species, apple is likely to have evolved unique miRNAs as well. After excluding sRNA reads homologous to known miRNAs (two or fewer mismatches, miRBase 17) and other non-coding sRNAs (Rfam 10), the remaining 20- to 22-nucleotide sRNAs were subjected to rigorous secondary structural analysis of their precursors using RNAfold software [49]. Those precursors with a canonical stem-loop structure were further analyzed through a series of stringent filter strategies to ensure that they met common criteria established by the research community [50,51]. 

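Table S5 lists 43 sequences for the 42 apple-specific miRNAs and gives star sequences for 21 of them. Each of these 21 miRNAs had a read of a listed star, counted as tags identical to it. At least 2 star reads were found for 19 miRNAs and at least 10 for 12. By the most abundant star listed for each miRNA, the highest counts were 6472 reads for miRC4, 5448 reads for miRC5 and 5083 reads for miRC1. For miRC4 this star, CAGTCTGACAATATAACGTGC, is not the one shown in Table 1. The most abundant listed star had 1 read for miRC14 and for miRC19. The miRC1 star is identical to the listed miR408 sequence ATGCACTGCCTCTTCCCTGGC, the miRC5 star to miR482b and the miRC17 star to miR393, so their reads are also counted for those known families.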

A total of 42 miRNA candidates derived from 75 loci (Tables 1 and S5 in Additional file 1) met the screening criteria, of which 21 had miRNA star (miRNA*) sequences identified from the same libraries, while the other 21 had no miRNA* identified (Table 1). We considered the 21 candidates with miRNA* sequences as apple novel miRNAs and the remaining 21 without miRNA* sequences as apple miRNA candidates. Collectively, we term them apple-specific miRNAs. Of the 42 apple-specific miRNAs, 32 belong to the 21-nucleotide class of miRNAs and 10 to the 22-nucleotide class (Table 1). In general, the apple-specific miRNAs were much less abundant compared to the conserved miRNAs in all tissues examined. For example, only miRC1 displayed total read abundance above 20,000 RPM, while 33 of the 42 miRNA candidates yielded levels below 100 RPM (Table 1). This low level expression was further confirmed by RNA gel blot analysis showing that signal was detectable for only 18 of 42 apple-specific miRNAs (Figure 2). 

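Counted as tags identical to the Table S5 sequences, 31 of the apple-specific miRNAs had under 100 RPM in total. With all reads of each library as the denominator the number was 32. The median total was 15.0 RPM. miRC1 reached 24349 RPM from 395361 reads, of which root held 95.5% by RPM. After it came miRC2 with 8342 RPM and miRC3 with 2751 RPM, then miRC6 with 1679 RPM over both of its sequences, miRC4 with 1545 RPM and miRC5 with 1537 RPM. miRC11, with 762 reads and 100.9 RPM, lay just above the bound of 100 RPM. miRC36 had 14.4 RPM, miRC40 had 6.16 RPM and miRC41 had 4.15 RPM.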

Almost all of the apple-specific miRNAs exhibited differential expression among tissues (Table 1 and Figure 2). For example, miRC1, miRC2, miRC5, miRC6, miRC9, miRC14, miRC15, miRC17, miRC18 and miRC20 showed preferential accumulation in either one or two tissues while miRC8 was exclusively expressed in leaf (Table 1 and Figure 2). 

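More than 50% of the RPM came from 1 library in 37 of the apple-specific sequences, and more than 90% in 12. miRC8 had 247.8 RPM in leaf, or 99.9% of its total, with 2 reads in root and none in flower or fruit. miRC1 had 23246 RPM in root against 1091 RPM in leaf, 12.1 RPM in fruit and no read in flower. miRC2 was highest on the SOLiD, with 5364 RPM in flower and 1823 RPM in fruit, against 893 RPM in leaf and 262 RPM in root. miRC5 had 1021 RPM in leaf, 324 RPM in root, 144 RPM in flower and 47.3 RPM in fruit. miRC9 was found mainly in leaf with 137 RPM and root with 90.0 RPM. miRC6 consists of a pair of sequences with different distributions. miRC6a was spread evenly, with 359 RPM in leaf, 279 RPM in root, 336 RPM in flower and 319 RPM in fruit, while miRC6b had 122 RPM in leaf, 218 RPM in root, 1 read in flower and 45.6 RPM in fruit. The less abundant sequences rest on few reads. miRC14 had 61.5% of its RPM in leaf, miRC17 79.8% in leaf, miRC20 74.2% in leaf from 132 reads over all libraries and miRC18 54.4% in flower from 88 reads. miRC15 had 8.25 RPM in leaf, 8.20 RPM in root, 8.68 RPM in flower and 1.71 RPM in fruit.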

As reported above for conserved and less-conserved miRNAs, RPM values for selected apple-specific miRNAs corresponded to relative signal intensity observed in RNA gel blots in some cases (miRC1 and miRC2), but several cases of divergence were observed as well. For example, miRC3 was the second-most abundant miRNA in fruit, miRC7 the most abundant in root and miRC10 was exclusively expressed in flower (Table 1), but RNA gel blots showed no or barely detectable signals for these three miRNAs in those tissues (Figure 2). 

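Among the apple-specific sequences, miRC3 ranked second in fruit with 671 RPM from 4707 reads, after miRC2. miRC7 ranked second in root with 624 RPM from 10052 reads, after miRC1. miRC10 had 166.1 RPM in flower, or 95.5% of its total. It also had 51 reads in fruit, 8 in root and 1 in leaf, and the fruit reads gave 7.27 RPM (95% interval, 5.41 to 9.56).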

As noted above for conserved and less-conserved miRNAs, RNA blotting revealed that the majority of the tested miRNAs were abundant in bark tissue from young seedlings, while very few were highly expressed in fruit (Figure 2).

**Table 1:** Novel or candidate miRNAs found in apple (excerpted^a^)

					Match		Normalized reads				
							
Name	miRNA sequence	**Contig**^**b**^	Len	Str	position	miRNA* sequence^c^	Leaf	Root	Flower	Fruit	Total
miRC1	ACAGGGAAGAGGTAGAGCATG	MDC006505.260	21	-	3,797	ATGCACTGCCTCTTCCCTGGC	1,091	23,246	0	12	24,349
miRC2	ACCTAGCTCTGATACCATGAA	MDC018599.370	21	+	9,369	TGTGGTATCAGGACTATGTTA	893	261	5,364	1,823	8,341
miRC3	CTACCGATGCCACTAAGTCCCA	MDC017130.228	22	+	6,809	GGACTTAGTAGCTCGGTGA	266	247	1,567	671	2,751
miRC4	TGTTATATTGTCAGATTGTCA	MDC019554.272	21	-	10,154	ACAGTCTGACAATATAACGTG	1,035	502	6	0	1,543
miRC5	AATGGAAGGGTAGGAAAGAAG	MDC006350.123	21	-	2,997	TCTTTCCTATCCCTCCCATTCC	1,021	324	144	0	1,490
miRC6a	TCCTCTTGGTGATCGCCCTGT	MDC009272.709	21	-	4,184	AGGGTGATTAACAAAGGGATG	359	279	336	319	1,294
miRC6b	TCCTCTTGGTGATCGCCCTGC	MDC006081.961	21	-	466	AGGGTGGTTACCAATGGGATG	122	218	0	46	385
miRC7	TTATACAGAGAAATCACGGTCG	MDC009778.59	22	-	4,735	ACCGTGTTTTTCTGTATAAAG	511	624	108	27	1,270
miRC8	AAGAGCGGGATGTGTAAAAGG	MDC001018.301	21	+	2,490	CTTTTACCTATCCCATTCTGT	248	0	0	0	248
miRC9	TCTGTCGTGGGTGAGATGGTGC	MDC011178.406	22	-	16,699	TTCATCTCTCCTCGACAGAAG	137	90	0	4	231
miRC10	GAATTCCTTCTCCTCTCCTTT	MDC026449.10	21	-	340	AGGAGGGAGAGAGGGTTTTAC	0	0	166	7	173
miRC11	CACCAATATCAACTTTATTTG	MDC005581.168	21	+	2,657	AATAAAGTTGATATTGGTGTG	6	12	44	38	100
miRC12	TCTGTCGAAGGTGAGATGGTGC	MDC003092.251	22	+	8,878	TTCATCCCTCCTCGACTGAAG	10	64	0	0	73
miRC13	ATCCAACGAAGCAGGAGCTGA	MDC009318.175	21	+	3,804	AGCTGCTGACTCGTTGGTTCA	0	0	18	42	60
miRC14	CGAACTTATTGCAACTAGCTT	MDC008558.180	21	+	6,507	CAAGCTAGTTGTAATAAGTTC	24	0	13	0	38
miRC15	AAAGTATCAAGGAGCGCAAAG	MDC014075.204	21	-	26,060	TTGCGTTCCACTGATTCTTTCG	8	8	9	2	27
miRC16	CATCTGGGTCGTTCAAATTTA	MDC009589.307	21	-	1,975	AATTTGAACGGCCCAGATGGG	10	12	0	0	22
miRC17	ATCATGCGATCCCTTCGGACG	MDC005391.194	21	+	11,429	TCCAAAGGGATCGCATTGATCT	11	0	0	0	11
miRC18	ATACTCATCGAATTTGTCATA	MDC012422.128	21	+	849	TGACAAATTGGATGAGTATTC	3	0	4	0	8
miRC19	TGGGATGTTGGTATGGTTCAA	MDC016463.170	21	-	5,187	GAGCCGTGCCAATATCACAGT	0	7	0	0	7
miRC20	TGAAGAGAAGAGCGTTGTTTGG	MDC001494.456	22	-	33,010	TGACAGCCTCTTCTTCTCATG	6	0	0	0	6
miRC21	ATCATTAACACTTAATAACGA	MDC006081.432	21	+	219	TTATTAAGTGTTAATGATTGG	0	0	0	2	2
miRC22	CCATATGTCCCTCCATATACT	MDC016302.308	21	+	5,368	No star found	0	0	72	8	80
miRC23	AATGATGATCAAACAACCCTT	MDC020884.221	21	+	4,086	No star found	0	0	46	2	48
miRC24	TGAACTTGGCTGAATGTGGACT	MDC001394.253	22	-	378	No star found	22	19	0	0	40
miRC25	TTTCGGAACCACTTACACCCA	MDC017130.228	21	+	9,764	No star found	0	0	24	0	24
miRC26	TCCCCAAAACCCCTCATTCCAA	MDC017130.228	22	+	9,967	No star found	0	0	15	0	15
miRC27	TTGCCAAAGGAGATCTGCTCAG	MDC019485.283	22	-	7,997	No star found	6	0	0	6	12
miRC28	TGCATTTGCACCTGCACTTGT	MDC007946.169	21	-	672	No star found	0	0	9	3	11
miRC29	CAAAGCTTTTAATATCAGTCGA	MDC018873.313	22	-	10,447	No star found	0	0	5	6	10
miRC30	TCCCTCAAGGGCTTCCAATATT	MDC004268.215	22	+	9,006	No star found	0	0	0	10	10
miRC31	TCCATAATTTTTCCAGATCAA	MDC005072.383	21	+	9,885	No star found	0	0	8	0	8
miRC32	TGGTTTGGTTGGAAAACGGCT	MDC006935.286	21	-	27,531	No star found	0	7	0	0	7
miRC33	AATTAGGCTGGCATTAGACAA	MDC009589.310	21	+	3,312	No star found	6	0	0	0	6
miRC34	TGGTGATAGGATAGTTGGAAG	MDC010150.221	21	-	29,453	No star found	6	0	0	0	6
miRC35	TACTGTTATAATGGCATTCCC	MDC001086.52	21	+	12,332	No star found	5	0	0	0	5
miRC36	CTCAATTTGAACGCGTGGCTA	MDC015454.116	21	+	3,773	No star found	0	5	0	0	5
miRC37	TGGCCTTGGTGGAAGAGATCC	MDC000614.265	21	-	5,670	No star found	0	4	0	0	4
miRC38	TGGGCCTGGTCAGGAGGATCC	MDC018501.179	21	-	2,535	No star found	0	4	0	0	4
miRC39	TTAAATACAAGCAGGAGCTCT	MDC011810.169	21	+	42,284	No star found	0	3	0	0	3
miRC40	CACCTGGGACTTGCAGCCATG	MDC009540.166	21	+	1,015	No star found	3	0	0	0	3
miRC41	CATCCGAATTACCAATAACTG	MDC009746.72	21	+	18,725	No star found	0	0	3	0	3
miRC42	ATAGATGGAAGCTACCAACCC	MDC013676.252	21	+	6,707	No star found	0	0	0	3	3

^a^Detailed information is listed in Table S5 in Additional file 1. ^b^Only one matched locus is shown in this table. Others are included in Table S5 in Additional file 1. ^c^The star sequence may have multiple variants. Only the best star sequence is shown in this table. Len, length; Str, strand.

### Targets of known and apple-specific miRNAs

To identify gene targets for the known (both conserved and less-conserved) and apple-specific miRNAs reported here, we performed degradome sequencing to generate a total of 21 million short reads representing 5' ends of uncapped, poly-adenylated RNAs. 

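The degradome was 1 library from equal amounts of leaf, root, flower and fruit RNA, without a replicate. In this assay each tag begins at the 5' end of an uncapped, poly-adenylated RNA, and miRNA-guided cleavage leaves such an end opposite position 10 of the miRNA. The authors deposited each distinct tag with its raw count of reads. The data used here held 18375666 reads, or 18.4 M, of 1651418 tags that were 18 to 21 nucleotides long, while the paper's text gives 21 M. Transcript sequences were not used here, so the rank of a position on its transcript and the categories of the paper were not computed. Instead, a tag was assigned to a site when its first 10 nucleotides were identical to the 10 nucleotides of the target site downstream of the expected position of cleavage, as written in Table S7. This match does not name the transcript, because genes that share these 10 nucleotides share their reads, and other transcripts can contain them by chance. Of the 1048576 possible sequences of 10 nucleotides, 59.4% began at least 1 tag, and the median of those seen was 9 reads. Each count was therefore set against the counts at the positions 1 to 10 nucleotides upstream in the same site and against 1000 shuffled versions of the 10 nucleotides. Positions downstream were not examined, as the site sequence ends there.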

About 65% of the unique reads can be perfectly aligned to the apple transcriptome [52]. These reads were subsequently screened and analyzed with the software Cleaveland 2.0 [53,54]. A total of 118 targets that fell into 5 categories (0 to 4) were identified (Table 2; Table S6 in Additional file 1), with 62 targets for 14 of the 23 conserved, 38 for 5 of the 10 less-conserved, and 18 for 8 of the 42 apple-specific miRNAs or families (Table 2; Table S6 in Additional file 1).

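Over the 45 distinct perfect complements of the mature sequences in Table S2, 15134 degradome reads began at the position opposite nucleotide 10 of the miRNA. At the 10 upstream positions the median was 986.5 reads and the highest value 9111 reads. Of 1000 sets of shuffled sequences, 4 gave a sum as high. The sum rests mainly on miR828, with TTGAGCAAGA in 13116 reads (95% interval, 12893 to 13342). Counts were above every upstream position for 9 complements from 7 families, which included TGCTTCTCCA of miR164a with 979 reads, CACGGCTCAA of miR171c with 112 reads and TTAGGAAAGA of miR482b with 101 reads. For the last, 80 of 1000 shuffled sequences were as high, against 1 for miR164a and 8 for miR171c. No read was found for 7 complements. These counts cover perfect complements only, so sites with mismatches are not in them. Table S6 lists 116 lines for 115 genes, 29 of them in category 0, 45 in category 2, 28 in category 3 and 14 in category 4, and these categories are the paper's.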

**Table 2:** Example targets for apple miRNAs (or families)^a^

miRNA	Target	AS^b^	RN_reads^a ^(TPB)	Category^d^	Target gene annotation
**Conserved targets for conserved miRNAs**					
miR156	MDP0000146640	1	112.47	0	Squamosa promoter-binding-like protein
miR159	MDP0000147309	4.5	457.13	0	Transcription factor GAMYB
miR164	MDP0000121265	2.5	2,674.73	0	NAC domain-containing protein
miR165/166	MDP0000426630	3	212.24	0	Homeobox-leucine zipper protein
miR167	MDP0000137461	4	62.58	2	Auxin response factor
miR168	MDP0000161046	0	32.65	2	Argonaute protein
miR171	MDP0000151144	2.5	16.33	3	Scarecrow-like protein
miR172	MDP0000281079	3	212.24	0	Ethylene-responsive transcription factor RAP
miR319	MDP0000243495	3	16.33	2	Transcription factor TCP4
miR390	CN490861^e^				*MdTAS3*
miR393	MDP0000203334	2.5	2.72	3	Auxin signaling F-box protein
miR395	MDP0000121656	3.5	225.84	2	3'-Phosphoadenosine 5'-phosphosulfate synthase
miR396	MDP0000204597	4	32.65	0	Growth regulating factor (GRF)
tasiARFs	MDP0000179650	1	24.49	2	Auxin response factor
**Other non-conserved targets for conserved miRNAs**					
miR319	MDP0000296691	4.5	2.72	4	GDP-mannose 3,5-epimerase
miR396	MDP0000454027	4	5.44	4	IAA-amino acid hydrolase ILR1-like 6
miR399	MDP0000253476	4	21.77	3	Unknown
**Targets for other known miRNAs**					
miR2111	MDP0000416146	4	17.69	2	Unknown
miR3627	MDP0000941000	4	27.21	2	Amino acid transporter
miR535	MDP0000185769	4	27.21	3	Cysteine protease
miR828	MDP0000124555	1	69,205.65	0	MYB transcription factor
miR828	CN490819 (*MdTAS4*)	2.5	2,065.23	0	Non-coding mRNA
miR858	MDP0000140609	3	1,379.54	0	MYB transcription factor
miR858	MDP0000161125	4.5	351.01	0	Mate efflux family protein
miR858	MDP0000726382	4.5	2.72	3	Lipase family protein
**Targets for apple-specific miRNAs**					
miRC3	MDP0000485327	2	326.52	0	Unknown protein
miRC5	MDP0000863013	5	16.33	3	ARO4 (ARMADILLO REPEAT ONLY 4)
miRC6	MDP0000410000	5	16.33	2	Uncharacterized protein
miRC10	MDP0000294365	4	185.03	0	Protein kinase
miRC16	MDP0000737474	5	38.09	2	Uncharacterized protein
miRC25	MDP0000306273	4.5	10.88	2	Cytochrome P450 86B1
miRC29	MDP0000279462	4.5	13.60	2	Oligopeptide transporter 2
miRC42	MDP0000286564	5	27.21	2	Mitogen-activated protein kinase kinase 2

^a^A detailed list is included in Table S6 in Additional file 1. ^b^The alignment score (AS) threshold was set to 4.5 and 5 for known and apple-specific miRNAs, respectively. ^c^RN_reads, repeat normalized reads; TPB, transcripts per billion. ^d^Category 0: > 1 raw read at the position, abundance at position is equal to the maximum on the transcript, and there is only one maximum on the transcript. Category 1: > 1 raw read at the position, abundance at position is equal to the maximum on the transcript, and there is more than one maximum position on the transcript. Category 2: > 1 raw read at the position, abundance at position is less than the maximum but higher than the median for the transcript. Category 3: > 1 raw read at the position, abundance at position is equal to or less than the median for the transcript. Category 4: only 1 raw read at the position. ^e^Cleavage was predicted based on the distribution of tasiRNAs.

Among these targets for the conserved miRNA families, 13 fell into in category 0, which represented the most abundant degradome tags corresponding to the cleavage site and matching cognate transcripts, and 25 of them into category 2, whose cleavage abundance was higher than the median but below the maximum. The number of identified gene targets varied for different miRNAs, ranging from one to nine (Table 2; Table S6 in Additional file 1), but those miRNAs that targeted members of a gene family usually had more targets. For example, miR156 could target nine members of the squamosa promoter-binding-like protein family, and miR167 targeted six members of the auxin response factor (ARF) family (Table 2; Table S6 in Additional file 1). 

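TCTTCTGTCA, the 10 nucleotides downstream of the cleavage position in a perfect complement of miR156a, began 124 degradome reads. This exceeded all but 17 of 1000 shuffled sequences, yet 132 reads began at an upstream position. For miR167, CAGATGATCT had 45 reads and GGCAGCTTCA had 41 reads, each above every upstream position. Of 1000 shuffled sequences 67 were as high as the former, so that it lay below their 95th percentile, and 36 were as high as the latter. These counts do not name genes, since any transcript with the same 10 nucleotides shares the reads. Which of the 9 genes that Table S6 lists for miR156, or of the 6 for miR167, carry them was not examined.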

Although most of the genes (54 of 62) identified were the conserved targets for these miRNAs across a wide range of plant species, a few of them (8 of 62) had not been reported in other species. For example, miR319, which is known to target *TCP4 *in other species, was found to target two genes coding for GDP-mannose 3,5-epimerase. Similarly, miR396, which exclusively targeted several members of the growth regulating factor (*GRF*) gene family in plants also targeted five IAA-amino acid hydrolase genes, three replicate factor C subunit 1 genes and one TIR-NB-LRR resistance gene. It was noted that a few identified apple-specific gene targets fell into category 4, which represents a low confidence group and might need to be further validated experimentally. Of the 38 targets identified for five less-conserved miRNAs or families, a single target was found for miR2111, miR3627, and miR535 (Table 2; Table S6 in Additional file 1). 

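At the miR828 sites of Table S7, the sequence TTGAGCAAAA, shared by 5 sites, began 490 degradome reads (95% interval, 448 to 535), beside the more abundant TTGAGCAAGA, which 9 sites share. The tag TTGAGCAAGAGAATGAACCA alone carried 88.5% of the TTGAGCAAGA reads. Among the miR858 sites, AGACAATGAA, shared by 18 sites, began 1472 reads, and only 3 of 1000 shuffled sequences were as high. Of these reads 84.4% were the tag AGACAATGAAATAAAGAACTA. The miR858 sequence TGACAACGAG of 1 site had 145 reads, of which 70 were the tag TGACAACGAGGATTTCCTGA and 41 the tag TGACAACGAGATCAAGAACTA. AGACAATGAG of 17 sites had 65 reads, and 135 of 1000 shuffled sequences were as high. Because sites share these sequences, the counts do not say which of the MYB genes was cleaved.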

The remaining 35 targets identified were shared by miR828 and miR858, with the former targeting four *MYB *genes and *MdTAS4 *and the latter targeting up to 30 genes, including 24 coding for MYB factors, 2 coding for mate efflux proteins and 3 coding for lipases (Table 2; Table S6 in Additional file 1). miR828 and miR858 have been shown to target *MYB*s in other species but their target number was very limited [36,55]. Finding an unusually large number of *MYB *targets for miR828 and miR858 suggests that they gained more diverse and broad regulatory roles in apple.

Gene targets were also identified for eight apple-specific miRNAs. Of the 18 gene targets identified, two belonged to category 0 and seven to category 2, while the remaining were classified into category 3 or 4 (Table 2; Table S6 in Additional file 1). Most of the apple-specific miRNAs, unlike their conserved counterparts, had relatively fewer gene targets with a higher alignment score. The apple-specific miRNAs, like conserved ones, targeted genes with diverse functions. For example, miRC5 targeted a gene coding for ARO4 protein while miRC42 targeted a gene encoding mitogen-activated protein kinase 2. miRC25 and miRC29 each targeted two members of gene families that code for cytochrome P450 and oligopeptide transporter 2, respectively. Further, miRC10 targeted up to six members of the translation initiation factor 2 subunit beta gene family and one protein kinase gene. Hence, these apple-specific miRNAs may be involved in regulation of an array of metabolic and biological processes and signaling pathways.

### Three miRNAs target an unexpectedly large number of *MYB *genes in apple

The *MYB *gene family represents one of the largest families in plants, and some of its members are regulated by miRNAs [56]. In *Arabidopsis*, miR159, miR828 and miR858 were either predicted or confirmed to target at least 13 *MYB *genes [56,57]. 

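Table S7 lists 95 sites in 81 MYB genes and marks 29 of the sites as found in the degradome. The first 10 nucleotides could be searched for 92 sites, since the others contain a gap or an ambiguous base. At least 1 read began at 84 of them. A read alone says little at this depth, so the controls matter more. Counts were above every upstream position at 49 sites and above the 95th percentile of shuffled sequences at 35 sites. These sites share sequences, and of 28 distinct sequences 9 passed the first comparison at 1 or more of their sites and 6 the second. Of the 6, TGACAACGAG and AGACAATGAT passed only with several tags added up. At TGACAACGAG, with 145 reads against a percentile of 59.1, the main tags had 70 and 41 reads. At AGACAATGAT, with 105 reads against 100, they had 37 and 35. Without transcripts it is not known whether these tags come from the MYB sites. Among the marked sites 23 were above every upstream position, and among the 63 searched sites without a mark 26 were. By miRNA, this held for 15 of 18 miR828 sites, 31 of 65 miR858 sites and 3 of 9 miR159 sites. The miR159 site of MDP0000147309, with TCACTCCAAT, had 92 reads (95% interval, 74.2 to 113).

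**Figure D2:**
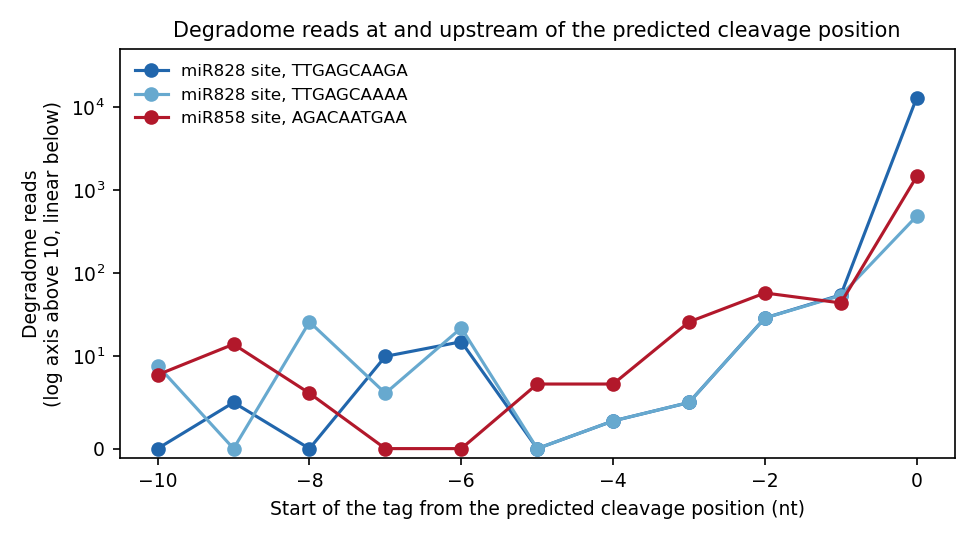
Degradome reads that begin at the expected cleavage position (0) and at each position up to 10 nucleotides upstream, for the 10-nucleotide sequences TTGAGCAAGA and TTGAGCAAAA (miR828) and AGACAATGAA (miR858). The upstream sequence is that of the first site listed for each, and the axis is logarithmic above 10 reads and linear below. Position 0 has 13116, 490 and 1472 reads, while the highest upstream value drawn is 55, 54 and 58 reads. At other sites with these sequences the highest upstream value reached 387, 666 and 83 reads, and the 666 reads, at the miR828 site of MDP0000261265, exceed the 490 at its position 0.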

Our degradome analysis confirmed they collectively targeted 29 *MYB*s (Table 2; Table S6 in Additional file 1, and Figure S2a, b in Additional file 2), which raised a question of how many genes these miRNAs actually targeted because the degradome analysis in this study identified less than 40% of the targets for the conserved miRNAs and an even lower percentage for the less-conserved and apple-specific miRNAs. To address the possibility that some *MYB *gene targets were missed during degradome analysis, possibly due to inactive or low levels of target gene expression in the plant tissues analyzed, we performed target prediction analysis in over 400 putative apple *MYB*s and identified an additional 8, 15 and 42 *MYB *genes with a cleavage-favorable alignment score (≤5) for miR159, miR828 and miR858, respectively. Thus, a total of nine *MYB*s for miR159, 19 for miR828 and 66 for miR858 were found, bringing the total number of *MYB*s potentially regulated by these miRNAs to 81 (Figure 3a; Table S7 in Additional file 1). 

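Scores of the sites in Table S7 were computed again from the listed sequences, with 0.5 for a G-U pair, 1 for a mismatch and doubled penalties at positions 2 to 13 of the miRNA. They equalled the listed score at 90 of the 95 sites, and 94 sites scored 5 or less. Without the doubling all 95 did. The listed scores run from 1 to 5 for miR828, from 3 to 5 for miR858 and from 3.5 to 5 for miR159. From the sites with degradome tags and the further sites with a favorable score, the paper concludes that 81 MYB genes are potentially regulated by these miRNAs.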

We also found that miR858 shared 11 targets with miR828 and two with miR159 (Figure 3a; Table S7 in Additional file 1), but no common target was identified for miR828 and miR159.

MYB proteins are divided into four classes, 1R, 2R (R2R3), 3R (R1R2R3) and 4R, depending on the number of adjacent repeats homologous to R1, R2 and R3 in the animal c-Myb [56], but most MYBs in plants belong to the R2R3 class [58,59], many of which share a very similar genomic organization and protein structure with a conserved region at the 5' end and a divergent one at the 3' end (Figure 3b). Out of the 81 *MYB *genes that we confirmed or predicted as miRNA targets, 67 belonged to the R2R3 class. The miR159 target site was found to locate in the sequence-divergent region, while the miR858 and miR828 target sites both mapped to a 55-nucleotide region in the conserved coding region upstream of the divergent region, and the two sites were separated by a 12-nucleotide fragment with the position of the miR858 target site at the 5' end and that of miR828 at the 3' end (Figure 3b). 

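From the positions listed in Table S7, 11 MYB genes carry both a miR858 and a miR828 site, and in all 11 the sites are 12 nucleotides apart. Both sites and the spacer cover 55 nucleotides, except in MDP0000250597, where they cover 54. In MDP0000124555 the miR858 site lies at positions 334 to 354 of the coding sequence and the miR828 site at 367 to 388. Its miR828 sequence is TTGAGCAAGA, the one with the most degradome reads. Its miR858 sequence AGATAATGAA began 51 reads, fewer than the 205 reads at an upstream position.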

The dual cleavage by miR858 and miR828 was confirmed in one of the targeted *MYB*s (MDP0000124555) by RNA ligation-mediated 5' rapid amplification of cDNA ends (RLM-5'-RACE) analysis (Figure 3b). Strikingly, this 55-nucleotide fragment encompassing the miR858 and miR828 targeted sequences and 12-nucleotide spacer was found to be highly conserved across a wide range of dicots and monocots (Figure 3b). The finding that miR828 and miR858 co-targeted a group of *MYB *genes prompted us to examine whether they were co-expressed or differentially regulated among apple tissues. Figures 1b and 3c show that miR828 and miR858 exhibit a distinct expression pattern that was generally corroborated by both RNA gel blots and RNA sequencing. miR828 was specifically expressed in flower while miR858 accumulated in all tissues tested, but was found to be most abundant in mature fruit (Figure 3c), suggesting that miR828 and miR858 differentially regulated their co-targeted *MYB*s in different tissues.

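miR858 had 1345 RPM in fruit (95% interval, 1318 to 1372), 186 RPM in root, 127 RPM in flower and 89.9 RPM in leaf. Fruit had 10.6 times as much as flower on the SOLiD (9.65 to 11.6), and root 2.06 times as much as leaf on the HiSeq 2000 (1.95 to 2.19). Across platforms fruit had 7.25 times as much as root (6.95 to 7.55) and 15.0 times as much as leaf (14.2 to 15.8). Within the SOLiD pair miR828 was thus higher in flower and miR858 higher in fruit. From these distributions and the RNA gel blots, the paper proposes that the miRNAs regulate their shared MYB targets differently among tissues.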

### Potential functions of the miRNA-targeted *MYB*s in apple

In *Arabidopsis*, the R2R3 *MYB *gene family comprises 25 subgroups and includes many members that have been functionally characterized and conserved between divergent species [56-58]. These previous characterizations could be instrumental for deciphering the function of apple *MYB*s and the possible regulatory roles of these *MYB*-targeting miRNAs in apple. We performed phylogenetic analysis for those 81 miRNA-targeted apple *MYB*s with *Arabidopsis *R2R3 *MYB*s to investigate their potential functions (Figure 3d). Six of the nine miR159-targeted *MYB*s were placed into *MYB *subgroup 18 involved in anther and pollen development, while the remaining three were close to subgroup 25, which is associated with embryogenesis in *Arabidopsis *(Figure 3d). Hence, miR159 may regulate male organ and embryo development and growth in apple. The 19 miR828-targeted *MYB*s were related to three subgroups: S6, S7 and S15 (Figure 3d). Subgroups S6 and S7 were shown to directly or indirectly control anthocyanin biosynthesis in plant tissues, while S15 *MYB*s are involved in regulating trichome initiation and root hair patterning. Notably, most of the miR828-targeted *MYB*s are linked with primary and secondary metabolism related to anthocyanin production and color development. The 66 *MYB*s targeted by miR858 represent at least 14 subgroups shown to regulate diverse biological processes and metabolism pathways relevant to cell wall formation, lignification, anthocyanin biosynthesis, cell fate and identity, plant development and response to biotic and abiotic stresses in *Arabidopsis*. Nine of the ten *MYB*s co-targeted by miR828 and miR858 cluster together within subgroup 5, which is involved in the regulation of proanthocyanidin biosynthesis (Figure 3d). Thus, the roles of miR858-mediated regulation of *MYB*s in apple are predicted to be much broader than those for either miR828 or miR159. Of the 81 *MYB*s analyzed, the 29 *MYB*s confirmed as targets by degradome analysis fell into at least seven subgroups (S6, S5, S9, S14, S15, S18 and S20), with the majority of the confirmed *MYB*s clustered with the S5 and S6 groups, which are primarily involved in anthocyanin biosynthesis (Figure 3d).

### The co-targeting sequence of miR828 and miR858 is located in the region encoding the conserved R3 repeat domain of MYB proteins

That miR828 and miR858 targeted substantially different numbers of *MYB *genes despite the adjacent location of their target sites prompted us to examine conservation profiles of their target sequences at both the amino acid and nucleotide levels (Figure 4). We found that the18 amino acid polypeptide encoded by the 55-nucleotide sequence that bears both miR828 and miR858 target sites was located in the conserved R3 DNA binding domain of MYB factors (Figure 4a). Homology searching against the whole apple proteome using the18 amino acid polypeptide obtained a total of 251 apple MYB factors containing this signature sequence, with 209 belonging to the R2R3 group and 4 and 38 belonging to the R1R2R3 and R3 groups, respectively (Figure 4a). The R3 domain consists of three α-helices (Figure 4a, c), and the third helix (H3) in each MYB repeat domain makes direct contact with its DNA target with the assistance of the first and second helices (H1 and H2) in basic helix-loop-helix (bHLH) motif folding (Figure 4a, c) [60,61]. Among the three helices in the R3 domain, the H3 helix that encompasses ten amino acid residues was most conserved among all MYB factors analyzed (Figures 4c; Figure S3a in Additional file 2). Of the 18 amino acid residues, the first seven (1 to 7) encoded by the 21-nucleotide miR858 target site were located in the highly conserved region covering three amino acid residues upstream and four amino acid residues at the 5' end of H3 while most of the last seven (12 to 18) encoded by the miR828 target site were located in the much less conserved region downstream of H3 (Figure 4c, d). Similar homology searching in *Arabidopsis *found that 129 MYBs, including 124 R2R3 and 5 R1R2R3 MYBs, bear a similar signature sequence in the R3 domain (Figure S3b in Additional file 2). Correspondingly, the miR858 target site was found to be more conserved than the miR828 target site at the nucleotide level in both apple and *Arabidopsis *(Figure 4e; Figure S3b in Additional file 2). This difference was particularly pronounced in a region (positions 10 to 20 in the miR858 target site, and 44 to 54 in the miR828 target site) that specifically pairs with the miRNA seed region (positions 2 to 12) (Figure 4e; Figure S3b in Additional file 2). Since pairing between the miRNA seed region and corresponding target site is critical for miRNA cleavage [62], the level of sequence conservation in this region could impact miR828- and miR858-targeted *MYB *populations.

**Figure 4:**
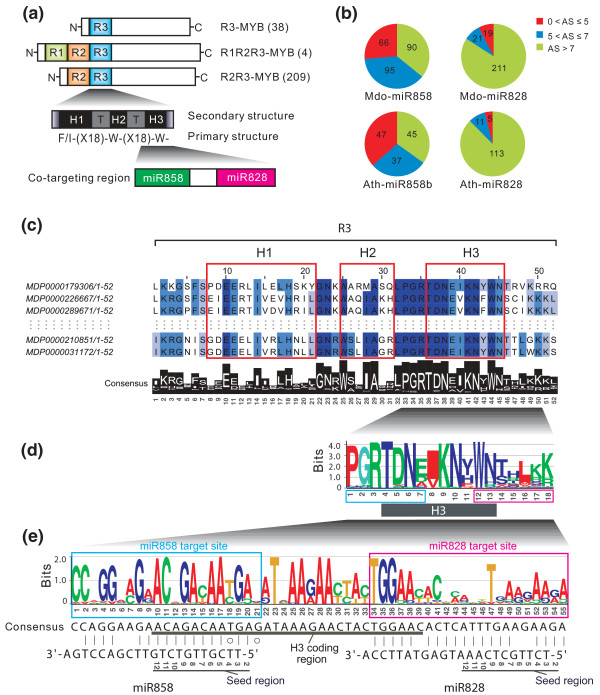
**The co-targeting sequence of miR858 and miR828 is located in the region encoding the R3 repeat domain of MYB proteins**. **(a) **Schematic diagram of MYB proteins, and the location of the co-targeting region of miR828 and miR858. The MYBs containing a single or multiple R domains (R1, R2 and R3) are indicated. H, helix; T, turn; W, tryptophan; X, amino acid. **(b) **Distribution of alignment score (AS) between miRNAs (miR828 and miR858) and their target sites among 251 apple (upper pie charts) and 129 *Arabidopsis MYB *genes (lower pie charts). AS categories: ≤5, cleavage-favorable; 5 < AS ≤ 7, less cleavage-favorable; > 7, cleavage-unfavorable. **(c) **Conservation of the H3 helix and its flanking sequences among 251 apple MYB proteins. The conservation of amino acid residues in each position is denoted with various colors: dark color indicates a high level; light color indicates a low level of conservation. **(d) **Conservation of 18 amino acid residues encoded by the miR828 and miR858 co-targeting region. The bit value representing the conservation in each position is indicated. **(e) **Conservation of the 55-nucleotide co-targeting region in 251 apple *MYB *genes. The pairing between the consensus sequence and each miRNA is illustrated. miRNA target sites, the H3 coding region and the miRNA seed region are also marked.

Based on alignment scores ≤5, 66 and 19 apple *MYB*s were identified to be targeted by miR858 and miR828, respectively (Figure 3a). Given that many target sites with high alignment scores > 5 have been proven to be cleavable [63,64], the actual number of MYB targets is likely to be larger than what we reported in Figure 3a. Therefore, we further analyzed the alignment score distribution profiles for these two miRNAs among all the 251 apple *MYB*s, and found 95 of the 251 *MYB*s with a less cleavage-favorable alignment score (> 5 and ≤7) and 90 with a cleavage-unfavorable alignment score (> 7) with miR858 (Figure 4b, top). In contrast, 211 of the 251 *MYB*s showed a cleavage-unfavorable alignment score (> 7) with miR828 while only a very small portion of them had a cleavage-favorable or less cleavage-favorable alignment score (≤7) (Figure 4b, top). A similar pattern was observed among 129 *Arabidopsis MYB*s (Figure 4b, bottom). These results imply that the targeting capacity of miR858 and miR828 in apple and *Arabidopsis *might be even broader than those reported in Figure 3a, especially for miR858.

### tasiRNA biogenesis pathways with unique features evolved in apple

To date, only four *TAS *families (*AtTAS1-4*) and three miRNAs (miR173, miR828, and miR390) that target *TAS *transcripts and trigger tasiRNA production have been reported and well characterized in *Arabidopsis *[5,18-20,30]. Both miR390 and miR828 were identified in apple (Figure 1a, b), and showed highest expression specifically in flower as detected by RNA blot and RNA sequencing methods (Figures 1a, b and 3C). 

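miR390 had 1521 reads in flower, or 377 RPM (95% interval, 358 to 397), 339 reads in root, 178 in leaf and 24 in fruit. Flower had 110 times as much as fruit on the same platform (95% interval, 73.8 to 173). Across platforms it had 17.9 times as much as root (15.9 to 20.2) and 40.6 times as much as leaf (34.7 to 47.7). Between the HiSeq libraries root had 2.27 times as much as leaf (1.88 to 2.73).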

A *TAS4 *homolog, *MdTAS4*, was found in apple (Figure 5e), and degradome analysis showed that miR828 cleaved *MdTAS4 *(Figure S4E in Additional file 2). Sequencing data showed that abundant 21-nucleotide sRNAs were produced along the 3' cleaved *MdTAS4 *transcript, and most of those sRNAs belonged to the first (miR828 target site) and second register while some of them fell into the 12th register (Figure S4E in Additional file 2). Analysis of siRNA abundance in four libraries showed that *MdTAS4-*derived tasiRNAs primarily accumulated in flower tissues (Figure S4E in Additional file 2), which is in agreement with the flower-biased expression of miR828 in apple (Figure 3c). 

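The siR81(-) sequence drawn in Figure 5e, TGAAGGTTCGTGGTTGAGGTT, had 94 reads in flower, or 23.3 RPM (95% interval, 18.8 to 28.5), 39 reads in fruit, or 5.56 RPM (3.95 to 7.60), 33 reads in leaf, or 1.72 RPM (1.19 to 2.42), and none in root. The MdTAS4 sequence was not used here, so reads from the other registers were not counted for it.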

In *Arabidopsis*, siR81(-), one of the *AtTAS4*-derived siRNAs, was shown to target *AtMYB75*, *AtMYB90 *and *AtMYB113*, which are associated with anthocyanin biosynthesis [30,65]. 

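In the pairing of siR81(-) with MDP0000225680 drawn in Figure 5e, the target continues with GAACCTTTA after the cleavage mark. No degradome read began with these 9 nucleotides, so up to 3 reads are compatible with the count. With the end placed 1 nucleotide upstream, AGAACCTTTA had 4 reads, equal to the median of 1000 shuffled sequences. The drawing has a gap in the target opposite position 10 of siR81(-), so the expected end is not fixed to one of these starts. It was read by eye, and the transcript itself was not used here.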

Our analysis also predicted that apple *TAS4*-siR81(-) potentially targeted at least three *MYB *homologs (data not shown), and degradome data confirmed that apple *TAS4*-siR81(-) targeted an additional gene (MDP0000225680) coding for a bHLH transcription factor (Figure 5e), which is also involved in the regulation of anthocyanin biosynthesis in apple [66]. Thus, apple *TAS4*-siR81(-) is likely to target both *MYB *and *bHLH *genes.

**Figure 5:**
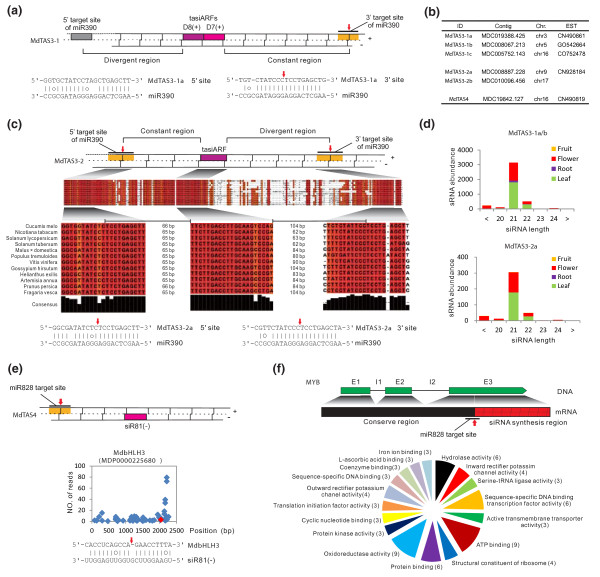
**Apple miRNA-*TAS *pathways and *MYB*-derived tasiRNA-cascaded regulatory network**. **(a) **Schematic diagram for siRNA biogenesis along *MdTAS3-1 *family transcripts. Two conserved tasiARFs are flanked by a length-constant region at the 3' end and a divergent region at the 5' end. The parings between miR390 and its target sites are illustrated below. **(b) **List of apple *TAS *genes. **(c) **Schematic diagram of the siRNA biogenesis of *MdTAS3-2 *family transcripts and their conservation among plant species, including *Cucumis melo *(AM737743), *Nicotiana tabacum *(AM791738), *Solanum lycopersicum *(BE459870), *Solanum tuberosum *(BQ514736), *Malus × domestica *(CN928184), *Populus tremuloides *(DN500355), *Vitis vinifera *(DT023634), *Gossypium hirsutum *(DW502659), *Helianthus exilis *(EE660948), *Artemisia annua *(GW328601), *Prunus persica *(scaffold_3:16167014..16167205), and *Fragaria vesca *(scf0512980:217347..217557). The pairings between miR390 and its target sites are illustrated below. **(d) **Expression profiles for tasiRNAs in *MdTAS3-1a/b *and *MdTAS3-2a*. **(e) **Schematic diagram of the siRNA biogenesis of *MdTAS4 *and confirmation of a new gene target for *TAS4*-derived siR81(-) in apple. The miR828 cleavage of *MdTAS4 *transcripts and generation of the conserved *MdTAS4*-siR81(-) are marked on the transcript. The confirmed cleavage of the transcript of a gene coding for a bHLH3 factor by degradome is presented as a T-plot, and sequence pairing with cleavage site marked is shown below. **(f) **Location of the siRNA-biogenesis region among the ten miR828-targeted *MYB*s, and potential gene targeted by *MYB*-derived siRNAs. The number of genes or gene families targeted by siRNAs is indicated inside parentheses.

The apple genome was rich in *TAS3 *homologs, and at least two *TAS3 *gene families, termed *MdTAS3-1 *and *MdTAS3-2*, were identified. *MdTAS3-1 *has at least three homologs (Figure 5b). *MdTAS3-1a *and *MdTAS3-1b *share about 98% sequence identity, but each share only 80% sequence identity with *MdTAS3-1c*. Our deep sequence data show that both *MdTAS3-1a/b *and *MdTAS3-1c *have two miR390 cleavage sites flanking phased-tasiRNA generation regions (Figure 5a). The 5' target site bears a conserved mismatch in the tenth position, as its counterpart does in *Arabidopsis*, and should be non-cleavable, while the siRNA distribution data suggest that the 3' site could be cleavable and likely sets the phasing for the production of 21-nucleotide tasiRNAs (Figure S4a, b in Additional file 2). The two conserved tasiARFs are flanked by a constant tasiRNA-generation region at the 3' end and a divergent region at the 5' end (Figure 5a). These features are consistent with canonical features characterized for *AtTAS3 *in *Arabidopsis *[20]. Interestingly, tasiRNAs from each member displayed leaf- and flower-biased accumulation despite the nearly exclusive expression of miR390 in flower (Figures 1a, 3c and 5d; Figure S4f in Additional file 2).

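tasiARFs were counted as 21-nucleotide tags that begin with TTCTTGACCTTG, the start of the tasiARF in Figure 5c. They had 5597 reads in leaf, or 292 RPM (95% interval, 284 to 299.8), 369 reads in flower, or 91.5 RPM (82.4 to 101), 276 reads in root, or 17.1 RPM (15.2 to 19.3), and 48 reads in fruit, or 6.84 RPM (5.05 to 9.07). The tag TTCTTGACCTTGTAAGACCTT alone had 268 RPM in leaf and 68.2 RPM in flower. Leaf had 17.0 times as much as root within the HiSeq 2000 (95% interval, 15.1 to 19.3), and flower 13.4 times as much as fruit within the SOLiD (9.88 to 18.5). Across platforms leaf had 3.19 times as much as flower (2.87 to 3.56). miR390 itself had 9.29 RPM in leaf, 21.0 RPM in root and 3.42 RPM in fruit. The choice that moved the tasiARF counts most was the denominator, with 234 RPM in leaf when all reads of the library were used. These counts do not separate the TAS3 genes, which share the start of the tasiARF.

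**Figure D3:**
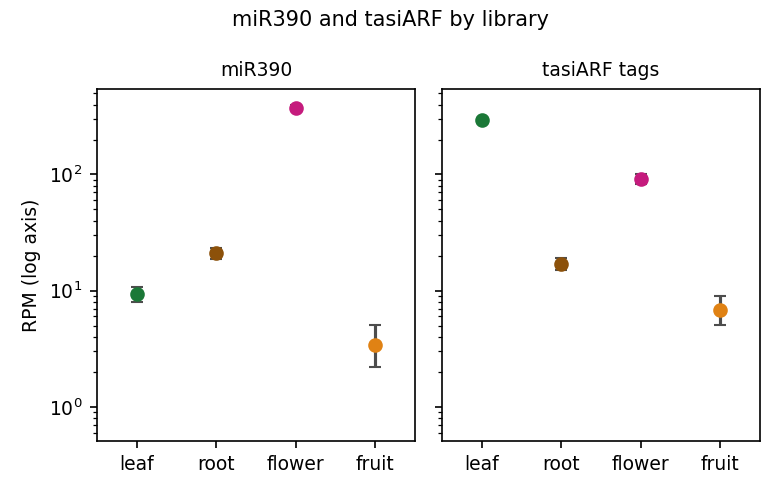
RPM of miR390 and of tags that start as tasiARF in the leaf, root, flower and fruit libraries, on a logarithmic axis. Bars on the points are exact 95% Poisson intervals. The tasiARF tags are highest in leaf, at 292 RPM, where miR390 has 9.29 RPM, and miR390 is highest in flower.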

The *MdTAS3-2 *family exhibited similar and distinct features relative to the *MdTAS3-1 *family. The two *MdTAS3-2 *homologs, *MdTAS3-2a *and *MdTAS3-2b*, are relatively short compared to the *MdTAS3-1 *family and share about 85% sequence identity (Figure 5b). Like the *MdTAS3-1 *family, both *MdTAS3-2a *and *MdTAS3-2b *transcripts have two miR390 cleavage sites flanking an approximate 190-nucleotide region for 21-nucleotide phased siRNA production (Figure S4c, d in Additional file 2). In contrast to *MdTAS3-1*, *MdTAS3-2 *family transcripts encode only one tasiARF, and there was no mismatch in the tenth position of the 5' miR390 target site (Figure 5c). Moreover, these short *TAS3 *genes are absent in *Arabidopsis *but conserved in many dicots sharing the presence of the dual miR390 target sites and production of a single tasiARF (Figure 5c). Unlike *MdTAS3-1*, the regions flanking the *MdTAS3-2 *tasiARF are orientationally reversed, with a constant region at the 5' end and a divergent region at the 3' end (Figure 5c). Based on the siRNA distribution pattern, the 3' site of miR390 is predicted to set the phase for siRNA generation (Figure S4c, d in Additional file 2). Similar to *MdTAS3-1*, *MdTAS3-2*-derived tasiRNAs also preferentially accumulated in both leaf and flower tissues but with much less abundance (Figure 5d; Figure S4f in Additional file 2).

Earlier studies showed that *Arabidopsis TAS3*-derived tasiARFs directly target several *ARF *genes [67], which were proposed to act as suppressors in the auxin signaling pathway [68]. 

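A transcript cleaved opposite position 10 of the tasiARF would begin with AGGTCAAGAA. In the degradome 146 reads (95% interval, 123 to 172) of 19 tags began with it, and 27 of 1000 shuffled sequences were as high. The reads were not assigned to single ARF transcripts.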

Our degradome data show that they guide the cleavage of at least three apple *ARF *transcripts (Figure S2c in Additional file 2). Homologous sequence alignment revealed that the cleaved apple *ARFs *are closely related to *AtARF2*, *AtARF3 *and *AtARF4*.

### miR828-activated, *MYB *transcript-derived siRNAs and their gene targets

The possibility that miR828-cleaved *TAS4 *RNA fragments could be channeled into tasiRNA biogenesis [30,65] led us to examine whether all miR828-cleaved *MYB *transcripts are also subjected to tasiRNA biogenesis. With direct searching against small sequencing libraries, we were able to map a large number of sRNA reads to the coding regions of ten miR828-targeted *MYB*s. These *MYB*s share similar genomic organization with the location of the miR828 target site in the third exon just before the divergent region where siRNA biogenesis occurred (Figure 5f). 

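Reads were looked for that begin exactly where miR828 cleaves, at the sequences of the Table S7 sites. The tag TTGAGCAAGAGAATGAACCAG had 1969 reads in root, or 122 RPM (95% interval, 117 to 128), 96 reads in leaf, 5 in flower and 120 in fruit. Over all lengths, 5032 root reads began with its first 15 nucleotides, of which 99.2% were 21 or 22 nucleotides long and 59.8% were 22 nucleotides long. The tag TTGAGCAAAAGAATGAGCCAA had 739 reads in root, or 45.9 RPM, 43 in leaf, 2 in fruit and none in flower. Table S7 marks 10 miR828 sites for siRNA production. The coding sequences were not used here, so reads further along the genes were not counted by position.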

Further analysis showed that the generated siRNAs were in phase with the miR828 cleavage site, and the siRNA generation pattern varied among the ten *MYB*s (Figure S5 in Additional file 2). 

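Table S8 gives target positions for siRNAs whose targets include miR828-targeted MYB genes, so that their register can be computed from the miR828 sites in Table S7. Among 8 pairs of siRNA and gene, 2 were exactly in the 21-nucleotide register of the miR828 cleavage position, SR14 and SR25 in MDP0000124555. Another 4 were off by 1 nucleotide and 2 were off by -5 nucleotides. The pairs come from only 5 siRNAs and are not independent. SR81, in different genes, gave the pairs off by -5 and some of those off by 1. By chance 4.76% of positions would be in register, but Table S8 lists siRNAs that the paper calls phased, so the pairs are not a random set. SR19 starts with TTGAGCAAGA, and SR21 and SR124 start with TTGAACAAGA. These are the 10 nucleotides that follow the miR828 cleavage position at sites of Table S7. SR19, SR21 and SR124 are not among the pairs. In the libraries SR14 had 119 reads, 75 of them in fruit, and SR25 had 52 reads, 44 of them in fruit. SR30 had 99 reads, 65 of them in leaf. SR81 and SR133 had 5 reads and 1 read.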

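A tag that starts with the miR828 site sequence TTGAGCAAGA, TTGAGCAAGAATACACAACTA, was highest in flower, as miR828 was, with 906 reads there, or 225 RPM (95% interval, 210.2 to 239.7). It had 145 reads in fruit, none in root and 114 in leaf, or 5.95 RPM (4.91 to 7.15), although leaf had no read of miR828. The tag TTGAGCAAGAGAATGAACCAG, which starts with the same 10 nucleotides, was instead highest in root. The miR828 family had only 0.124 RPM there (0.0150 to 0.449). Allowing 2 mismatches and a shift of 2 nucleotides raised the miR828 reads from 2 to 5 in root and left leaf without a read. Neither tag was assigned to a single gene.

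**Figure D4:**
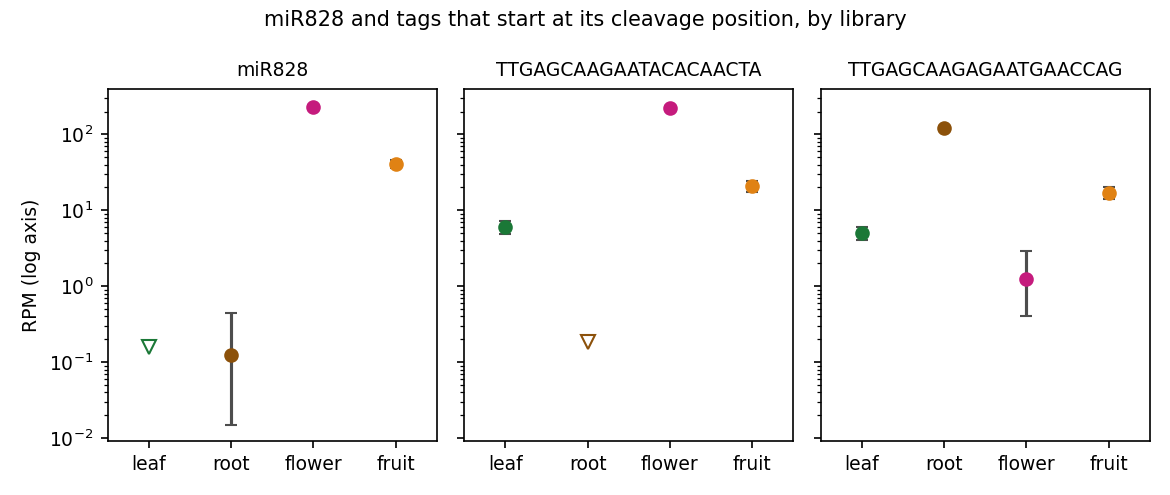
RPM of miR828 and of the tags TTGAGCAAGAATACACAACTA and TTGAGCAAGAGAATGAACCAG in each library, on a logarithmic axis, with exact 95% Poisson intervals. Open triangles mark the upper limit that a count of 0 allows. miR828 and TTGAGCAAGAATACACAACTA are highest in flower, at 229 and 225 RPM, while TTGAGCAAGAGAATGAACCAG is highest in root, at 122 RPM.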

Interestingly, despite the apparent flower-biased expression of miR828 (Figure 3c), distinct patterns of accumulation of phased siRNAs were observed among the ten miR828-targeted *MYB*s (Figure S5 in Additional file 2). We found that a total of more than 100 phased, sequence-distinct 21-nucleotide siRNA species were produced from the cleaved 3' transcripts of these *MYB*s (Figure 5f). 

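Table S8 lists the 40 siRNAs for which targets were found, and these were counted in the libraries. All 40 had at least 1 read, 16 had 10 or more, 24 had fewer and 7 had a single read over the 4 libraries. The median was 7.5 reads, and 16 siRNAs were seen in 1 library only. Together they had 40.2 RPM in flower (95% interval, 34.2 to 46.8), 34.6 RPM in fruit (30.4 to 39.3), 14.0 RPM in root (12.3 to 16.0) and 9.45 RPM in leaf (8.12 to 10.9). The intervals of flower and fruit overlap, and SR149 alone gave 15.1 RPM of the flower value but 2.57 RPM of the fruit value, so that without it flower lies below fruit. The highest RPM was in flower for 12 siRNAs, in fruit for 12, in root for 9 and in leaf for 7. Adding tags with 1 nucleotide more or less at the 3' end gave 42.1 RPM in flower. The 5 most abundant were SR149 with 17.7 RPM, SR14 with 13.9 RPM, SR19 with 10.6 RPM, SR21 with 8.67 RPM and SR29 with 7.35 RPM. SR25 had 7.14 RPM and SR30 7.10 RPM. SR51 had 2.04 RPM, SR54 2.00 RPM, SR74 1.77 RPM and SR86 and SR91 1.56 RPM each.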

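Of the 77 target genes in Table S8, 33 are targets of a siRNA with at least 10 reads in the libraries, and 44 are targets only of siRNAs with fewer. The table has 85 lines of siRNA and target, of which the paper gives fewer than 5 raw degradome reads for 40 and category 0 or 1 for 2. Alignment score 0 is listed for 6 genes. The expected first nucleotides of the cleavage products were counted for 5 siRNAs whose listed targets include miR828-targeted MYB genes. SR30 had 185 degradome reads at CAAAAAAGAA, but 421 of 1000 shuffled sequences were as high. SR14, SR25 and SR133 had 18, 34 and 33 reads, with 176, 341 and 174 shuffled sequences as high. SR81 had 230 reads at ATGTGAATGA, with 20 as high. At the targets with alignment score 0 themselves, the paper gives 94 raw reads for SR30, 10 for SR14, 7 for SR25, 6 for SR133 and 1 for SR81, against the 230 that begin with the same 10 nucleotides.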

To ascertain whether these siRNAs were able to guide the cleavage of other gene transcripts, we carried out degradome analysis with a stringent alignment score (≤4.5) and found that they could potentially target as many as 77 genes, including six *MYB *genes, and a diverse array of other genes encoding proteins such as potassium transporters, protein kinases, hydrolases, oxidoreductases, transcription factors and DNA-, protein- and ion-binding proteins (Figure 5f; Table S8 in Additional file 1).

## Discussion

### Apple miRNAs with conserved as well as new gene targets

A recent study reported 16 conserved and less-conserved miRNAs in apple based on bioinformatics prediction using EST sequences [47], which is far more limited compared to those identified in other plant species [30,35,36]. In this study, we employed deep sequencing and computational analyses to identify 33 known (23 conserved and 10 less-conserved) miRNA families and 42 apple-specific (21 novel and 21 candidate) miRNAs (Figure 1 and Table 1; Table S3 in Additional file 1), which provides, to date, the most comprehensive list of identified miRNAs in apple. The majority of these miRNAs displayed tissue-specific expression (Figure 1), which is consistent with a general scenario in which miRNAs are differentially regulated in fruit trees [36,38,46,47] and other species [30,35,69], although additional work is needed to resolve examples of apparently divergent results from RNA gel blotting versus sRNA sequencing, as noted in this report and elsewhere [30,36]. It is known that miRNAs are involved in regulation of leaf morphology and polarity, lateral root formation, hormone signaling, phase transition, flowering time, floral organ identity and reproduction, anthocyanin production and stress and pathogen response [8,65,70,71]. In apple, we have identified a total of 100 gene targets for 19 of the 33 known miRNAs using degradome analysis (Table 2; Table S6 in Additional file 1), and the majority of these targets are conserved in plant species, indicating broad conservation of the known miRNA regulatory roles in plants. However, a few of the known miRNAs, including miR319 and miR396, were found to target additional genes in apple that have not been previously reported, while others like miR828 and miR858 target an unexpectedly large number of *MYB *genes. Hence, while these known miRNAs conserve their gene targets, they also appear to have an expanded target gene population in apple.

Although many newly evolved miRNAs that may exhibit weak expression, imperfect processing and lack of targets are believed to serve no biological function, many of them have been shown to target and regulate specific genes or gene families in various species [36,64,72]. Eight of the 42 apple-specific miRNAs or candidates were also found to target specific genes, implicating these miRNAs in the control of signal transduction cascades, secondary metabolism and protein translation (Table 2; Table S6 in Additional file 1). Our inability to detect gene targets for the remaining apple-specific miRNAs or candidates may be due to a low level of expression or the stress- or developmentally inducible nature of their target genes.

### Apple *TAS *gene families with unique features and target specificity

In *Arabidopsis*, four *TAS *families targeted by three miRNAs, including miR173, miR390 and miR828, have been characterized [5,17-20,30,63]. The miR390-*TAS3 *pathway is highly conserved in the plant kingdom [20], and the miR828-*TAS4 *pathway is widely represented in dicot species [65], but no miR173-*TAS1*/*TAS2 *pathway has been found in other species besides *Arabidopsis*. In this study, we showed that apple conserved the miR390-*TAS3 *and miR828-*TAS4 *pathways with expanded features. Apple possesses an additional *MdTAS3-2 *family that comprises two loci and transcribes short mRNA species with distinct structural organization of the siRNA generation region, which bears only one characteristic functional tasiARF, instead of the two in *MdTAS3-1 *transcripts (Figure 5c). The *TAS3-2 *family is not present in *Arabidopsis *but is widely conserved in many other dicot species (Figure 5c) [73]. Despite an extra *TAS3 *family in apple, the derived tasiARFs were found to target similar *ARF *genes homologous to the *Arabidopsis *genes *AtARF2*, *AtARF3 *and *AtARF4 *(Figure S2c in Additional file 2), which negatively regulate auxin signaling [68]. Whether these genes are differentially targeted by *MdTAS3-1 *or *MdTAS3-2 *tasiARFs is difficult to determine. Nevertheless, the existence of more *TAS3 *genes with distinct expression patterns could enable the auxin signal to be fine-tuned within a specific cell, tissue or developmental context.

One interesting feature of the apple miR828-*TAS4 *pathway is that its derived tasiRNA, *MdTAS4*-siR81(-), targets an additional gene. In *Arabidopsis*, *AtTAS4*-siR81(-), a conserved siRNA derived from the phased siRNA production of *AtTAS4*, is shown to target at least three *MYB*s that positively regulate anthocyanin accumulation in response to environmental stresses [30,65,74]. In apple, besides the three predictable *MYB*s, *MdTAS4*-siR81(-) also targets a bHLH transcription factor (*MdbHLH3*) that interacts with *MdMYB10 *(MDP0000259614) to regulate anthocyanin biosynthesis in apple [66].

### Unique miR828-activated, siRNA-cascaded gene regulatory network and its potential biological function

One of the interesting findings in this study is that miR828 potentially targets up to 19 *MYB*s in apple, 10 of which are subjected to siRNA biogenesis, with production of over 100 diverse siRNA species from the diverged region of *MYB*s (Figure 5f). In *Arabidopsis*, miR828, which indirectly targets *AtMYB113 *through *AtTAS4*-siR81(-), also directly targets *AtMYB113 *[65]. Up-regulation of miR828, *AtTAS4 *and *AtTAS4*-siR81(-) is correlated with that of their three direct or indirect targets (*PAP1/AtMYB75*, *AtMYB90 *and *AtMYB113*) under phosphate (Pi) and nitrogen deficiency conditions [74], which appears to contradict the anticipated negative role of miR828 in regulation of anthocyanin production. Interestingly, the elevated expression of *PAP1/AtMYB75 *(and possibly *AtMYB90 *and *AtMYB113*) induces miR828 and *AtTAS4 *expression, presumably through binding of these *MYB*s to the 5' *cis*-elements in *MIR828 *and *AtTAS4 *promoter regions [74]. Such autoregulatory feedback was proposed to maintain proper anthocyanin production under stress conditions [65,74]. Conceivably, the miR828-activated siRNA biogenesis in seven of the ten targeted *MYB*s that relate to anthocyanin accumulation in apple would reinforce this feedback regulation to ensure proper color appearance in a specific tissue or apple fruit during development. However, identification of over 70 genes as targets for the *MYB*-derived siRNAs suggests that they may function beyond the feedback regulation of anthocyanin accumulation (Figure 5f; Table S8 in Additional file 1). The identified targeted genes are predicted to code for proteins regulating diverse functions ranging from hydrolase, oxidoreductase and kinase activities, and iron transport to DNA-, ATP-, and co-enzyme-binding activities (Figure 5f; Table S8 in Additional file 1), suggesting that this miRNA-activated, *MYB*-dependent and siRNA-cascaded gene regulation might orchestrate major physiological or biochemical or secondary metabolism switches associated with anthocyanin production and the pigmentation process.

### miRNAs as master regulators to regulate a large number of *MYB*s through targeting of conserved sequences

The finding that three miRNAs potentially target up to 81 different *MYB*s indicates that miRNAs can, like transcription factors, serve as master regulators to modulate expression and function of a large number of genes in plants. This unique regulatory network is primarily based on the high degree of sequence pairing between miRNAs and their targeting sites as well as the availability of the miRNA target sites among the *MYB *population. *MYB *genes typically share a conserved 5' region and diverge at their 3' end [56]. Conceivably, the miRNA-targeted sites residing in highly conserved functional domains would be necessarily preserved among the *MYB *population relative to those located in the divergent region. Consistent with this prediction, miR828 and miR858 target sites, which overlap the conserved R3 region, are found in more *MYB*s than the miR159 target site located in the divergent region (Figure 3a). Similarly, the miR858 target site, which overlaps the more highly conserved 5' end of the H3 domain, is conserved in more *MYB*s than the miR828 site, which overlaps the less conserved 3' end of the H3 domain (Figure 4c-4e). Thus, sequence conservation and divergence of the miRNA target sites could directly impact the miRNA targeted gene population within a gene family.

Although the footprint of the 55-nucleotide sequence encompassing both miR828 and miR858 target sites is detected in dicot and monocot species (Figure 3b), miR828 and miR858 emerged only in dicot species [41], indicating that miR828- and miR858-mediated regulation of *MYB *genes is a feature of dicot species, consistent with our finding that miR828 and miR858 target a large number of *MYB*s in both apple and *Arabidopsis *(Figure 3a). It is not clear why this regulatory network specifically occurs in dicots while large *MYB *families exist in monocots as well [75]. Currently, it is known that *MYB*s are differentially regulated by transcription factors [76] as well as a variety of post-translation interactions or modifications. Our new discoveries related to miRNA-mediated regulation of a multitude of *MYB*s strengthens our understanding of how apple and other dicot species integrate transcriptional, post-transcriptional and post-translational regulatory mechanisms to achieve exquisite spatio-temporal regulation of each member of the *MYB *family.

Intriguingly, miR858 was found to co-target 11 *MYB*s with miR828 and two *MYB*s with miR159 (Figure 3a), raising the question of whether the convergence of two miRNAs upon the same *MYB *genes is an evolutionary coincidence or conveys some biological significance. The latter possibility is favored by the fact that 10 out of 11 *MYB*s co-targeted by miR828 and miR858 are related to regulation of anthocyanin biosynthesis. miR828 and miR858 may either redundantly reinforce each other's silencing function or differentially regulate anthocyanin accumulation in various apple tissues. The detection of differential expression of miR828 and miR858 among various tissues appears to support their different regulatory roles (Figure 3c).

The targeting of multiple members of gene families by one or a few miRNAs is not unique to the *MYB *family. Recently, a similar regulatory strategy was reported for *NB-LRR *defense genes in *Medicago*, where three miRNAs collectively target over 70 *NB-LRR *loci [77]. Since plant genomes have evolved many large gene families with unique sequence conservation features, such regulatory strategies could be conceivably adopted by various species to modulate large groups of genes. Further characterization of this mechanism for regulating multi-gene families among different species could provide insight regarding both their evolution and function.

## Conclusions

We carried out extensive characterization of miRNAs, their targets and expression in apple and provide a comprehensive list of miRNAs identified. We show that apple conserves and has evolved a variety of miRNAs with distinct expression patterns, and these miRNAs target dozens of apple genes with a wide range of functions. The discovery of an additional short *MdTAS3 *family suggests that miR390 and tasiARFs may play more complicated roles in the auxin signaling pathway. More importantly, we reveal the existence of two similar but distinct regulatory networks in apple: direct miRNA targeting of a large number of *MYB*s and miR828-activated and *MYB*-derived siRNA-cascaded targeting of 77 genes primarily outside the *MYB *family, which has not yet been reported in other species.

## Materials and methods

### Plant material

*Malus × domestica *of 'Golden delicious', grafted on 'M.111' rootstock, was selected in an orchard located in the Alson H Smith Agricultural Research and Extension Center for tissue collection of leaf, flower and fruits. Root and bark tissues were collected from rapidly growing, two-year-old seedlings. Fruits were harvested at 15 and 120 days after anthesis (DAA).

### RNA preparation and small RNA sequencing

Total RNA from different tissues was extracted using the Plant RNA Purification Reagent (Invitrogen, Grand Island, NY, USA). sRNA quantity and quality was evaluated by the Agilent 2100 Bioanalyzer. RNA samples of RNA integrity number (RIN) above 8 were sent to BGI (Hong Kong, China) for sRNA and degradome sequencing using standard protocols on the SOLID sequencing system or Illumina Hiseq 2000 platform.

### Small RNA data analysis

Small RNA libraries were constructed and sequenced for four apple tissues. The GenBank Gene Expression Omnibus (GEO) accession number for the sequencing data is GSE36065. All the sequencing data were first processed by removing the 3' adaptor sequence using CLC Genomic Workbench 4.9 (CLC bio, Aarhus, Denmark). Any sequences without adaptor matches were excluded from further analyses. Reads homologous to non-coding RNAs and conserved miRNAs were removed by BLATN alignment against the Rfam 10 [78] and mature miRNAs collected in miRBase (release 17) [79], allowing up to two mismatches. The remaining sRNAs were subjected to new miRNA identification. Read mapping was conducted using Bowtie [80], and Vienna RNA package [49] was used for the secondary structure prediction of sRNAs. Only those sRNAs (20- to 22-nucleotide) with a good stem-loop structure (no more than four mismatches, and no more than one central bulge) and a miRNA/miRNA* pair accounting for more than 75% reads matching to the precursor locus were considered as potential miRNAs (Additional files 3 and 4). Detailed screening critera were set up according to Meyers *et al. *[51]. The total number of reads perfectly matching the apple genome in a given library was used for the normalization of read abundance, which was denoted as RPM (reads per million reads). Apple genome sequences were retrieved from the Genome Database for Rosaceae [52]. The R package was used for the construction of heat maps.

### Multiple alignment, phylogenetic analysis and Gene Ontology annotation

Multiple alignment was conducted using CLUSTAL X2, with the coloration based on the residue identity (above 60%) [81]. All the apple *MYB *targets for miR828, miR858, and miR159 were predicted by Targetfinder 1.6 with the alignment score no more than 5. Amino acid sequences of 126 R2R3 and 5 R1R2R3 MYB factors in *Arabidopsis *were retrieved from TAIR [82]and the phylogenetic tree was inferred using the neighbor-joining method and 1,000 bootstraps with putative full-length sequences using CLUSTAL X2 [81]. The subgroup and function annotation were designated according to Dubos *et al. *[56]. Gene Ontology annotation for the target genes of the *MYB*-derived siRNAs was performed using Blast2GO [83] with the default settings.

The *MYB*s, including 251 from apple and 129 from *Arabidopsis*, were retrieved by using the conserved 18 amino acid sequence corresponding to the co-targeting region (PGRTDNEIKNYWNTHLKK) to blast against the Apple Genome V1.0 predicted peptides [52] and the *Arabidopsis *TAIR10 proteins [82] with an e-value of 100. The classification of MYB subfamilies (R3, R2R3, R1R2R3) was based on the quantity of conserved R-repeats identified by NCBI Conserved Domain Search [84]. The consensus nucleotide sequences of the co-targeting region were obtained by counting the most frequently appearing residue at the corresponding position. The alignment score of each target site was calculated according to the scoring algorithm established by Allen *et al. *[18]: mismatches and single-nucleotide bulges or gaps were assessed by a penalty of 1 while GU base pairs were assessed by a penalty of 0.5; and the penalty score from mismatches, bulges, gaps and GU pairs for positions 2 through 13 was doubled. Sequence logos were produced by GENIO/logo [85].

### RNA gel blot

For RNA gel blot analysis, 25 to 50 μg of total RNA from apple leaf, bark, root, flower, young fruit and mature fruit was separated on 15% denaturing polyacrylamide gel and transferred to Amersham HybondTM-NX membranes (GE Healthcare, Waukesha, WI, USA). RNA was cross-linked using EDC (N-(3-dimethylaminopropyl)-N'-ethylcarbodiimide hydrochloride (Sigma, St Louis, MO, USA). The probes of 21-nucleotide DNA oligonucleotides (Table S9 in Additional file 1) that are reverse complementary to apple-specific miRNA candidates were labeled with P^32^-gamma-ATP by T4 polynucleotide kinase (NEB, Ipswich, MA, USA). A miRNA Marker Probe (21-nucleotide; NEB, Ipswich, MA, USA) was used for sRNA size determination. The prepared membrane filters were hybridized at 42°C overnight, then washed twice at 55°C with washing buffer containing 2× SSC and 2% SDS. Membranes were then exposed to phosphorscreens and scanned with a Typhoon TRIO Variable Mode Imager (GE Healthcare). Membrane exposure time was adjusted, dependent on signal intensity.

### Degradome analysis

For degradome sequencing, mixed RNAs with equal amounts from leaf, root, flower and fruit tissues were used. After adaptor-trimming and genomic mapping as done for the sRNA data, the Cleaveland pipeline 2.0 [55] was optimized to analyze the degradome sequencing data in collaboration with Targetfinder 1.6 [86]. The alignment score threshold was set to 4.5 for conserved and less conserved miRNAs (except for two *ARF *targets of miR167 and two *MYB *targets of miR858, for which the score was 5) and to 5 for novel and candidate miRNAs. The apple consensus gene set and the annotation information of miRNA target genes were retrieved from Genome Database for Rosaceae (GDR). Degradome data were normalized to transcripts per billon (TPB).

### RLM-5'-RACE

Following the manufacturer's instructions for the FirstChoice RLM-RACE Kit (Ambion, Austin, TX, USA), 2 μg of total RNA isolated from apple flower was used for ligating 5' RNA adaptors at 15°C overnight. Two specific primers (Table S9 in Additional file 1) were designed to conduct nested PCRs, and PCR products were cloned to the pGEM-easy vector (Promega, Madison, WI, USA) and sequenced by Bechman Coulter Genomics (Danvers, MA, USA).

## Abbreviations

ARF: auxin response factor; bHLH: basic helix-loop-helix; DCL: Dicer-like protein; miRNA: microRNA; PCR: polymerase chain reaction; RDR: RNA-dependent RNA polymerase; RISC: RNA-induced silencing complex; RLM-5'-RACE: RNA ligation-mediated 5' rapid amplification of cDNA ends; RPM: reads per million genome-matched reads; siRNA: small interfering RNA; sRNA: small RNA; tasiRNA: trans-acting small interfering RNA.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

RX and ZL initiated the research. RX, ZL, EB and YA designed the experiments. RX performed the computational analyses. HZ, RX and ZL carried out the biological experiments. RX, EB and ZL interpreted the results and prepared the manuscript. All authors have read and approved the manuscript for publication.

## Supplementary Material

Additional file 1 **Supplemental Tables S1 to S9**. Table S1: reads statistics in four libraries. Table S2: read length distribution in each conserved miRNA family. Table S3: homologous sequences for known miRNAs. Table S4: known miRNAs with good stem-loop structure predicted. Table S5: detailed list of novel and candidate miRNAs found in apple. 

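Table S5 gives the RPM of each apple-specific sequence in each library, 172 entries in all, of which 89 are listed at 0. In the deposited counts 48 of these 89 entries have reads, and 16 have at least 10. These include miRC5 in fruit, miRC36 in leaf with 8.30 RPM, miRC17 in root with 2.79 RPM, miRC14 in fruit with 1.43 RPM and in root with 0.683 RPM, and miRC25 in leaf with 1.04 RPM. The 83 entries listed above 0 differ from the counts by less than 1 RPM.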

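Table S6 gives, for each miRNA and target, the cleavage position, the alignment score, the degradome reads in the table's own unit (TPB) and the category. One read of the 18.4 M reads is worth 5.44 on a scale of reads per 100 M. Within 0.01 of a read, the sum of the TPB values is a whole multiple of this value for 23 of 27 miRNAs. For a read on a scale 10 times larger this holds for 4 of 27. Of the 116 single values, 44 lay within 2% of a read of a whole number on the first scale, and 8 on the larger one. Read on the first scale, the 3 lines taken for TTGAGCAAGA sum to 13103.5 reads, against the 13116 reads counted here. They include the line for MdTAS4, whose sequence was not used here. It was added on the assumption that its site shares these 10 nucleotides, so the closeness of this match rests in part on that assumption. The 2 lines for TTGAGCAAAA sum to 497 reads on this scale, against 490. On that scale TGACAACGAG had a value of 789 and AGACAATGAG of 354 in the deposited counts, which include every tag that begins with these nucleotides. This scale was chosen after the values were seen.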

Table S6: targets of apple miRNAs (or families; detailed list). Table S7: *MYB *genes targeted by miR828, mi858, and miR159. Table S8: targets of *MYB*-derived phased siRNAs. Table S9: RNA gel blotting probes and RLM-5'-RACE primers. Click here for file

Additional file 2 **Supplemental Figures S1 to S5**. Figure S1: diversity and size distribution of redundant and unique sRNAs. Figure S2: distribution of 21-nucleotide phasing siRNAs along apple *TAS *genes. Figure S3: multiple alignment of R3 repeat domain for 251 apple and 129 *Arabidopsis *MYBs. Figure S4: T-plots for targets of miR828, miR858 and tasiARF. Figure S5: distribution analysis of siRNAs derived from the ten miR828-targeted *MYB *genes. Click here for file

Additional file 3 **Predicted secondary structures of the apple-specific miRNAs**. This file contains all the secondary stem-loop structures for the apple-specific miRNAs. The miRNA and miRNA* sequences are denoted in red and green, respectively. Click here for file

Additional file 4 **Mapping plots of novel apple miRNAs**. This file contains all the mapping plots illustrating the read distribution along the precursor region of novel apple miRNAs. Click here for file

# Supplementary material for: Apple miRNAs and tasiRNAs with novel regulatory networks
**Source:** Genome Biol. 2012 Jun 15;13(6):R47. doi: 10.1186/gb-2012-13-6-r47

Name: Mdo\_miRC1  
Contig: MDC006505.260  
Position: 3797  
Abundance: 24349

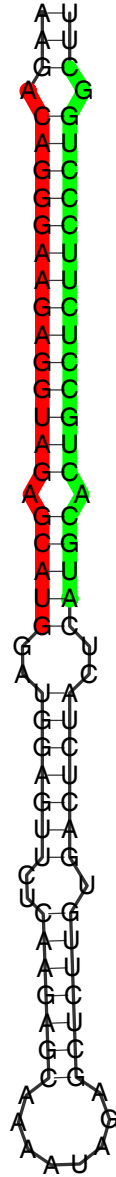

Name: miRC1  
Contig: MDC006859.349  
Position: 17398  
Abundance: 24349

Name: Mdo\_miRC1  
Contig: MDC016595.160  
Position: 1339  
Abundance: 24349

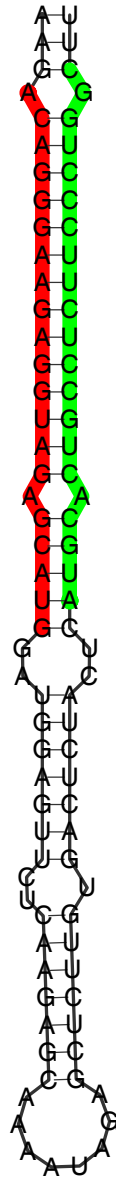

Name: Mdo\_miRC2  
Contig: MDC018599.370  
Position: 9369  
Abundance: 8341

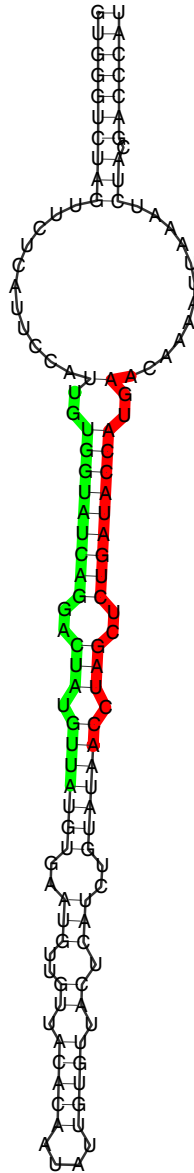

Name: miRC3  
Contig: MDC017130.228  
Position: 6809  
Abundance: 2751

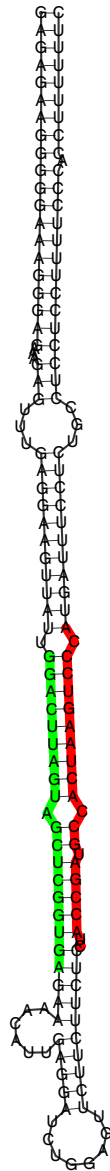

Name: miRC3  
Contig: MDC019300.125  
Position: 1308  
Abundance: 2751

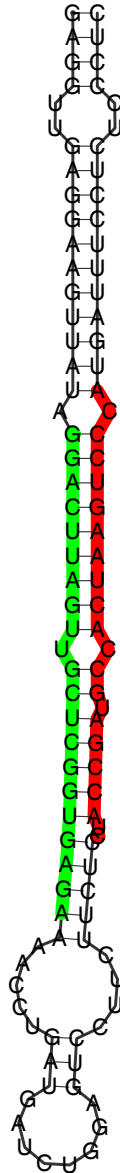

Name: miRC3  
Contig: MDC019300.66  
Position: 1894  
Abundance: 2751

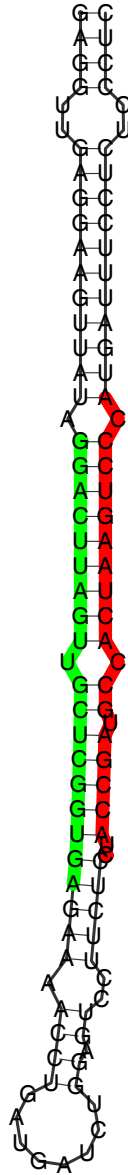

Name: miRC4  
Contig: MDC019554.272  
Position: 10154  
Abundance: 1543

Name: miRC4  
Contig: MDC017840.207  
Position: 3677  
Abundance: 1537

Name: miRC5  
Contig: MDC006350.123  
Position: 2997  
Abundance: 1490

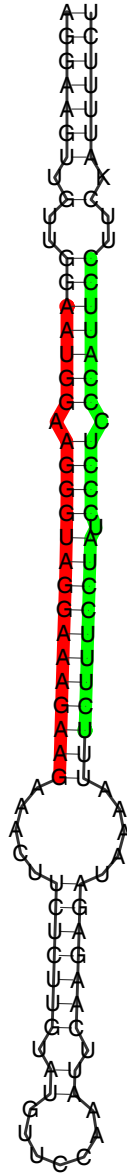

Name: miRC6a  
Contig: MDC009272.709  
Position: 4184  
Abundance: 1294

Name: miRC6a  
Contig: MDC009272.711  
Position: 1281  
Abundance: 1294

Name: miRC6a  
Contig: MDC025804.16  
Position: 2961  
Abundance: 1294

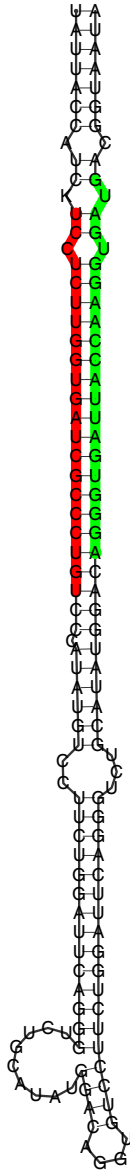

Name: miRC6b  
Contig: MDC006081.961  
Position: 466  
Abundance: 385

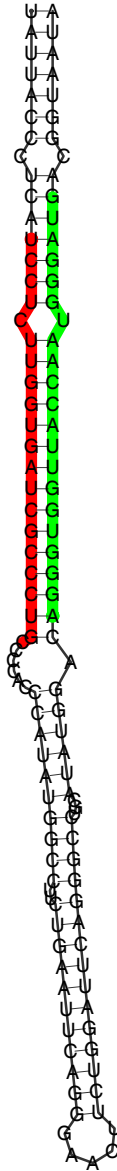

Name: miRC6b  
Contig: MDC006416.180  
Position: 817  
Abundance: 385

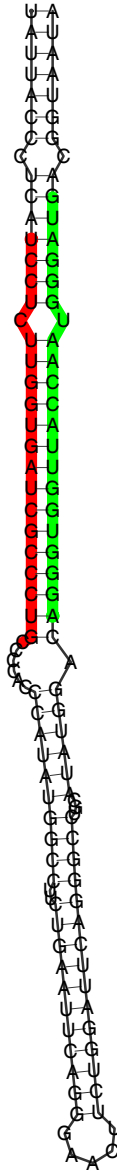

Name: miRC6b  
Contig: MDC009272.295  
Position: 602  
Abundance: 385

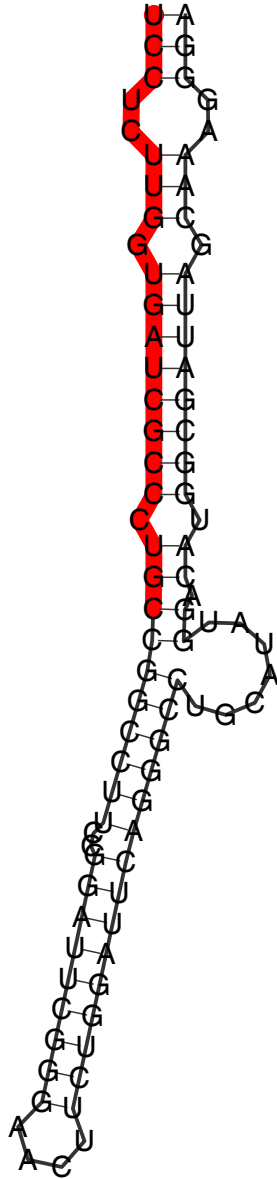

Name: miRC6b  
Contig: MDC009272.679  
Position: 846  
Abundance: 385

Name: miRC6b  
Contig: MDC027090.15  
Position: 1078  
Abundance: 385

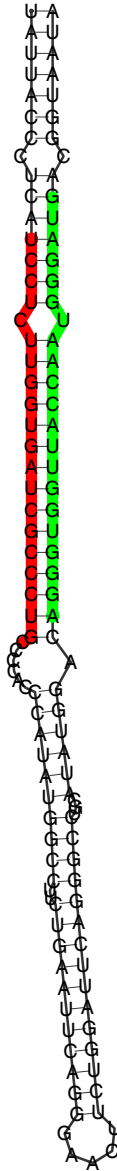

Name: miRC7  
Contig: MDC009778.59  
Position: 4735  
Abundance: 1270

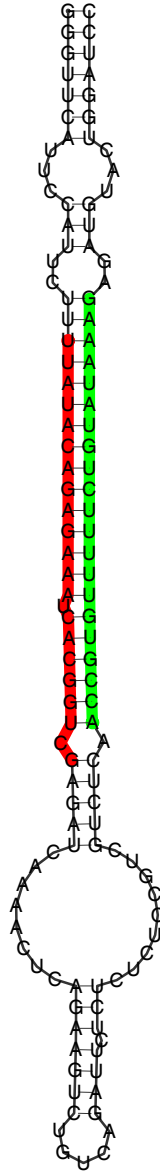

Name: miRC7  
Contig: MDC022484.54  
Position: 221  
Abundance: 1270

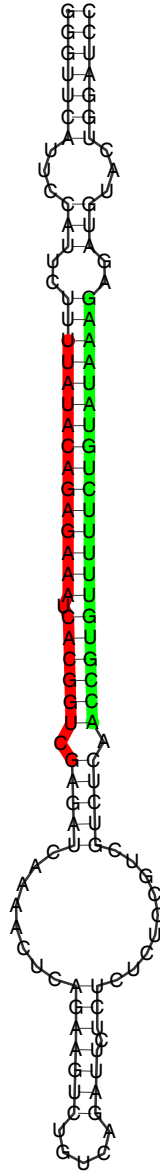

Name: miRC8  
Contig: MDC001018.301  
Position: 2490  
Abundance: 248

Name: miRC8  
Contig: MDC010449.276  
Position: 9302  
Abundance: 248

Name: miRC9  
Contig: MDC011178.406  
Position: 16699  
Abundance: 231

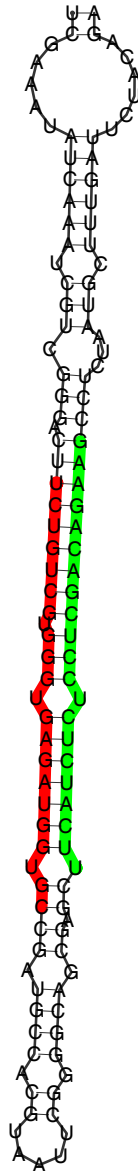

Name: miRC10  
Contig: MDC026449.10  
Position: 340  
Abundance: 173

Name: miRC11  
Contig: MDC005581.168  
Position: 2657  
Abundance: 100

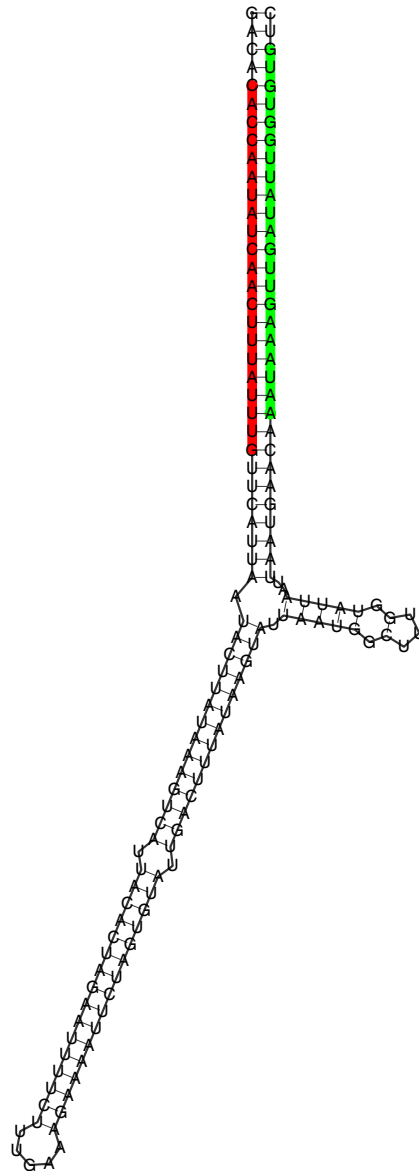

Name: miRC11  
Contig: MDC001716.95  
Position: 7475  
Abundance: 100

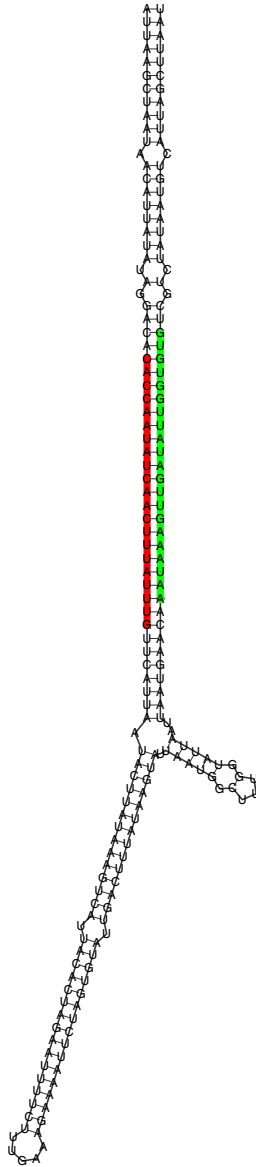

Name: miRC12  
Contig: MDC003092.251  
Position: 8878  
Abundance: 73

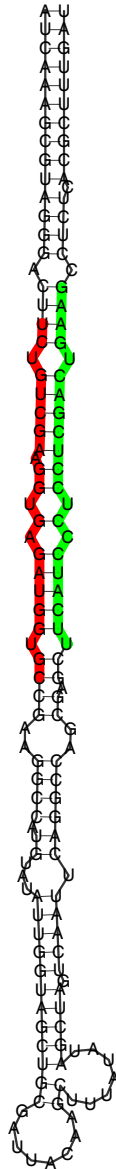

Name: miRC12  
Contig: MDC003092.253  
Position: 6600  
Abundance: 73

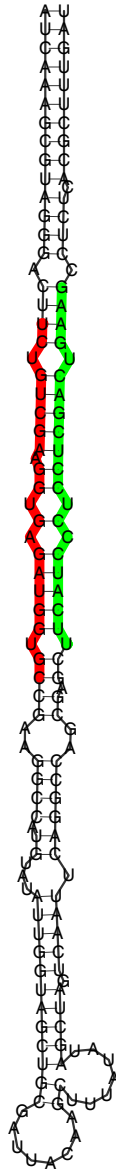

Name: Mdo\_miRC13  
Contig: MDC009318.175  
Position: 3741  
Abundance: 60

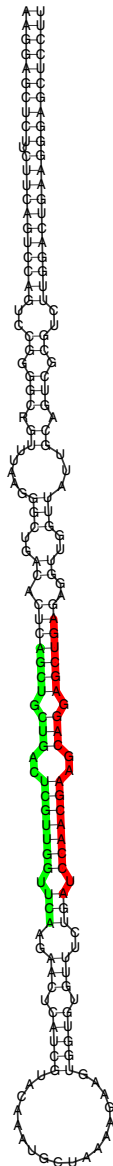

Name: miRC14  
Contig: MDC008558.180  
Position: 6507  
Abundance: 38

Name: miRC15  
Contig: MDC014075.204  
Position: 26060  
Abundance: 27

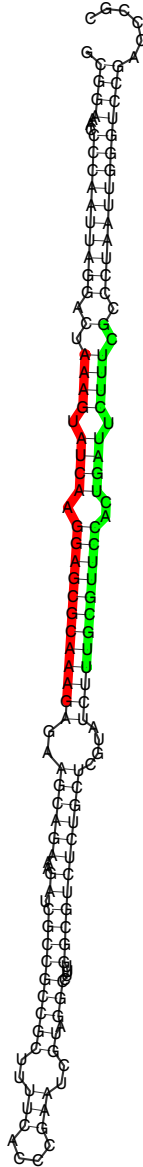

Name: miRC16  
Contig: MDC009589.307  
Position: 1975  
Abundance: 22

Name: miRC16  
Contig: MDC016571.174  
Position: 3713  
Abundance: 22

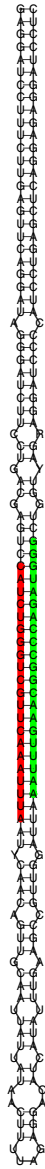

Name: miRC16  
Contig: MDC025620.10  
Position: 649  
Abundance: 22

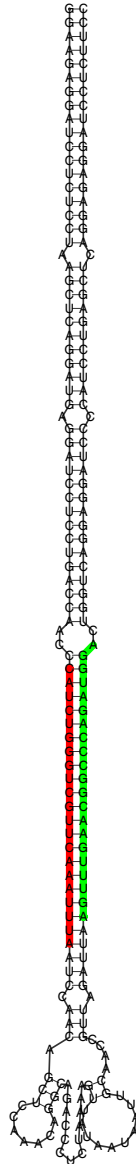

Name: miRC17  
Contig: MDC005391.194  
Position: 11429  
Abundance: 11

Name: miRC17  
Contig: MDC005391.195  
Position: 349  
Abundance: 11

Name: miRC17  
Contig: MDC019461.80  
Position: 15051  
Abundance: 11

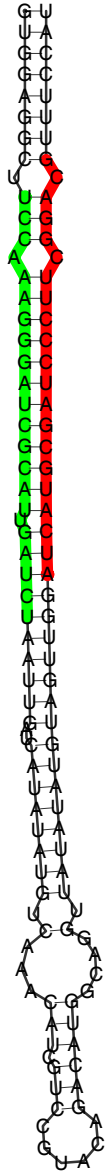

Name: miRC18  
Contig: MDC012422.128  
Position: 849  
Abundance: 8

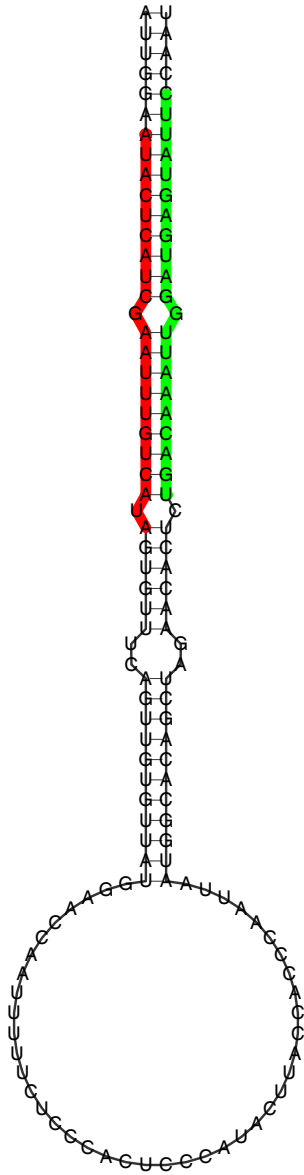

Name: miRC18  
Contig: MDC021812.77  
Position: 16858  
Abundance: 8

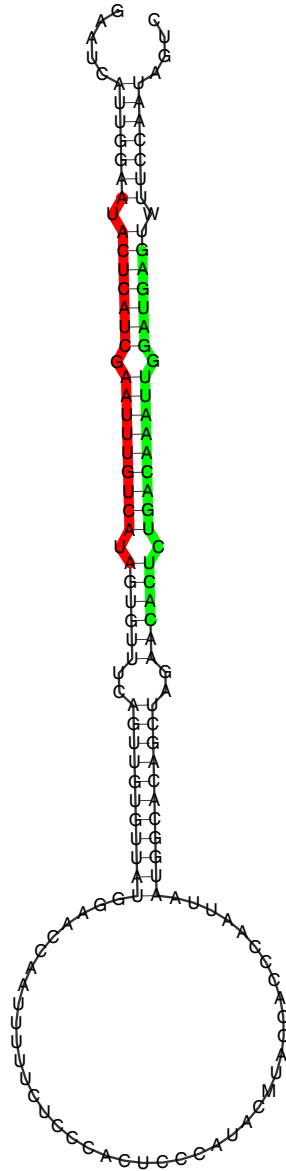

Name: miRC19  
Contig: MDC016463.170  
Position: 5187  
Abundance: 7

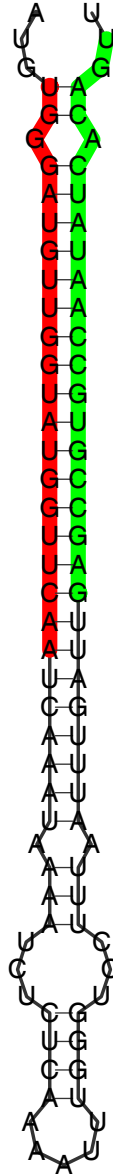

Name: miRC20  
Contig: MDC001494.456  
Position: 33010  
Abundance: 6

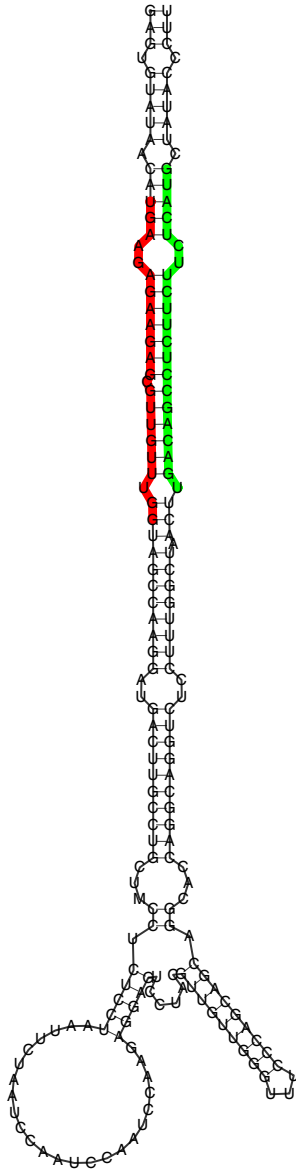

Name: miRC20  
Contig: MDC013464.188  
Position: 2258  
Abundance: 6

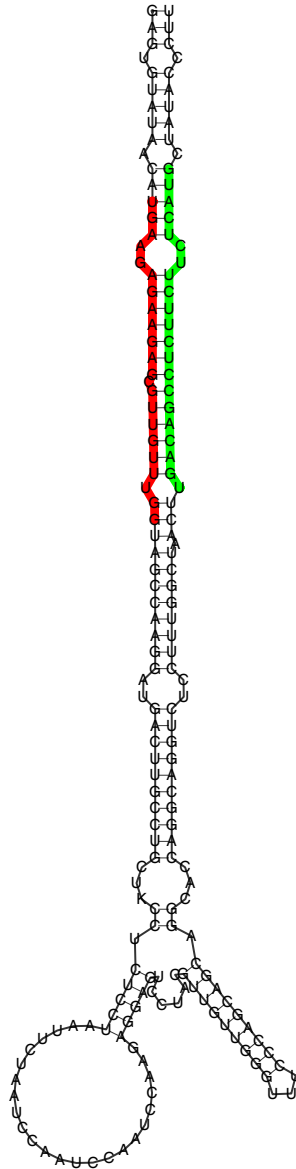

Name: miRC21  
Contig: MDC006081.432  
Position: 219  
Abundance: 2

Name: miRC22  
Contig: MDC016302.308  
Position: 5368  
Abundance: 80

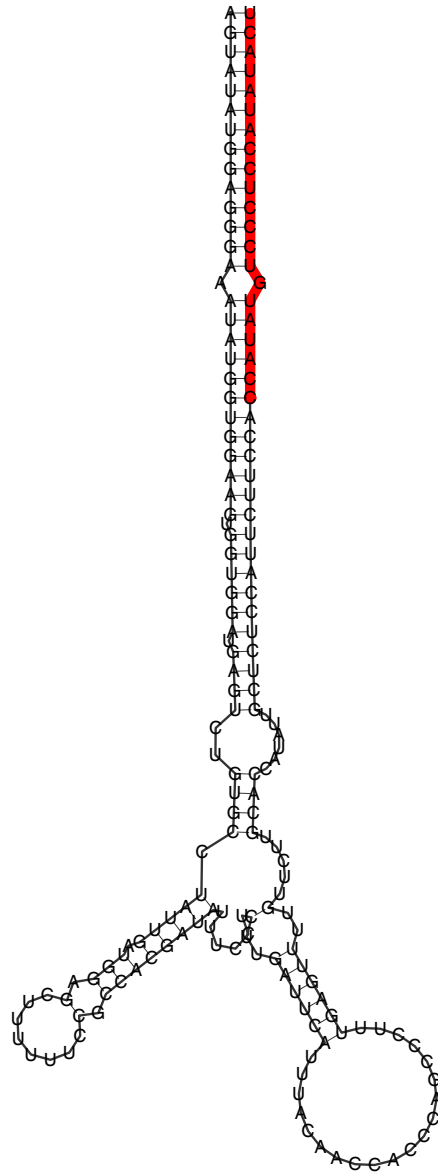

Name: miRC23  
Contig: MDC020884.221  
Position: 4086  
Abundance: 48

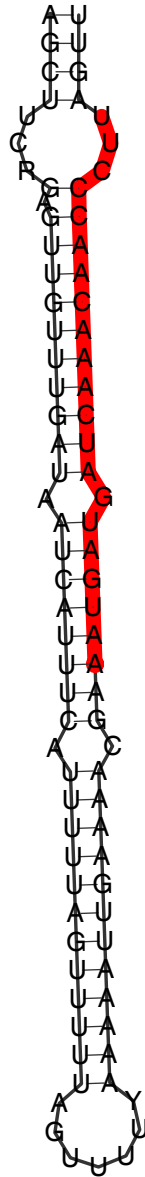

Name: miRC24  
Contig: MDC001394.253  
Position: 378  
Abundance: 40

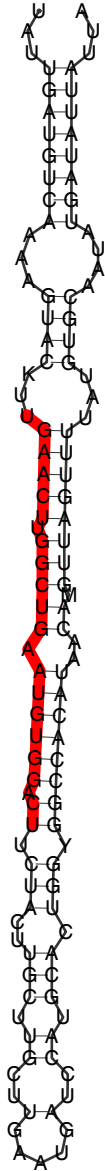

Name: miRC24  
Contig: MDC001394.350  
Position: 4731  
Abundance: 40

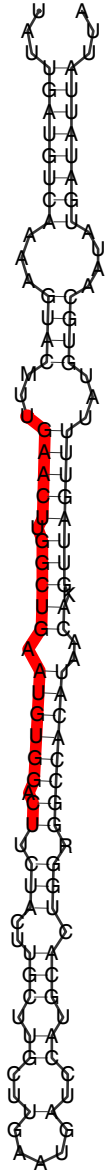

Name: miRC25  
Contig: MDC017130.228  
Position: 9764  
Abundance: 24

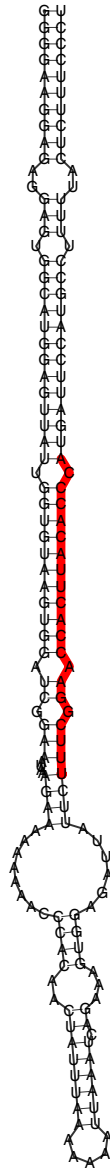

Name: miRC26  
Contig: MDC017130.228  
Position: 9967  
Abundance: 15

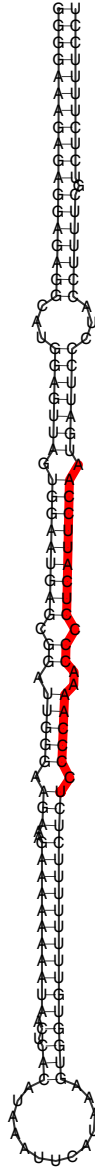

Name: miRC27  
Contig: MDC019485.283  
Position: 7997  
Abundance: 12

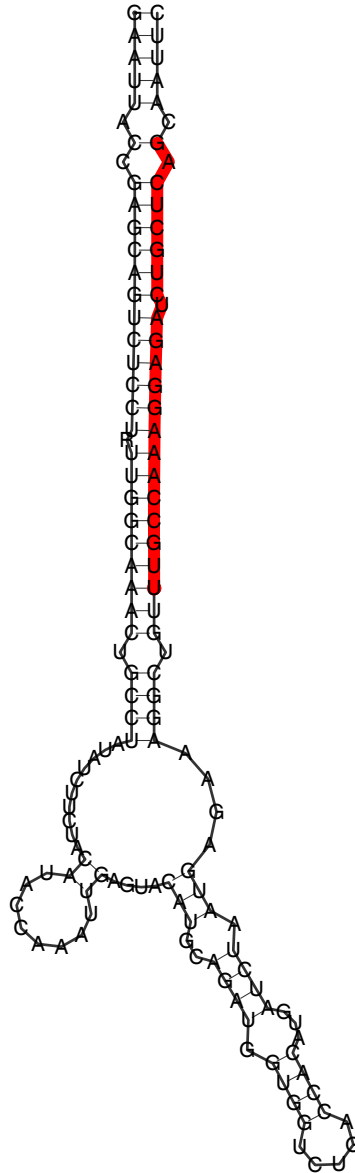

Name: miRC28  
Contig: MDC007946.169  
Position: 672  
Abundance: 11

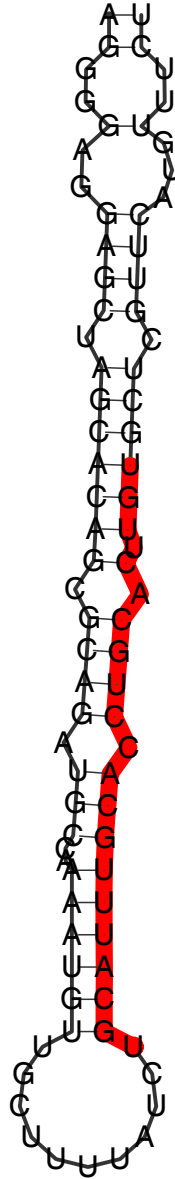

Name: miRC30  
Contig: MDC004268.215  
Position: 9006  
Abundance: 10

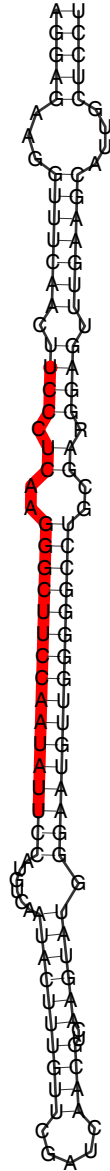

Name: miRC31  
Contig: MDC005072.383  
Position: 9885  
Abundance: 8

Name: miRC32  
Contig: MDC006935.286  
Position: 27531  
Abundance: 7

Name: miRC32  
Contig: MDC010077.377  
Position: 4558  
Abundance: 7

Name: miRC32  
Contig: MDC015760.248  
Position: 5247  
Abundance: 7

Name: miRC32  
Contig: MDC015809.231  
Position: 4394  
Abundance: 7

Name: miRC33  
Contig: MDC009589.310  
Position: 3312  
Abundance: 6

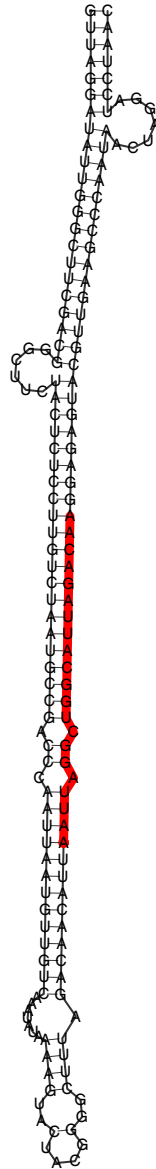

Name: miRC33  
Contig: MDC009589.320  
Position: 6342  
Abundance: 6

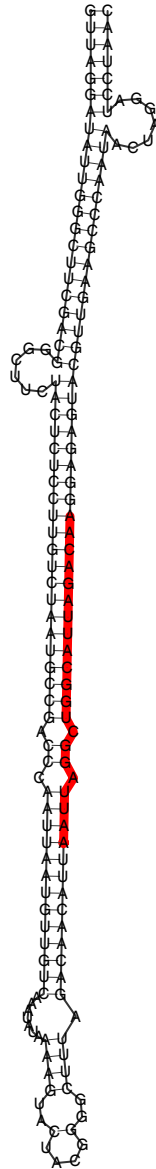

Name: miRC34  
Contig: MDC010150.221  
Position: 29453  
Abundance: 6

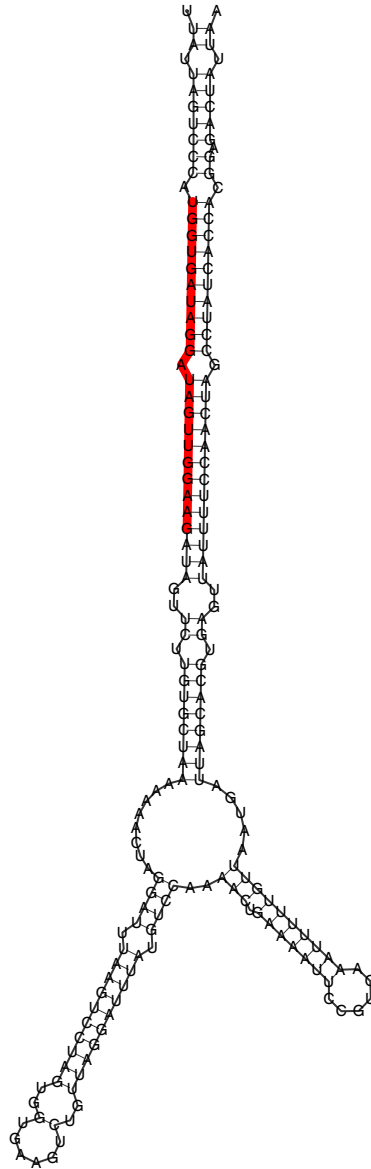

Name: miRC35  
Contig: MDC001086.52  
Position: 12332  
Abundance: 5

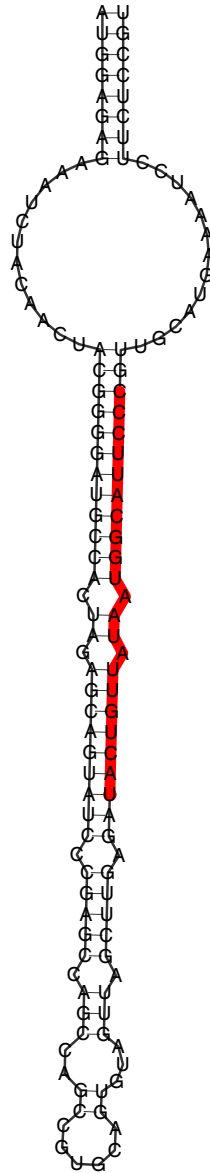

Name: miRC36  
Contig: MDC015454.116  
Position: 3773  
Abundance: 5

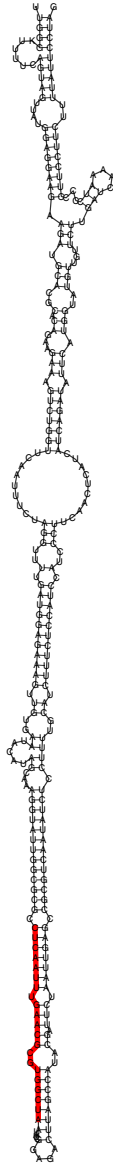

Name: miRC37  
Contig: MDC000614.265  
Position: 5670  
Abundance: 4

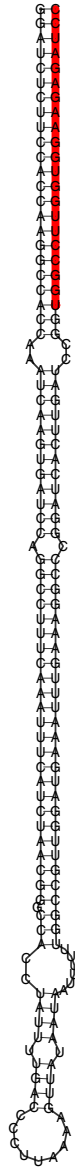

Name: miRC37  
Contig: MDC011433.387  
Position: 9452  
Abundance: 4

Name: miRC37  
Contig: MDC012039.280  
Position: 36010  
Abundance: 4

Name: miRC37  
Contig: MDC013874.469  
Position: 13657  
Abundance: 4

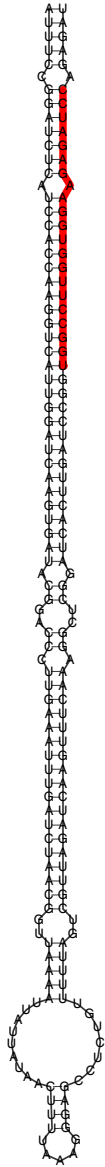

Name: miRC37  
Contig: MDC015646.206  
Position: 32405  
Abundance: 4

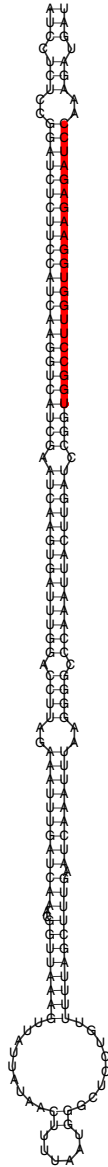

Name: miRC37  
Contig: MDC016472.111  
Position: 4859  
Abundance: 4

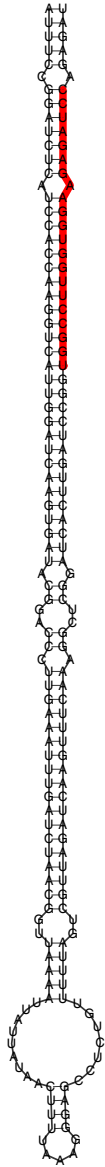

Name: miRC38  
Contig: MDC018501.179  
Position: 2535  
Abundance: 4

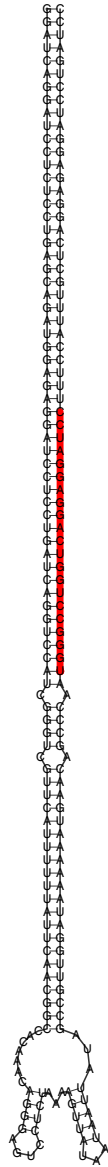

Name: miRC38  
Contig: MDC018580.433  
Position: 345  
Abundance: 4

Name: miRC39  
Contig: MDC018873.313  
Position: 10447  
Abundance: 10

Name: miRC39  
Contig: MDC011810.169  
Position: 42284  
Abundance: 3

Name: miRC40  
Contig: MDC009540.166  
Position: 1015  
Abundance: 3

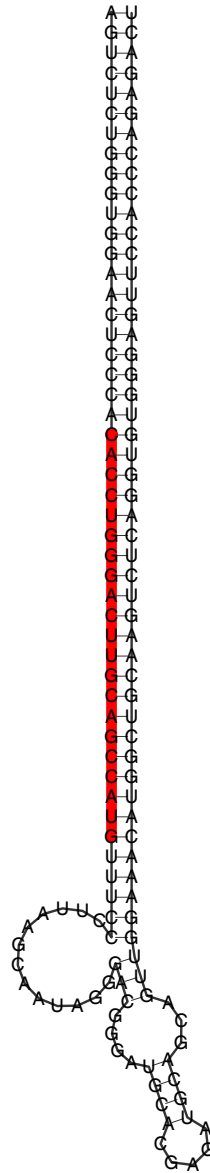

Name: miRC41  
Contig: MDC009746.72  
Position: 18725  
Abundance: 3

Name: miRC42  
Contig: MDC013676.252  
Position: 6707  
Abundance: 3

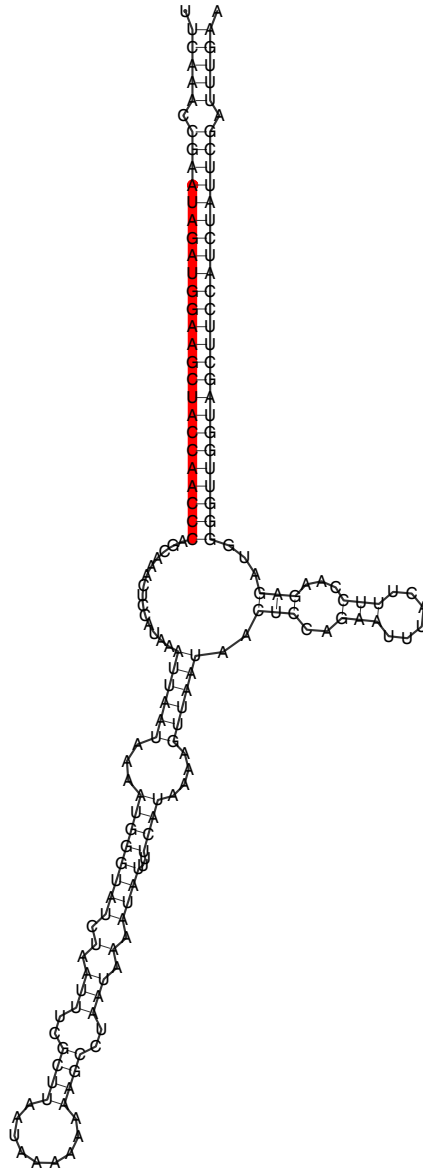

**Supplement:** Additional file 3 — Predicted secondary structures of the apple-specific miRNAs. This file contains all the secondary stem-loop structures for the apple-specific miRNAs. The miRNA and miRNA* sequences are denoted in red and green, respectively.

# Supplementary material for: Apple miRNAs and tasiRNAs with novel regulatory networks
**Source:** Genome Biol. 2012 Jun 15;13(6):R47. doi: 10.1186/gb-2012-13-6-r47

### Mapping plots for novel miRNAs

Mapping results for a precursor sequence (-150 ~ 150 bp) were plotted. The x-axis is the position (0-320/321 bp) and the y-axis is the count of reads matched to a specific position. The 150-170/171 bp is the position for miRNA mature sequence, and miRNA\* position is marked in a blue box.

miRC1

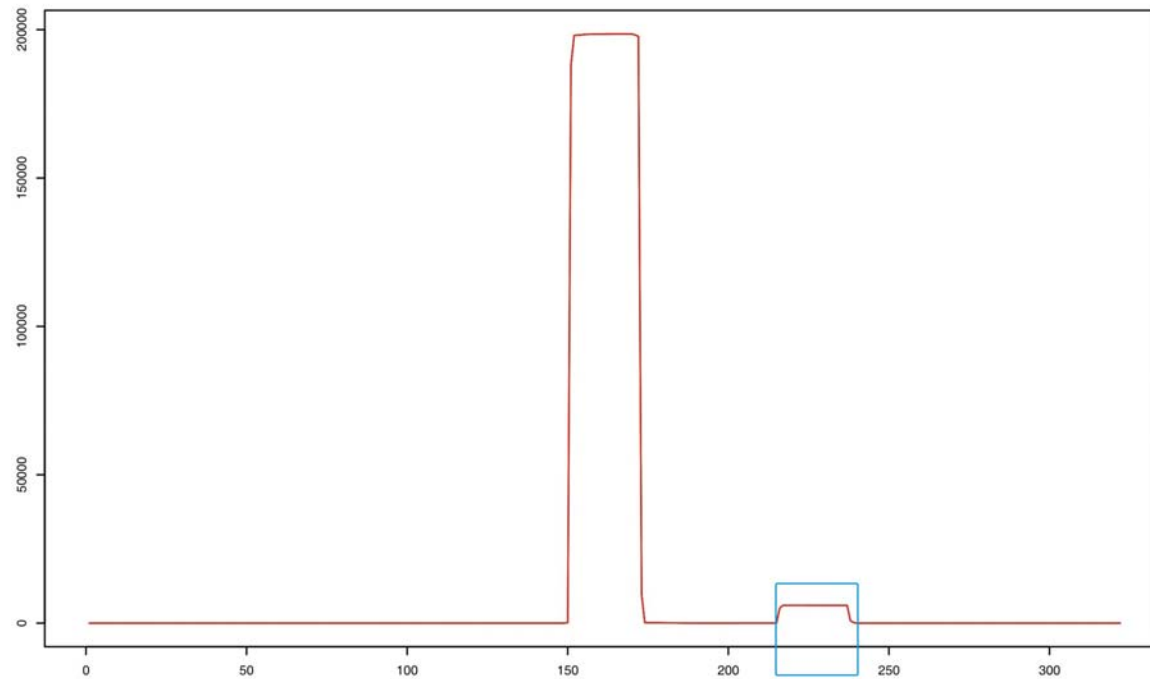

miRC2

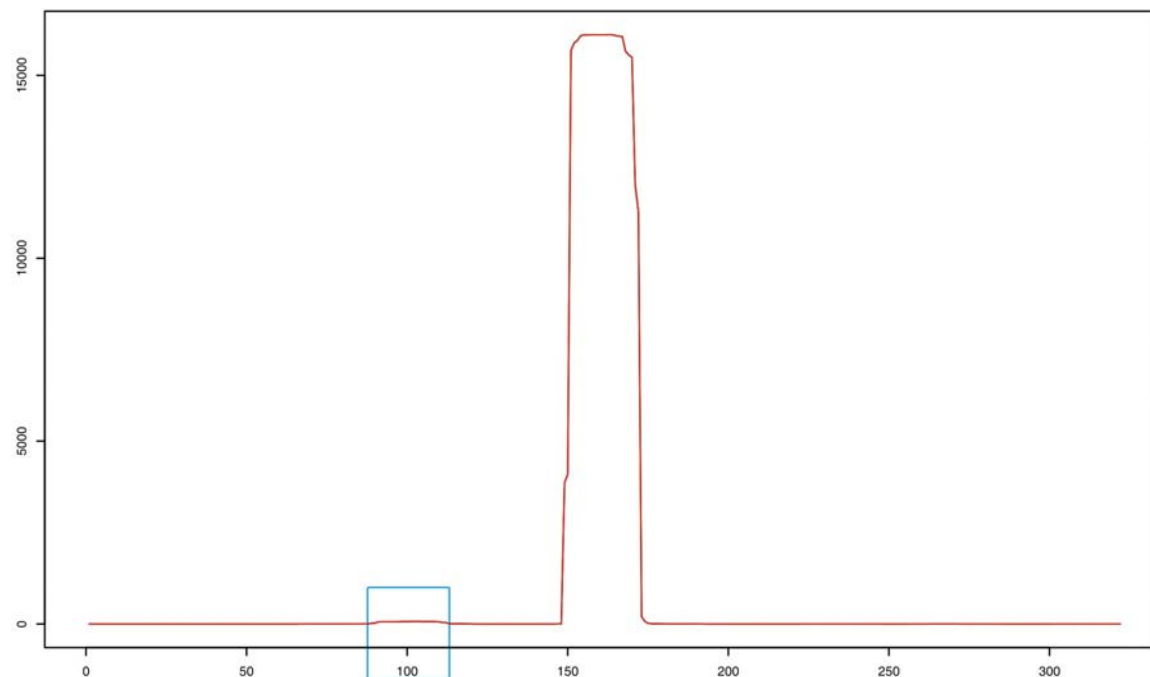

miRC3

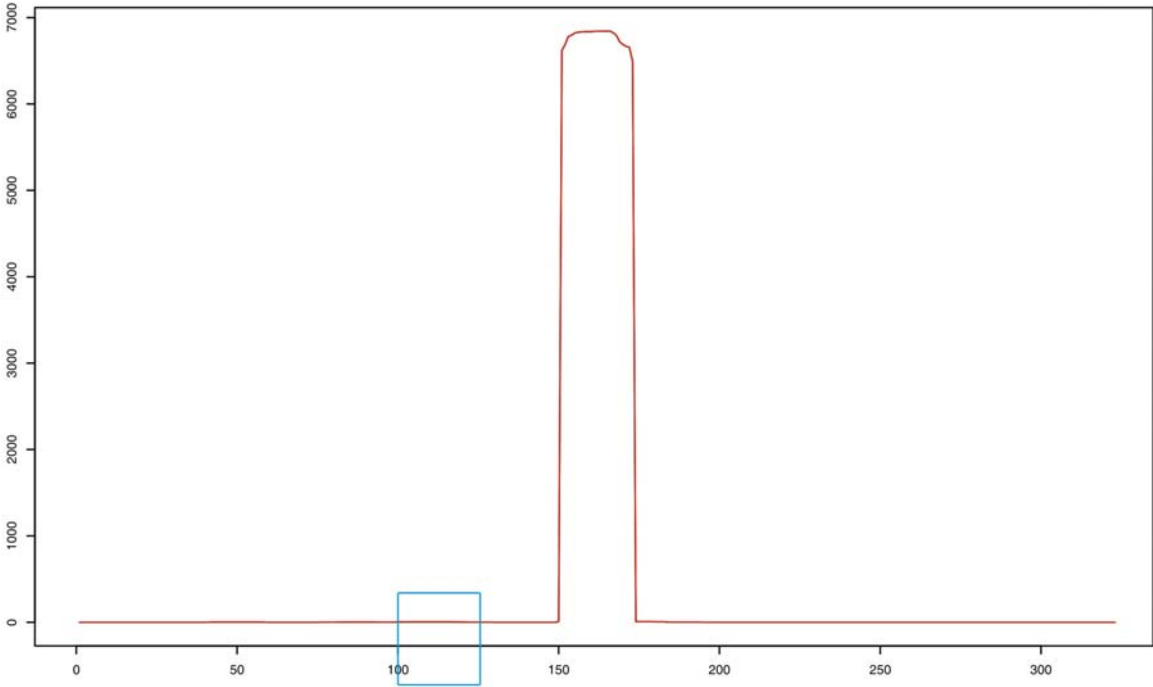

miRC4

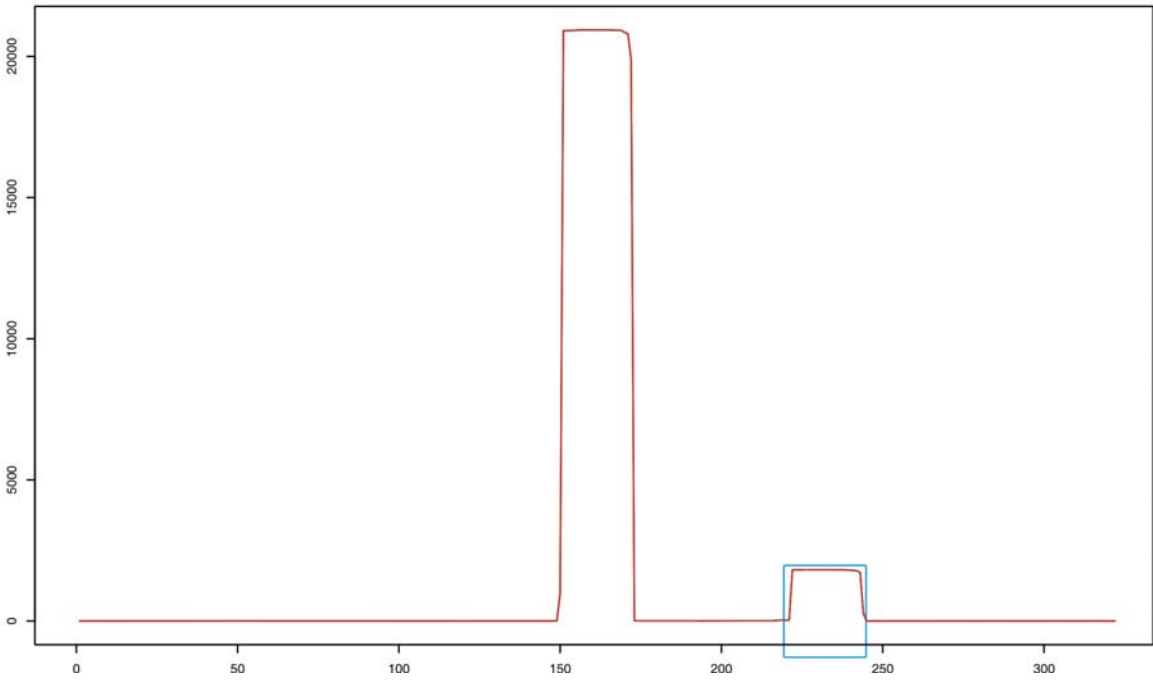

miRC5

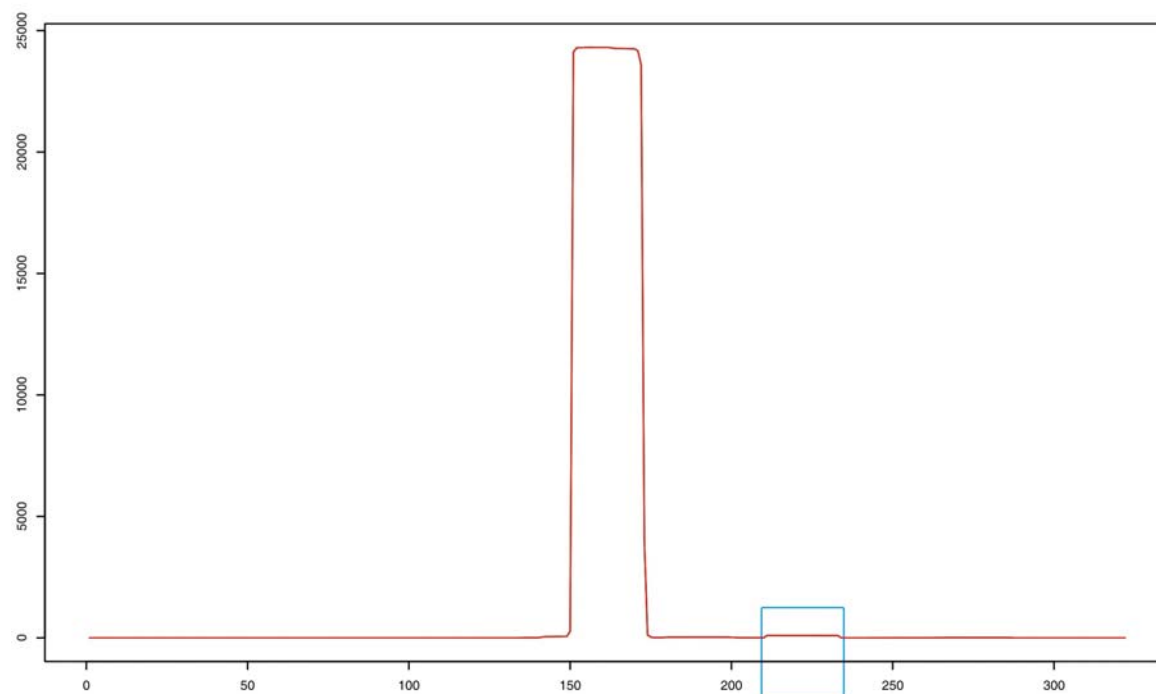

miRC6a

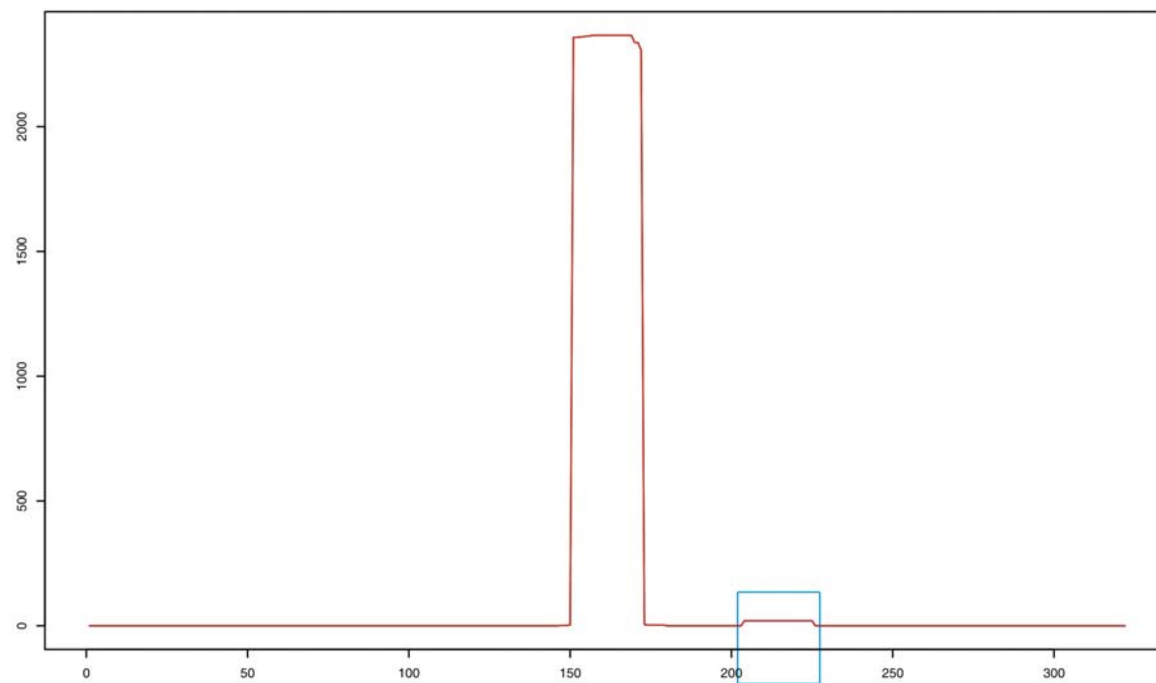

miRC6b

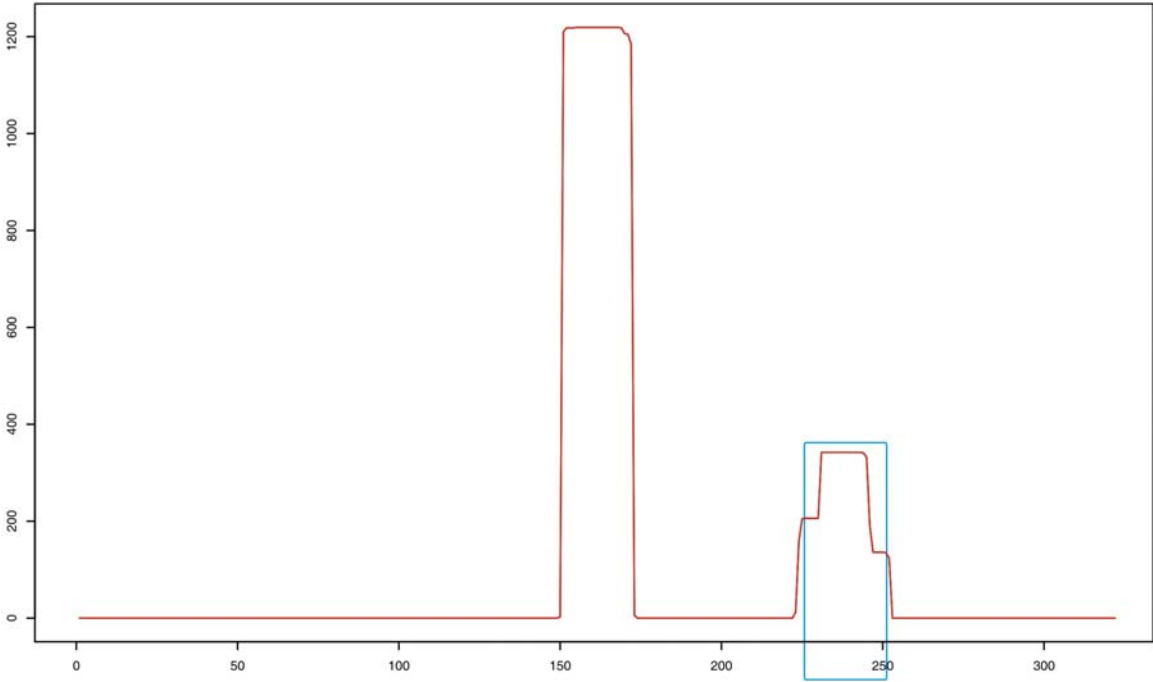

miRC7

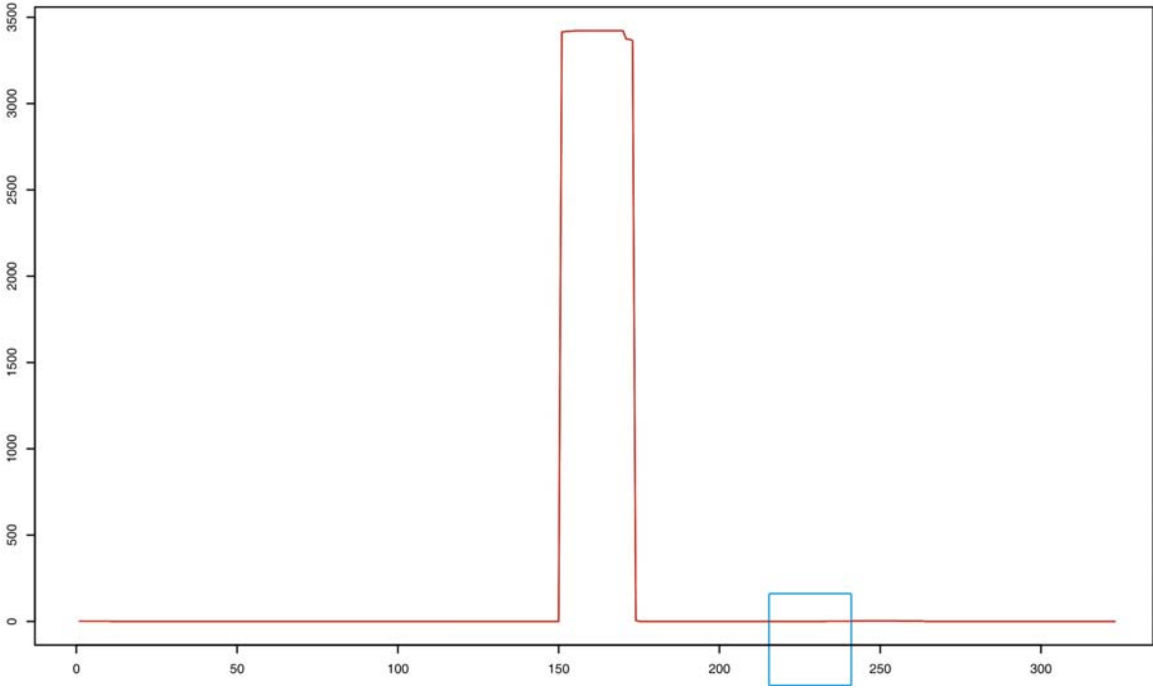

miRC8

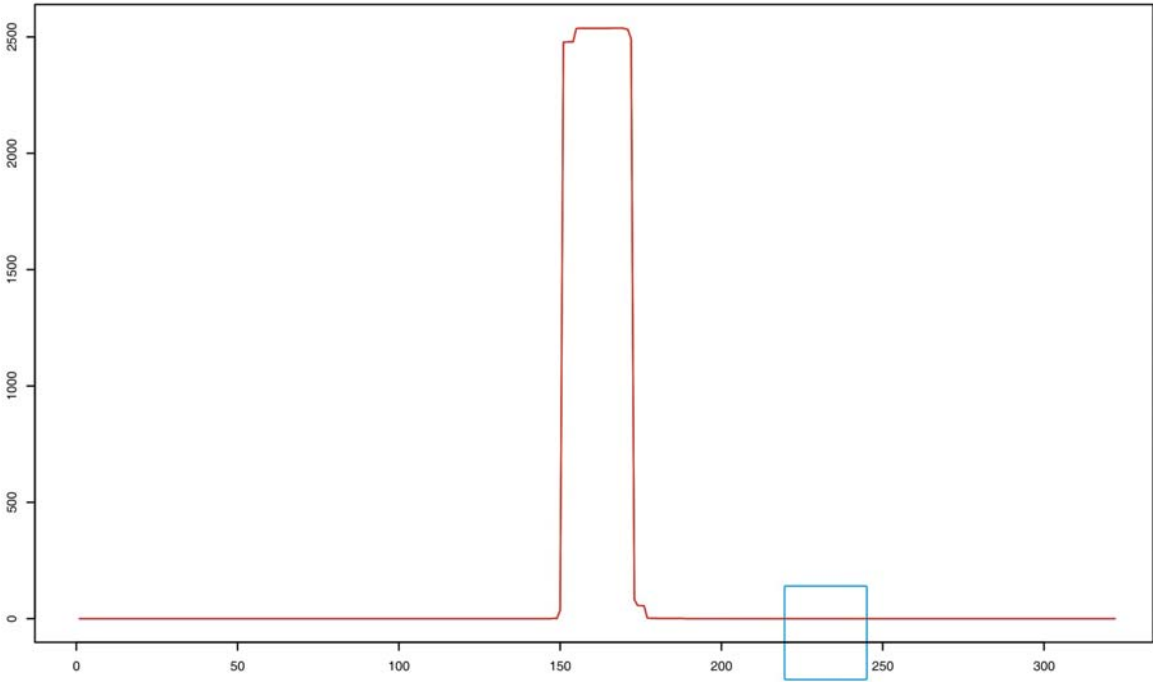

miRC9

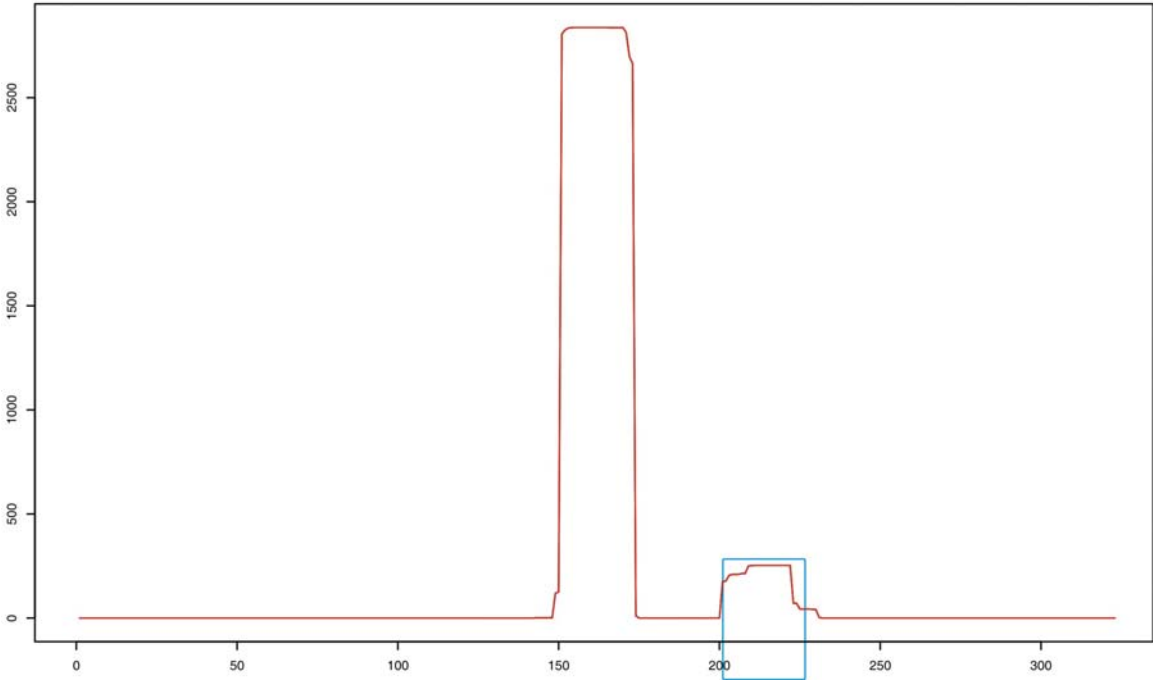

miRC10

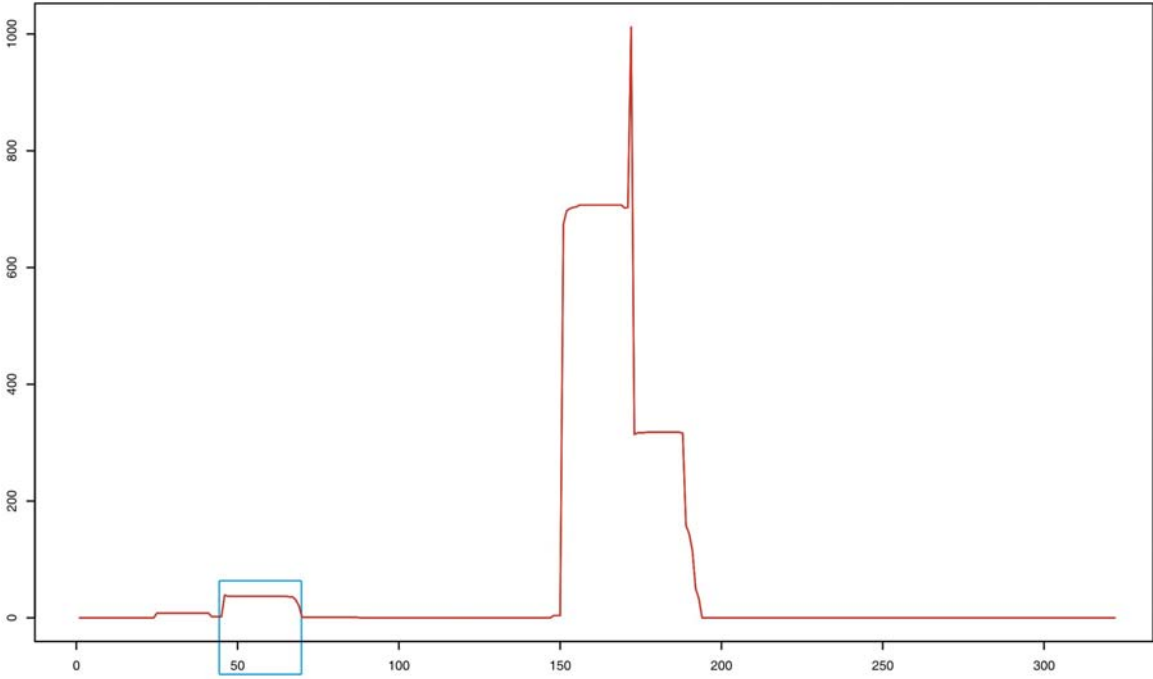

miRC11

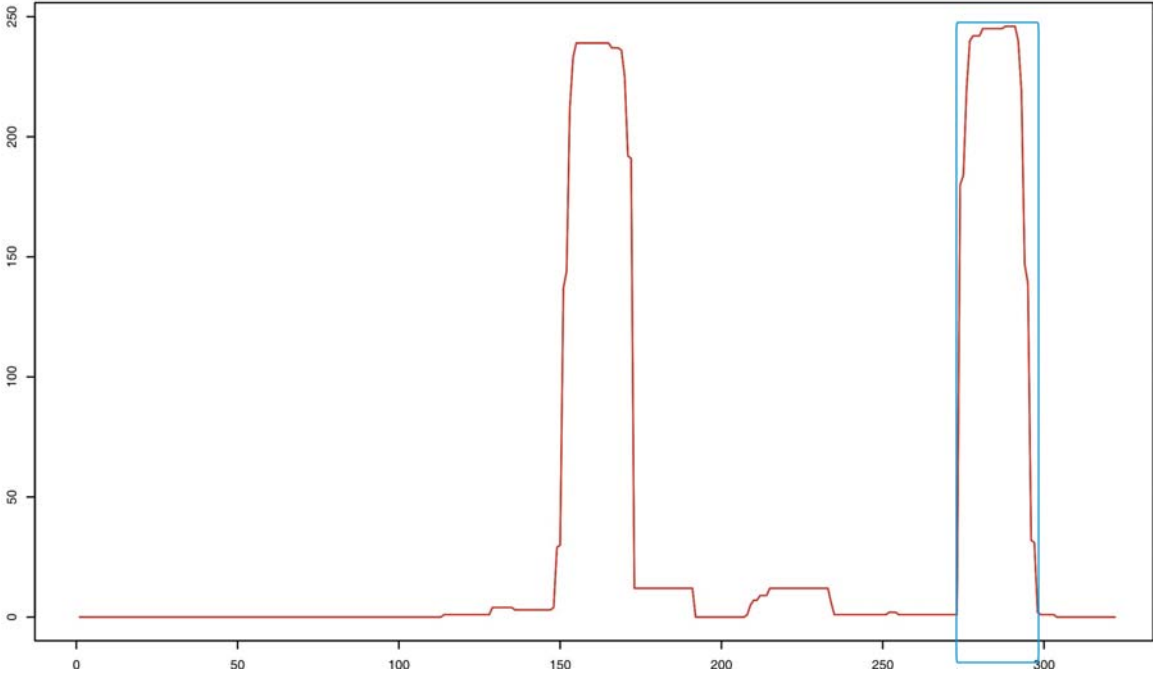

miRC12

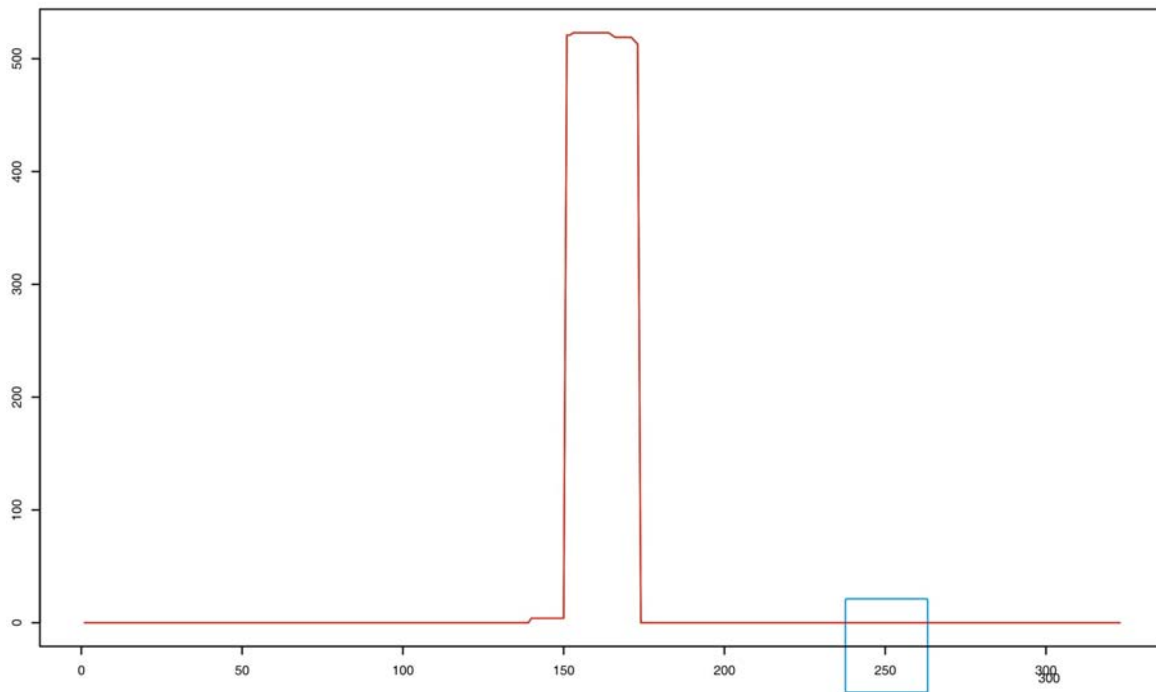

miRC13

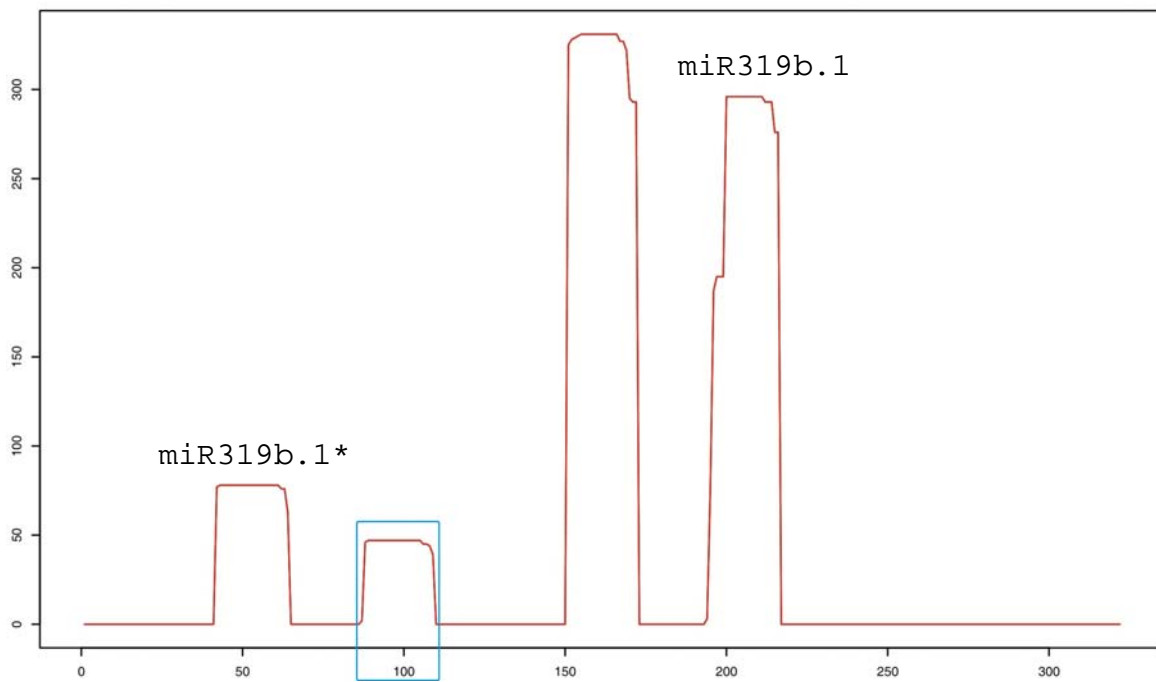

miRC14

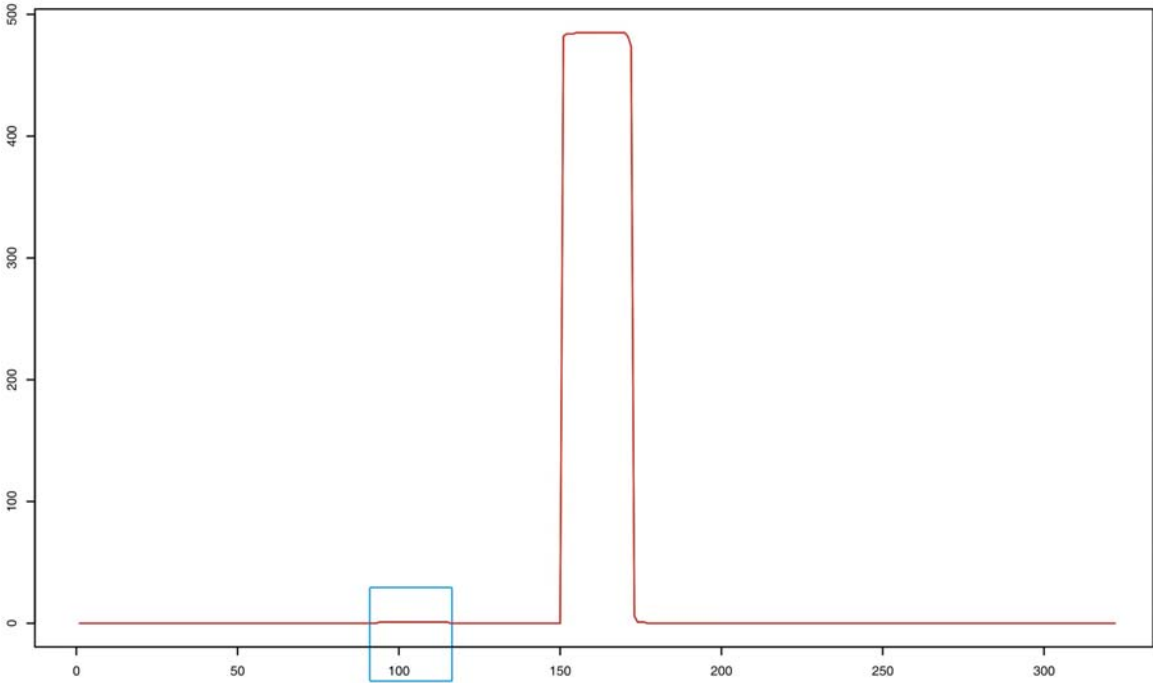

miRC15

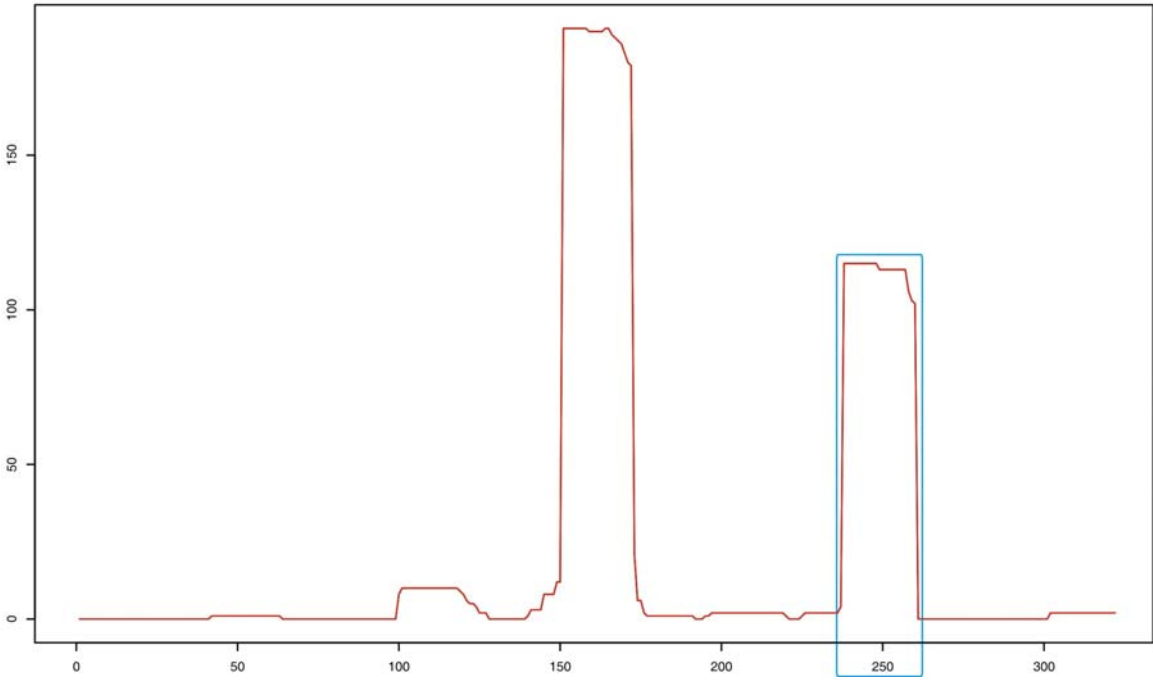

miRC16

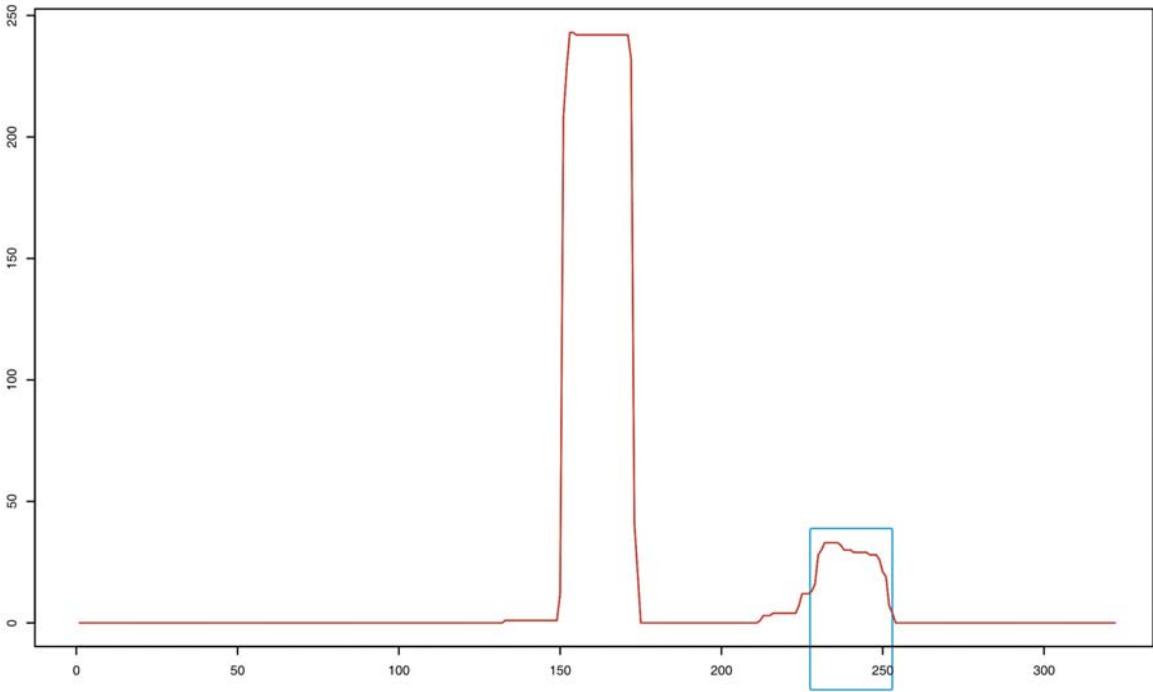

miRC17

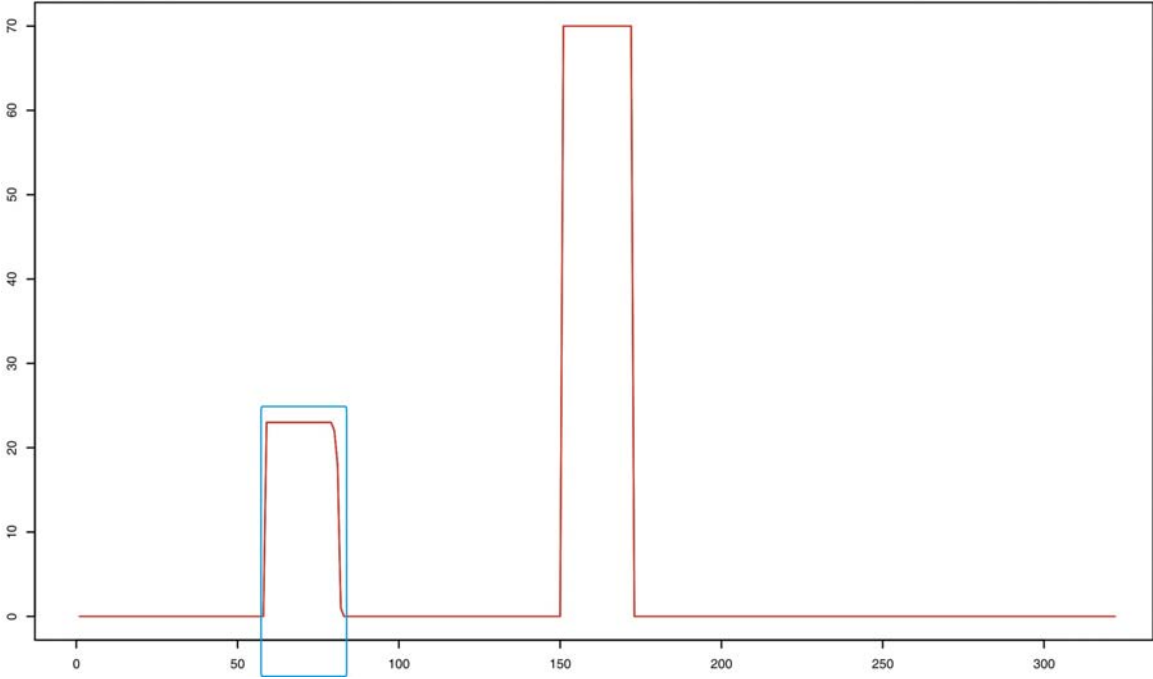

miRC18

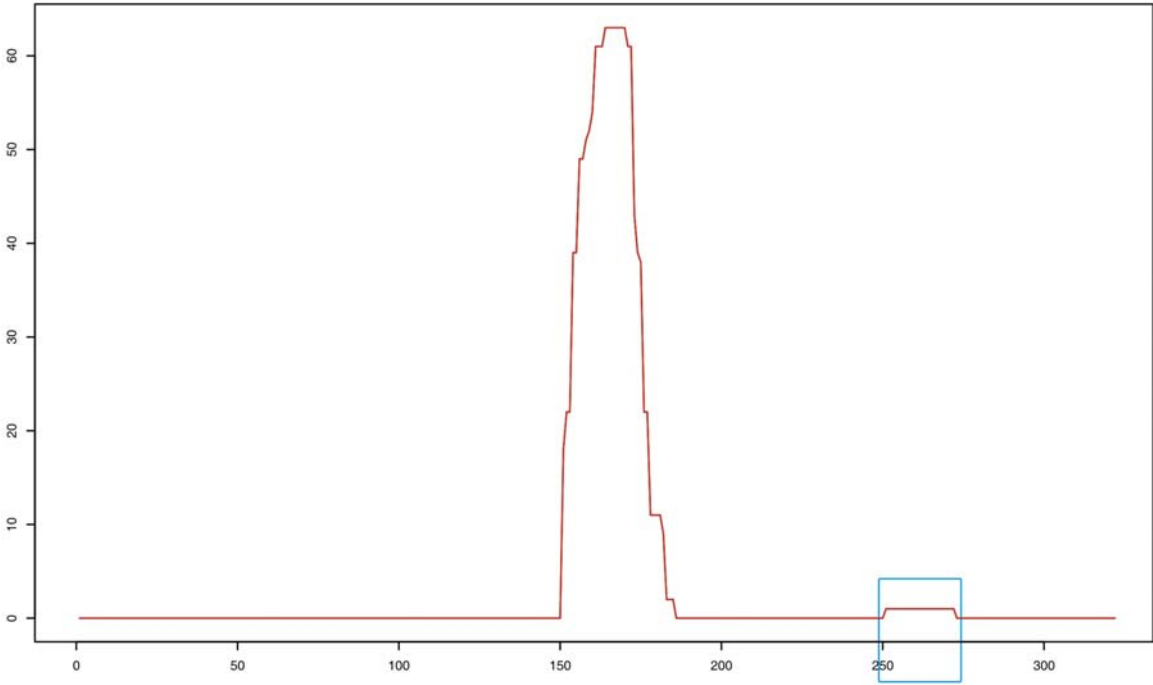

miRC19

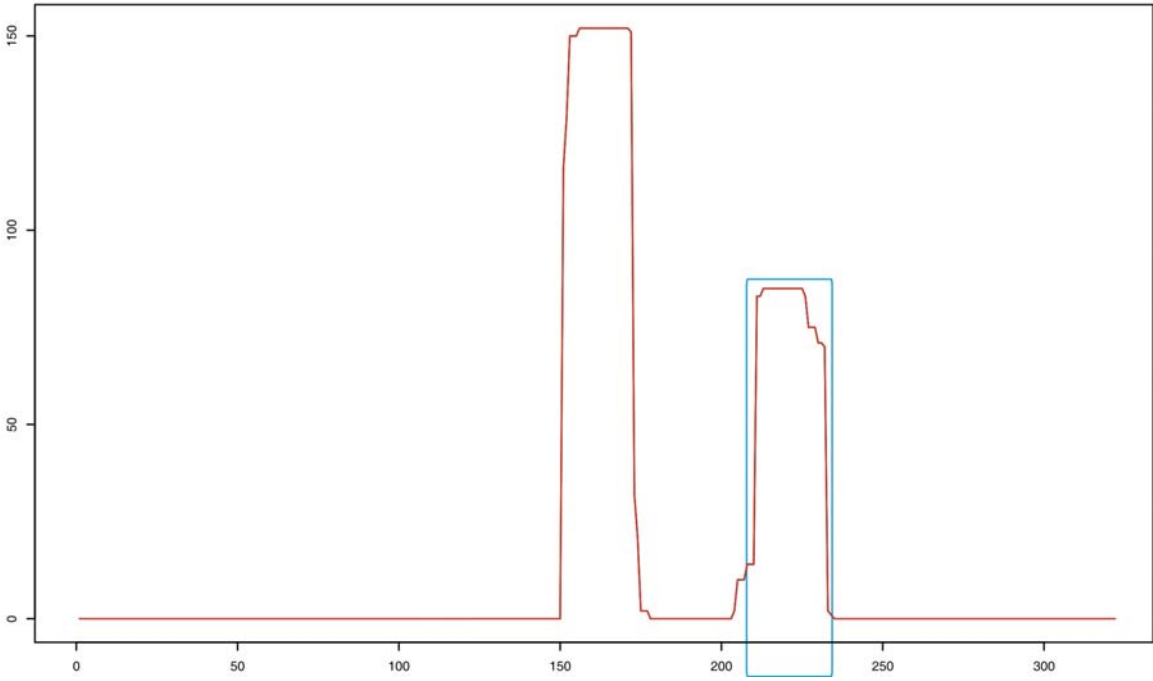

miRC20

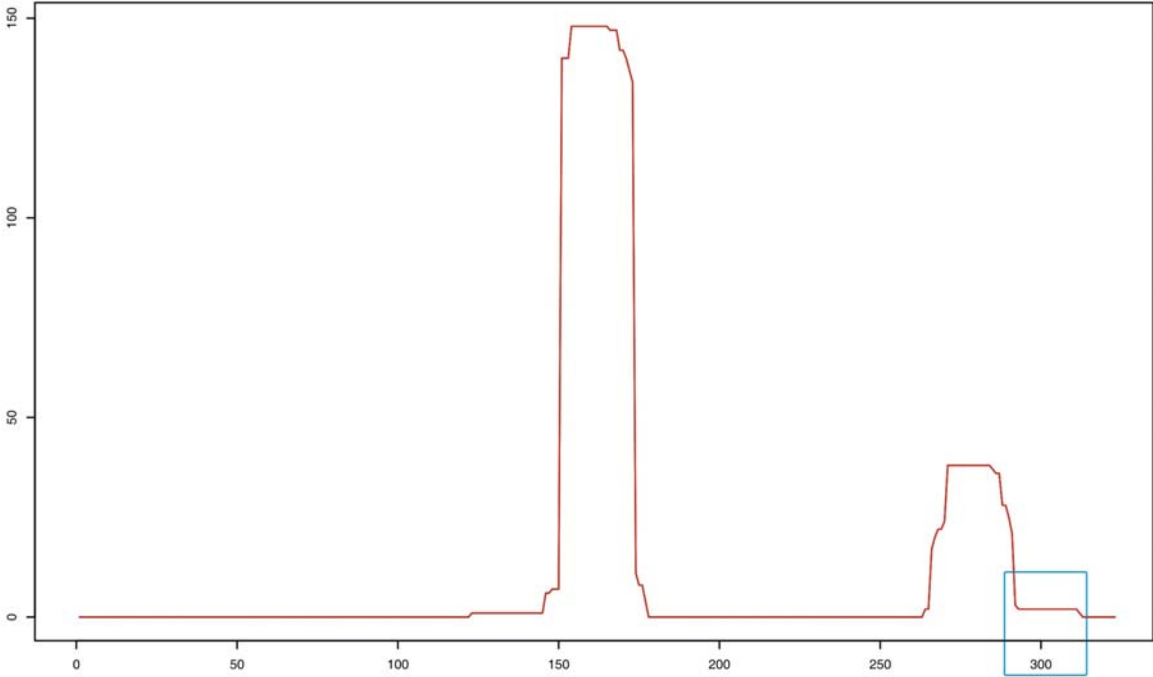

miRC21

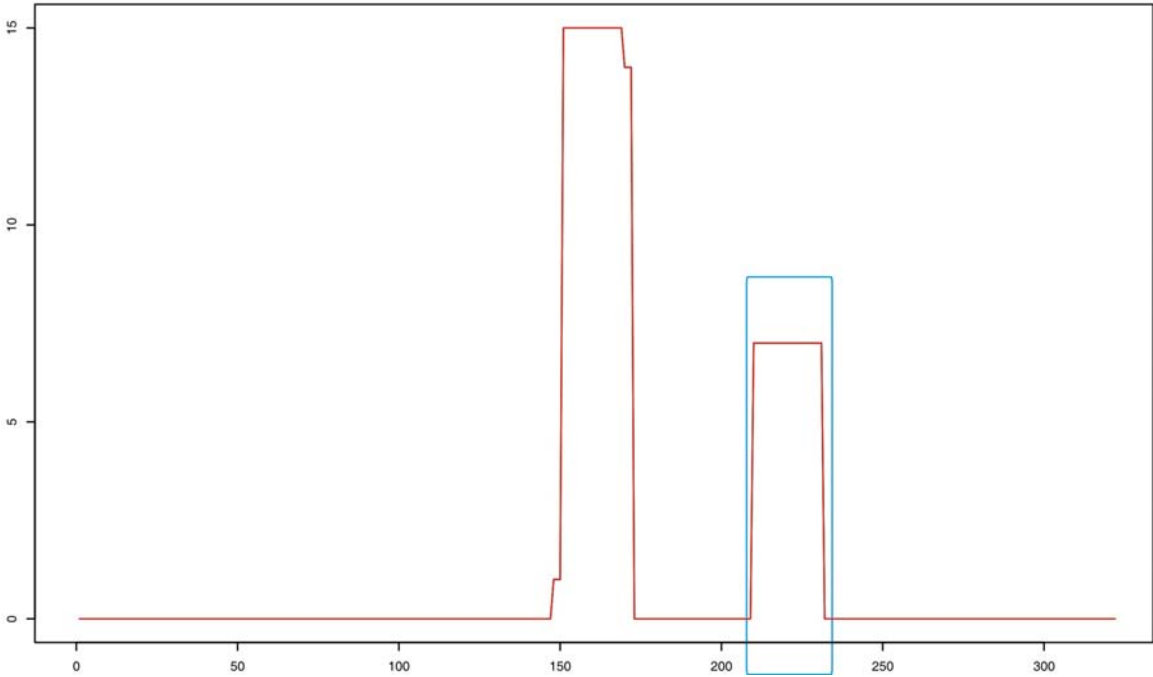

**Supplement:** Additional file 4 — Mapping plots of novel apple miRNAs. This file contains all the mapping plots illustrating the read distribution along the precursor region of novel apple miRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

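The study sequenced small RNA from 1 library each of leaf, root, flower and fruit, and 1 degradome library made from equal amounts of RNA of the same tissues. The labels of the samples name the tissue, and the paper's methods name the cultivar and the harvest. The sample labels and the paper differ for root, whose cultivar only the labels name, and this was not settled. The labels place leaf and root on the Illumina HiSeq 2000 and flower and fruit on the SOLiD 4. For small RNA and degradome sequencing together the paper names the SOLiD system or the Illumina HiSeq 2000. Neither its text nor the labels say which was used for the degradome.

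For every library the authors deposited a table of tags with the raw count of reads of each tag, without normalization. Before that the authors trimmed adaptors with CLC Genomic Workbench 4.9, and the deposited small RNA tags were 15 to 31 nucleotides long. A few tags held letters other than A, C, G and T, 192 in leaf and 161 in root, and they stayed in the totals. Tags with 1 read made up 74.2% of the tags in leaf, 77.2% in root, 67.5% in flower and 59.2% in fruit. The deposited totals equal those of Table S1 in all 4 libraries. The degradome file held 18375666 reads of 18 to 21 nucleotides, of which 44.8% were 20 and 32.8% were 21 nucleotides long.

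From these counts RPM values were computed with the genome-matched totals of Table S1, which are 19163140 reads in leaf, 16104952 in root, 4033725 in flower and 7015116 in fruit. A known family was the set of tags identical to its Table S3 sequences, an apple-specific miRNA the tag identical to its Table S5 sequence, and a MYB-derived siRNA the tag identical to its Table S8 sequence. Fruit and flower were sequenced less deeply than leaf and root, so the same RPM rests on fewer reads there, and a sequence without a read can have up to 0.744 RPM in flower but only 0.157 RPM in leaf. No tissue had a replicate, so the analysis holds no test between tissues. Intervals are exact Poisson intervals for counts, Clopper-Pearson intervals for shares and conditional binomial intervals for ratios, all at 95%, and they cover counting error only. A ratio against 0 reads was computed against 3 counts and is given as a lower bound.

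The degradome counts were the reads of all tags whose first 10 nucleotides equal the target site downstream of the expected cleavage position. The design set before the data were examined had transcripts of a reference as its first choice and the site sequence of Table S7 as the second, and the second was used because no apple transcripts were used here. Controls were the 10 positions upstream and 1000 shuffled sequences per site, drawn with a fixed seed. Control positions downstream could not be had from the site alone, and the alternative of 1 nucleotide to either side covers the upstream side only. Site scores were computed from the listed sequences with 0.5 for a G-U pair, 1 for a mismatch and doubled penalties at positions 2 to 13. The scale of the TPB values of Table S6, reads per 100 M, was chosen after the values were seen. The counts at perfect complements of listed miRNAs and the register computed from positions in Tables S7 and S8 were also added after the data were seen.

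No apple genome or transcript sequence was used, and the MdTAS and MYB loci were therefore not examined by position. The steps not run for this reason are the denominators from the reference genome, the division of reads by the number of genome or transcript matches, the restriction to tags with 1 genome match, the test of 21-nucleotide phasing with its other registers, strands and windows, and the rank of cleavage positions on transcripts with the categories of the paper. Blots, RACE experiments and precursor structures have no counts here.

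The items named in the text are every miRNA, siRNA and gene that the paper names at the claim concerned, the 5 most abundant items of longer lists, and the 5 most abundant 20- to 22-nucleotide tags outside the paper's tables. The miR171c, miR482b and miR167 complements, the miR828-site tags, the miR828 site of MDP0000261265, miRC11, miRC13, miRC36, miRC40, miRC41 and the siRNAs of Table S8 named by number were singled out after their values were seen. Other settings covered the denominator, the sequences counted for a miRNA, the length range, the minimum number of reads and the position allowed for cleavage.

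The procedures were tested on simulated data. All of 241 tags with up to 2 planted mismatches were assigned to their miRNA, and none of 159 tags with more or of 5000 random tags was. Poisson intervals held the simulated mean in 95.85% of 2000 draws, ratio intervals the simulated ratio in 95.8% of 2000 and binomial intervals the simulated share in 95.6% of 2000. With 500 planted reads all of 13 sites of Table S7 passed both degradome controls, and none of 14 sites without planted reads did. The simulated background was spread evenly over random sequences. The real median was 145 reads at the marked sites of Table S7 and 53 at the searched sites without a mark. The simulation therefore does not give the rate of passing or of false passing at the real counts. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.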

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

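The pairing test in this part was chosen only after the result was seen. The tags were picked by a rule fixed earlier, the 5 most abundant tags of 20 to 22 nucleotides over the 4 libraries that are in none of the paper's tables of miRNAs, stars or siRNAs. Each had a level far above the limit that a count of 0 allows, in sequences that the paper does not discuss.

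The first, GGAATGGGCTGTTTGGGAAGA, had 17211 RPM in leaf (95% interval, 17152 to 17269.7) and 14558 RPM in root, where it ranked 2 and 4 among all tags of 20 to 22 nucleotides. Flower had 490.1 RPM and fruit 819 RPM. A pairing with miR482a, with a 2-nucleotide offset at the ends, reached 16 of 21 positions. Of 1000 shuffled sequences 12 paired as well with a listed miRNA, and since 5 tags were tested this is weak evidence. Listed pairs of apple-specific miRNA and star had a median of 14.5 paired positions. The tag may thus be the other arm of a miR482 precursor, as a hypothesis. Without a genome sequence no precursor was examined, so this explanation cannot be told apart from a chance pairing or from another origin. The low level in flower and fruit coincides with the change of platform, and the tissue and the platform cannot be told apart.

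The next tags are nested, and differ only at the 3' end. GGGGATGTAGCTCAGATGGTA had 10035 RPM in root and 1576 RPM in leaf, GGGGATGTAGCTCAGATGGT had 8534 RPM in root, and GGGGATGTAGCTCAGATGGTAG had 8331 RPM in root. With 176 RPM in flower and 53.2 RPM in fruit the first of them was lower on the SOLiD. They paired with listed miRNAs no better than shuffled sequences, of which 885, 928 and 907 were as high. The root excess over leaf is within one platform, so the platform is not its cause, but there is 1 library of each and root came from other plants. The paper removed sRNAs similar to other non-coding RNAs before it searched for miRNAs, and whether these tags were among them was not tested. No biological explanation was tested.

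The last, TGATTGGTTGAAGAACAGGTA, had 3213 RPM in leaf, 1806 RPM in root, 9.84 RPM in fruit and no read in flower. In its pairing test 375 of 1000 shuffled sequences were as high. Its near absence from flower and fruit follows the platform. Tissue and platform cannot be told apart for it either.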

How the results depend on the processing

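The alternatives in this part were all set before the data were examined. No paired analysis was possible because every tissue had 1 library. Of 456 values computed under alternatives for 149 results, 217 stayed within the counting interval or, for counts of items, within 1.5 times, 236 moved and 3 changed sign.

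The changes of sign were in the length classes. With unique tags in place of reads, the 21-nucleotide share minus the 23-nucleotide share was -3.20 percentage points in leaf, -3.28 in root and -2.42 in flower, against 10.7, 13.0 and 3.93 with reads. The 21-nucleotide class was then second in 0 libraries, against 3. Weighting abundant tags is what separates these settings by construction. In fruit the difference was below 0 under every setting, with -1.71 for all reads, -1.83 for reads of 18 to 28 nucleotides, -0.311 for tags with at least 2 reads and -5.81 for unique tags. The 24-nucleotide class was first in all 4 libraries under all 4 settings.

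With all reads of each library as the denominator, 0 less-conserved families exceeded 20000 RPM, against 1, because miR535 fell to 19230.2 RPM. Family totals were 0.743 to 0.802 times the main ones, 0.745 to 0.893 times with the reads of miR156 left out of that denominator. Counting only the most abundant sequence gave 0.361 to 1 times the totals, with 8 families changed by over 1.5 times. Tags within 2 mismatches gave up to 2.37 times, for miR397 with 167 against 70.5 RPM, with 4 families over 1.5 times. Only the Table S2 sequences gave as little as 0.0525 times, for miR159, with 3 families over 1.5 times.

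Of 56 ratios between libraries computed under alternatives, 4 changed by over 1.5 times, and all 4 did so when tags within 2 mismatches were counted. The ratio of miR4376 in leaf to fruit went from 558 to 25.6, that of leaf to flower from 1797 to 168 and that of leaf to root from 1329 to 577. The ratio of miR828 in flower to root went from 1843 to 796. All stayed above 1, and the cause was not tested. The lower library had 2 to 28 reads in these ratios, so depth limits their precision. The ratio of miR390 in flower to fruit, with 24 reads in fruit, went only from 110 to 117 under this setting.

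Of 75 miRNAs, 72% were separated most between the platforms. The share was 82% for the 500 most abundant 20- to 22-nucleotide tags outside the tables and 94.8% for the 500 most abundant 24-nucleotide tags, and 71.0% for entries with at least 100 reads. The 500 tags were ranked by reads, which favors tags that are high in the deeper HiSeq libraries. Of those separated most between the platforms, 381 of 410 and 465 of 474 were higher in leaf and root, against 28 of 54 for the miRNAs. These higher shares therefore say nothing about the split of the miRNAs. For the apple-specific miRNAs, shifted ends gave a median of 1.09 times and up to 1.80 times the total, and 3' ends of 1 nucleotide more or less up to 1.21 times. The number under 100 RPM stayed within 1.5 times.

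In the degradome, 83 sites of Table S7 had a tag with at least 2 reads and 86 had a read within 1 nucleotide, against 84. Not run were the denominators from the reference genome, the division by genome or transcript matches, the tags with 1 genome match, the degradome search in reference transcripts, and the phasing test with its alternatives of register, strand, reads and window. They need a genome or transcripts, which were not used here.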

Differences from the paper's values

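The alternatives named in this part were all set before the data were examined, and the scale of the TPB values was chosen only after the values were seen. Over 152 values compared with the paper, 19 differed by more than 1.5 times. All 32 totals of known families were within that limit, as were all but 3 of the 43 totals of apple-specific sequences.

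The total of miRC36 was 14.4 RPM against the paper's 5.28, that of miRC40 6.16 RPM against the paper's 2.97 and that of miRC41 4.15 RPM against the paper's 2.73. Of the alternatives set before the data were examined, the total reads of each library as the denominator brought miRC41 within the limit, and none did so for miRC36 and miRC40. The paper's totals are each the value of 1 library, 5.28 RPM in root for miRC36, 2.97 RPM in leaf for miRC40 and 2.73 RPM in flower for miRC41, and the counts in these libraries equal them. Table S5 lists 0 where miRC36 had 8.30 RPM in leaf from 159 reads and 0.855 RPM in fruit, miRC40 had 2.23 RPM in flower, 0.807 RPM in root and 0.143 RPM in fruit, and miRC41 had 1.43 RPM in fruit. Table S5 also gives 0 RPM for miRC5 in fruit, where 47.3 RPM were counted, for miRC14 in root with 0.683 RPM and in fruit with 1.43 RPM, for miRC17 in root with 2.79 RPM and for miRC25 in leaf with 1.04 RPM. The alternatives set before the data were examined change the denominator or add tags, so by construction none closes these gaps. In all, 131 entries of the apple-specific sequences were above 0, against the paper's 83, and no alternative was run for this number, which a change of denominator leaves as it is.

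On the scale of reads per 100 M, the miR858 sequence TGACAACGAG had 789 against the paper's 227.15, and AGACAATGAG had 354 against the paper's 100.48. With tags of at least 2 reads the values were 784 and 348, and with ends within 1 nucleotide 887 and 593, so none of the alternatives set before the data were examined closed the gap. The match of 10 nucleotides takes in several tags. Of the 145 reads at TGACAACGAG, 70 were TGACAACGAGGATTTCCTGA and 41 were TGACAACGAGATCAAGAACTA, where the paper's value is worth 41.7 reads. Of the 65 reads at AGACAATGAG, 50 were AGACAATGAGATAAAGAACTA, where the paper's values are worth 18.5 reads. The paper normalized its reads for repeats, and this was not done here.

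For the MYB-derived siRNAs, Table S8 gives RPM as whole numbers, and the sum over the 4 libraries was set beside them. The total of SR29 was 7.35 RPM and that of SR30 7.10 RPM, against the paper's 4 for each. With total reads as the denominator they were 5.59 and 5.54 RPM, within the limit. SR51 had 2.04 RPM and SR54 2.00 RPM against the paper's 1 for each, and with total reads 1.51 RPM each, still outside it. SR149 had 17.7 RPM where the paper gives a value under 1, and 13.2 RPM with total reads. SR74 had 1.77 RPM, SR86 1.56 RPM and SR91 1.56 RPM where the paper gives values under 1. With total reads these were 1.33, 1.18 and 1.17 RPM, within 1.5 times that bound. Adding 3' ends of 1 nucleotide more or less can only raise these totals, so it bears on none of these gaps.

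Some rankings also differ. The paper places the 21-nucleotide class second in the size distribution. This held in 3 of 4 libraries, and in fruit the 23-nucleotide class was second with 11.17%. The paper calls miRC7 the most abundant apple-specific miRNA in root, where it had 624 RPM and miRC1 had 23246 RPM. The paper describes miRC10 as exclusive to flower, and fruit had 7.27 RPM of it. The total of miR172, 4745 RPM, was above the range that the paper states for the group of families that it belongs to. It fell within that range with all reads as the denominator (3696 RPM) and with miR156 left out of that denominator (3717 RPM). The most abundant sequence alone also lay within it, with 3795 RPM. Tags within 2 mismatches (4875 RPM) and the Table S2 sequences only (4644 RPM) left it above.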

Other observations

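The tests on sequencing errors, on miR390 and the platform and on the arms were chosen only after the result was seen.

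Of 75 known and apple-specific entries, 54 were separated most between leaf and root on the one side and flower and fruit on the other, 14 between leaf and flower and root and fruit, and 7 by the remaining split. Only 3 such splits exist, so no test was made. The share of A at the 5' end of 24-nucleotide reads followed the same split. A was the first base in 84.6% of them in leaf, 81.8% in root, 74.3% in flower and 76.3% in fruit. The smallest difference between platforms was 5.54 percentage points and the largest within a platform 2.80. The other bases did not separate in this way. C had 4.36% in leaf, 3.62% in root, 13.7% in flower and 8.92% in fruit, with a wider gap between flower and fruit than between leaf and fruit. G had 4.63%, 6.22%, 5.48% and 8.52% and T 6.36%, 8.32%, 6.52% and 6.27% in the same order. A difference of library kit and platform would give the split in A, and so would a difference between vegetative and reproductive organs, and they cannot be told apart because no tissue was sequenced on both.

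Reads of 23 nucleotides outnumbered 21-nucleotide reads in fruit by 159169 reads. A few abundant tags are not the cause, since without the 100 most abundant tags of each length the 23-nucleotide share was 11.0% and the 21-nucleotide share 7.16%. Loss of 1 nucleotide from the 3' end of 24-nucleotide siRNAs was tested by comparing 23-nucleotide reads that equal a 24-nucleotide tag without its last base with those that equal one without its first base. The ratio was 1.16 in fruit, against 1.09 in leaf and 1.06 in root, and 1.25 in flower, which has no such excess. The criterion set in advance, a larger ratio than in leaf and root, was met. Yet the surplus at the 3' end was 27748 reads, fewer than the excess, and at this depth many parent tags are missing. This explanation cannot be told apart from other sources of 23-nucleotide reads, the tissue among them.

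miR828 was nearly absent from leaf and root, while TTGAGCAAGAGAATGAACCAG, which begins at its site sequence, was highest in root. Reads of miR828 with other ends or substitutions do not explain this, as root had 5 reads within 2 mismatches and a 2-nucleotide shift, against 997 in flower. Decay fragments of the cleaved mRNA would spread over many lengths, whereas 99.2% of the root reads that share the first 15 nucleotides were 21 or 22 nucleotides long. The length written in advance was 21 nucleotides, and 59.8% were 22 nucleotides long, so this part of the prediction did not hold for this tag. It did for the root reads that share their first 15 nucleotides with TTGAGCAAAAGAATGAGCCAA, of which 764 of 826 were 21 nucleotides long. The same held for TTGAACAAGAATATCAGCTGC, with 49 of 51. It held less well for TTGAGCAGGATGAAGATGACA, where 12 of 22 such root reads were 21 and 8 were 22 nucleotides long. Of these tags, TTGAGCAAGAGAATGAACCAG and TTGAGCAAAAGAATGAGCCAA were highest in root, with 122 and 45.9 RPM. The less abundant ones were not. TTGAACAAGAATATCAGCTGC had 5.27 RPM in fruit and 2.98 RPM in root, with overlapping intervals. TTGAGCAGGATGAAGATGACA had 3.24 RPM in leaf and 0.745 RPM in root. A biological hypothesis is that siRNAs that begin at some miR828 sites form in root with little miR828 or outlast it. The root plants differed from the trees of the other libraries, and no test here bears on either form of the hypothesis. Capture of miR828 itself on the HiSeq 2000, where neither library had more than 2 reads of it, was not tested here. The paper describes its RNA gel blots of miR828, which use neither platform, as reflecting the sequenced abundances. That goes against a loss of miR828 on the HiSeq 2000. The blots have no counts here, so some loss is not excluded.

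Within the HiSeq pair, miR390 was 2.27 times as high in root as in leaf, while tasiARF tags were 17.0 times as high in leaf as in root. The library kit and the platform are the same in both and are not the cause of this opposite order. The abundance of the TAS3 transcripts in each tissue is a candidate explanation that was not tested, and with 1 library each the order has no replicate check.

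Of 136 listed sequences that differ by 1 base from a member at least 50 times as abundant, 119 had reads in leaf and in root, and for 107 the share of the abundant member was within a factor of 2 between these libraries. The highest share was 1.99%. Sequencing errors of the abundant member would give such constant shares, and so would true variants expressed in constant proportion. The median of the listed sequences was 883 per 1 M reads of the abundant member. Over all 60 possible single-base changes of TGACAGAAGAGAGTGAGCAC the median was lower, 197 per 1 M reads in root and 234 in leaf. Its most frequent changes reached 0.411% and 0.789%. The most abundant members of miR165/166, miR159 and miR167 had medians from 175 to 205 per 1 M in these libraries. Their most frequent changes were higher, with 3.78% in root and 2.46% in leaf for miR165/166. They were 4.24% and 1.92% for miR167, and 1.12% in each library for miR159. The higher median goes against errors alone for all of the listed sequences, but they are not a random set of changes. Errors and true variants cannot be told apart here, because no genome was used to look for their loci.

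For 9 duplexes of an apple-specific miRNA and its star with at least 20 reads of both arms together in each library, the log2 ratio of the arms was compared, with 0.5 added to each count. Only 1 of them, miRC5, had at least 20 reads of each arm in each library, and 4 had no read of an arm in a library, so most of these ratios rest on few reads. The star of miRC5 is identical to the known miR482b, so its reads need not come from the miRC5 precursor. For miRC5 it was 7.77 in leaf, 4.74 in root, -1.70 in flower and -3.30 in fruit, and for miRC4 3.78, 3.36, -4.90 and -7.82. miRC13 went the other way, with -5.71, -4.30, 1.44 and 1.93, from 5 reads of the miRNA in leaf and 5 in root. The ratio differed more between platforms than within them in 4 of the 9, and more within a platform in 5. The library kit and platform may favor one arm by its sequence, but a change of arm between organs would look the same, as would, for miRC5, reads of miR482b from another precursor, and they cannot be told apart with these libraries.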
